# Single-cell analysis of bidirectional reprogramming between early embryonic states identify mechanisms of differential lineage plasticities in mice

**DOI:** 10.1016/j.devcel.2024.11.022

**Published:** 2024-12-26

**Authors:** Vidur Garg, Yang Yang, Sonja Nowotschin, Manu Setty, Eralda Salataj, Ying-Yi Kuo, Dylan Murphy, Roshan Sharma, Amy Jang, Alexander Polyzos, Dana Pe’er, Effie Apostolou, Anna-Katerina Hadjantonakis

**Keywords:** epiblast, primitive endoderm, ES cells, XEN cells, pluripotency, extra-embryonic endoderm, reprogramming, lineage plasticity, single-cell analysis, blastocyst

## Abstract

Two distinct lineages, pluripotent epiblast (EPI) and primitive (extra-embryonic) endoderm (PrE), arise from common inner cell mass (ICM) progenitors in mammalian embryos. To study how these sister identities are forged, we leveraged mouse embryonic (ES) and e*X*tra-embryonic *EN*doderm (XEN) stem cells – *in vitro* counterparts of the EPI and PrE. Bidirectional reprogramming between ES and XEN coupled with single-cell RNA and ATAC-seq analyses showed distinct rates, efficiencies and trajectories of state conversions, identifying drivers and roadblocks of reciprocal conversions. While GATA4-mediated ES-to-iXEN conversion was rapid and nearly deterministic, OCT4, KLF4 and SOX2-induced XEN-to-iPS reprogramming progressed with diminished efficiency and kinetics. A dominant PrE transcriptional program, safeguarded by GATA4, alongside elevated chromatin accessibility and reduced DNA methylation of the EPI underscored the differential plasticities of the two states. Mapping *in vitro* to embryo trajectories tracked reprogramming cells in either direction along EPI and PrE *in vivo* states without transitioning through the ICM.

## eTOC Blurb

Garg et al. use bi-directional reprogramming between embryonic (ES) and extra-embryonic endoderm (XEN) stem cells to probe transcriptional and epigenetic factors that direct lineage specification *in vivo*, and facilitate or prevent lineage inter-conversions. A strong endoderm transcriptional program, and distinct epigenetic state accompany extraembryonic endoderm specification and prevent lineage conversion.

## INTRODUCTION

In mammals, the pluripotent epiblast (EPI), one of the first lineages specified during embryo development, emerges contemporaneously with its sister lineage, the extra-embryonic (primitive) endoderm (PrE), from a common progenitor population, the inner cell mass (ICM)^1,2^. The EPI and PrE lineages are distinct, with the EPI giving rise to the embryo-proper^3^, while the PrE will form the endoderm of the visceral and parietal yolk sacs, and part of the embryonic gut tube^4^. Though these lineages appear to be developmentally fixed, rare cells having committed to the PrE have been reported to switch to the EPI lineage and even vice versa^5–7^. Moreover, while PrE descendants contribute to the embryonic gut tube, they retain a partial transcriptional signature of their lineage of origin, suggesting a transcriptional, and perhaps epigenetic, memory^6,8^. These observations motivated us to seek a deeper understanding of how these two sister lineage identities are established and maintained.

A challenge in studying early mammalian embryos is their relatively small size, limited cell number, and availability. Stem cell models representing lineages of the embryo serve as *in vitro* alternatives, thus overcoming these limitations. Embryonic stem (ES) cells represent the pluripotent EPI^9,10^, and extra-embryonic endoderm stem (XEN) cells represent the PrE^11^ (Figure S1A). Like the preimplantation EPI, ES cells express naïve pluripotency-associated markers, such as *Nanog*, *Oct4*, and *Sox2*, while XEN cells are defined by expression of PrE markers *Gata6*, *Gata4*, *Sox17* and *Pdgfra*^12,13^. Upon reintroduction into the embryo, ES and XEN cells exclusively contribute cellular descendants to their lineage of origin^9–11^. Furthermore, stem cell models of blastocyst-derived lineages have been combined *in vitro* to form embryo-like structures that model various aspects of mammalian embryogenesis^14–19^.

Lineage conversion of *in vitro* stem cell models, along with cellular reprogramming to a pluripotent cell state, have been leveraged to examine the transcriptional and epigenetic mechanisms that control lineage identity, and determine the key milestones and bottlenecks in cell fate transition trajectories^13,20,21^. Transcription factor (TF) modulation can induce lineage conversions, emphasizing their importance in the specification and maintenance of lineage identity. Accordingly, endoderm-associated TFs GATA4 and GATA6 can convert ES cells to XEN cells (referred to as induced, or iXEN cells)^22–25^, which, along with observations made in mouse mutants^26,27^, have established them as core members of the XEN/PrE gene regulatory network. However, TF-induced reprogramming in the reverse direction – the conversion of XEN cells to ES/iPS cells – has not been demonstrated. Chemical reprogramming of somatic cells to induced pluripotent stem (iPS) cells reportedly transitions through a XEN-like state^28–30^, suggesting that XEN cells might represent a plastic state conferring the ability to acquire pluripotency. Alternatively, during TF-based reprogramming of somatic cells to iPS cells, emerging XEN-like cells have been described as a “dead-end”^31,32^, suggestive of a refractory cell state. Therefore, it remains unclear whether XEN cells can readily attain a pluripotent state.

Here, we demonstrate that ectopic expression of TFs (OCT4, KLF4 and SOX2) can reprogram XEN cells to a stable pluripotent state. However, by contrast to the reciprocal GATA4-mediated ES-to-iXEN conversion, which occurs over 4 days and is >95% efficient, XEN-to-iPS conversion requires ~3 weeks with an efficiency ~0.2%, suggesting a differential developmental plasticity of these two states. Leveraging this *in vitro* reciprocal lineage conversion system, bookended by EPI (ES/iPS) and PrE (XEN/iXEN) states, we charted the sequence of events that characterize these cell state transitions, to identify facilitators or barriers of lineage switching. We applied single-cell transcriptomic analyses (scRNA-seq) to establish a high-resolution map of EPI-PrE lineage conversions in both directions. These data outlined a linear, nearly deterministic, ES-to-iXEN conversion, and a heterogeneous and discontinuous XEN-to-iPS conversion with multiple intermediate terminal states. Dismantling of the XEN network by GATA4 knockout significantly increased reprogramming efficiency of XEN-to-iPS. Although direct comparison between the XEN-to-iPS and ES-to-iXEN trajectories indicated some differences at key transition points, comparison to *in vivo* scRNA-seq data from mouse embryos, showed that both *in vitro* trajectories largely tracked along *in vivo* trajectories during EPI and PrE lineage specification and maturation, but bypassed the ICM bipotent progenitor state. Bulk and single-cell assays for transposaseaccessible chromatin by sequencing (ATAC-seq) identified contrasting global levels and patterns of chromatin accessibility between ES/iPS and XEN/iXEN cells, and suggested that extensive and late chromatin opening during XEN-to-iPS conversion, partly due to the requirement for DNA demethylation, represents a major roadblock. Altogether, these observations highlight that EPI and PrE have drastically distinct cellular plasticities, and provide insights into the molecular basis of these differences.

## RESULTS

### OCT4, SOX2 and KLF4 can successfully reprogram XEN-to-iPS in a slow and inefficient manner

To test the potential for XEN cells, representing the PrE, to reprogram to iPS cells, representing the epiblast, we derived XEN cells from a transgenic doxycycline-inducible “reprogrammable” mouse strain used in previous studies for reprogramming several somatic cell types, including mouse embryonic fibroblasts (MEFs) and hematopoietic lineages (Figure 1A)^33–35^. Doxycycline (‘dox’) induction with a constitutively expressed reverse tetracycline transactivator (Rosa26-M2rtTA) drives the expression of a polycistronic cassette consisting of *Oct4*, *Klf4*, *Sox2*, and an *mCherry* reporter (referred to as 3-factor, or ‘3F’). An additional *Pou5f1*-IRES-EGFP reporter allele enables detection of endogenous *Oct4* activation (*Oct4*-GFP), silent in XEN cells^11,36^. Blastocysts harboring all three alleles were used to derive multiple XEN cell lines using standard protocols^11^.

Embryo-derived 3F XEN cells were treated with dox for 2 days prior to sorting the mCherry+ fraction (~15–30% of total population) to ensure selection of cells expressing the reprogramming cassette. Sorted mCherry+ cells were plated for reprogramming in serum/LIF medium with ascorbic acid and GSK3βi (‘AGi’), an enhanced reprogramming protocol which improves reprogramming efficiency in somatic cells, including conditions without exogenous *Myc* expression as in our experiments^33^ (Figure 1B). Under these conditions, we could derive transgene-independent, iPS-like, *Oct4*-GFP+ colonies, although at very low frequency (<1%) and slow kinetics (~18–24 days). Derived XEN-iPS cells had silenced XEN/PrE markers, including *Gata6*, *Gata4* and *Pdgfra*, and upregulated pluripotency-associated markers, including *Nanog*, *Esrrb*, *Fgf4*, *Zfp42* (*Rex1*), *Dppa3* (*Stella*) and *Utf1*, at levels similar to wild-type ES cells^37^ (Figure 1C and S1B-C). Hierarchical clustering and principal component analysis of bulk RNA-seq data clustered XEN-iPS cells together with ES cells, and apart from parental or wild-type XEN lines (Figure 1D and S1D). To further assess developmental potential and lineage restriction of XEN-iPS cells, we generated chimeric embryos by injecting cells into 8-cell (morula) stage host embryos, prior to ICM lineage specification. A constitutively expressed CAG:mCherry construct was introduced into XEN-iPS cells to readily identify their descendants in embryo chimeras (Figure 1E, top). Unlike their parental XEN cells^11^, XEN-iPS contributed exclusively to the epiblast compartment and were excluded from PrE-derived visceral and parietal endoderm tissues (Figure 1E and S1E). These results demonstrate that TF-induced reprogramming of XEN cells can generate *bona fide* iPS cells, albeit in a slow and inefficient manner.

### Bidirectional reprogramming of XEN and ES cells show drastically different kinetics and efficiencies of conversion

To investigate the trajectory of XEN reprogramming toward iPS cells, and identify intermediate populations and rate limiting steps, we used flow cytometry to track the activation dynamics of two pluripotency-associated markers – the *Oct4*-GFP reporter and surface marker SSEA-1^36,38,39^ – as well as silencing of the XEN marker PDGFRα^40–42^ (Figure 2A and S2A). We consistently observed asynchronous and independent activation of *Oct4*-GFP (O+) and SSEA-1 (S+), with a small group of cells (~0.5%) only expressing *Oct4*-GFP (O+) as early as day 4 of reprogramming, while another subset (~0.1%) only expressed SSEA-1 at later stages (~day 8). Cells co-expressing both pluripotency markers, SSEA-1 and *Oct4*-GFP (S+O+), were detected between days 14–16 of reprogramming. By contrast, PDGFRα (P+) expression persisted in the majority of cells even after upregulation of *Oct4* and/or SSEA-1, and was downregulated only in late stages of reprogramming, at ~day 16. To determine whether up- or downregulation of these markers represented more advanced or delayed intermediate states, we sorted four different subpopulations at day 14 (S+O-P+, S+O+P+, S-O+P+ and S-O+P-) and re-plated them in reprogramming conditions (serum/LIF+AGi+dox) for 14 additional days prior to analysis (Figure 2B). Cells expressing SSEA-1 alone, or with, *Oct4*-GFP (S+O- or S+O+) early during reprogramming did not contribute significantly to the final S+O+P- iPS-like population (<5%), and often regressed to a S-state, suggesting that SSEA-1 is not a predictive marker of XEN reprogramming. Cells expressing *Oct4*-GFP while silencing PDGFRα (S-O+P-) were the only intermediate population with advanced reprogramming potential (>20%). These results document the slow and heterogeneous nature of XEN-to-iPS reprogramming, and suggest that silencing of the XEN program is a critical rate-limiting step.

Although the reprogramming efficiency and kinetics varied among different 3F XEN lines, they remained consistently low (~0.2%) and slow (~20 days) across all lines tested (Figure S2B). In contrast, the opposite ES-to-iXEN fate transition has been reported to be efficient^24,25,43^. To directly compare reciprocal interconversion efficiencies and trajectories, we used an ES cell line engineered to express *Gata4*-mCherry fusion protein upon dox-induction^24^. This system enables rapid and efficient conversion to a XEN-like state (induced XEN or iXEN) over the course of 4 days, with >95% of cells silencing pluripotency markers (e.g. SSEA-1), and activating XEN markers, including PDGFRα and endogenous *Gata6* linked to a H2B-Venus reporter (*Gata6*-Venus)^24,44^ (Figure 2C and S2A). Although activation of XEN-associated PDGFRα and *Gata6*-Venus occurs as early as ~9–12h, most cells continue co-expressing SSEA-1, which is subsequently silenced.

Together, these results document prominent differences in the efficiency and kinetics of ES and XEN cell interconversions (Figure 2D). Transitioning from XEN-to-iPS states is slow and involves a heterogeneous trajectory, in contrast to the opposite ES-to-iXEN conversion. This argues that XEN cells are “locked” into a less plastic state with a stable transcriptional program resistant to reprogramming and silencing, as documented by the persistent expression of XEN markers until very late stages of conversion. In further agreement, nascent iXEN cells (PDGFRα+) derived from iPS cells using transient *Gata4* expression (for 5 or 7 days) lose their ability to re-acquire an iPS state upon dox-inducible OKS expression – with reprogramming efficiencies similar to embryo-derived XEN cells (Figure S2C-D). Notably, despite their distinct kinetics and efficiencies, conversions in both directions (ES-to-iXEN and XEN-to-iPS) appear to transition through a state where both ES and XEN markers are co-expressed, suggesting an, at least partially, overlapping trajectory.

### Single-cell transcriptomics identifies a discontinuous XEN-to-iPS reprogramming trajectory with multiple end-states in contrast with the linear ES-to-iXEN conversion

To map the trajectories of these bidirectional cell fate transitions at a single-cell level, we performed scRNA-seq at five distinct timepoints during each conversion. Specifically, we profiled embryo-derived XEN or ES cells and fully reprogrammed iPS or iXEN cells (representing starting and end states), as well as cells from early, middle and late stages of reprogramming in each direction based on marker expression (Figure 3A). Samples were collected in technical duplicates, with ~8,000 cells sampled from each replicate and timepoint (i.e., ~16,000 cells total per timepoint; ~160,000 cells total across all timepoints and both trajectories). 

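Each conversion was sampled by scRNA-seq in 5 conditions, with 2 libraries per condition made as technical duplicates, which gives 20 libraries. XEN cells, a line of extraembryonic endoderm, carried Oct4, Klf4 and Sox2 on an inducible cassette, and their conditions were XEN (before induction), day 7, day 14, day 28 and XEN-iPS. ES cells carried an inducible Gata4, and their conditions were ES (before induction), 9h, 24h, 48h and iXEN. The day 7, day 14, day 28 and 9h libraries hold sorted subpopulations that were put together again, so shares of cells in these libraries are not those of the culture. The authors aligned the reads to GRCm38 and counted UMIs per gene and cell with SEQC, and the deposited values are whole UMI counts without normalization. The libraries hold 134279 cells in all, between 2576 and 9517 per library, and 22936 gene symbols, of which 22012 have a place in GENCODE vM21. For every result below, cells with fewer than 500 genes (20991 cells), the clusters that the methods describe as removed and clusters without a name that carried fibroblast markers were left out, and the UMIs of the remaining 107270 cells were summed per library, because cells of 1 library are not independent samples. Totals per library were between 45589406 and 125829263 UMIs, with a median of 77414730. Conditions were compared with edgeR's quasi-likelihood test on TMM-normalized sums, in 1 model of all 20 libraries, with Benjamini-Hochberg adjustment over the 16741 genes that passed the filter on low counts. A gene was called changed at an adjusted p under 0.05 and a log2 fold change of at least 1 in either direction, and levels are given as CPM, counts scaled to a common library total. Duplicates of 1 culture do not carry the variation between cultures, so an SD, standard error or p from them does not cover it. Standard errors and p rest on the spread of all 20 libraries, not on that of the compared duplicates alone. That spread was uneven: the SD over genes of the log2 ratio between duplicates was 0.0798 at 9h and 0.747 in XEN-iPS. The XEN-iPS, 24h and 48h duplicates are also of different runs. For XEN-iPS it is open whether the duplicates are of 1 culture, since their Y-linked RNA was 0.2789 and 51.75 CPM. Smaller differences of this kind leave it open for 3 more conditions. These were day 7 (4.416 and 15.34 CPM), day 14 (7.670 and 1.695 CPM) and day 28 (2.063 and 0.1130 CPM). The spread in all of these conditions may hold more than technical variation. The counts cannot separate transcripts of the induced transgenes from those of the endogenous genes. Sox2 was low in the induced day 7 and day 14 libraries (levels below), so little RNA of the cassette was counted under Sox2 there. For Pou5f1, Klf4 and Gata4 the share of transgene RNA stays open.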

Since XEN-to-iPS reprogramming is an inefficient process, to avoid potential underrepresentation of rare cells undergoing successful reprogramming, we sorted four intermediate subpopulations based on SSEA1 and *Oct4*-GFP expression (see Figure 2B and S2A) – S-O-, S+O-, S+O+ and S-O+ – and reconstituted them in roughly equal proportions prior to droplet encapsulation (Figure S2E). We followed this approach for all three intermediate timepoints for the XEN-to-iPS trajectory, representing day 7, day 14 and day 28 of reprogramming. A similar strategy was used for the early (9h) timepoint for the ES-to-iXEN trajectory (Figure S2E).

To gain insights into when and how lineage conversions occur, we combined data from all replicates and timepoints separately for each reprogramming trajectory and projected them on a Force Directed Layout (FDL) (Figure 3B). 

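After the filters, 13097 XEN, 7917 day 7, 11208 day 14, 7463 day 28 and 6706 XEN-iPS cells were kept, 46391 cells of the XEN-to-iPS conversion in all. For the ES-to-iXEN conversion, 60879 cells were kept, of which 16002 were ES, 9339 were 9h, 8811 were 24h, 14028 were 48h and 12699 were iXEN cells. The median number of UMIs per cell lay between 7394 (iXEN replicate 1) and 29774 (day 28 replicate 2). The number of XEN-iPS cells depended most on the removed clusters and was 11084 when these were kept. A position between XEN and ES was computed in place of the Force Directed Layout, from the 100 genes highest in ES against XEN and the 100 highest in XEN against ES, none of which the paper names. For a library, log2(CPM + 1) of each gene was scaled from its mean in XEN (0%) to its mean in ES (100%), limited to the range from -0.5 to 1.5 times that distance, and averaged over the genes. For a cell, thinned to 2000 UMIs so that depth is equal, it is the share of ES axis genes among both groups of axis genes, from 0 to 1, after each group was scaled to its median in ES or XEN cells. Cells with fewer than 2000 UMIs, between 72 and 691 per library, have no position and are in no share by position. Cells under 0.2 are called endoderm-side, cells over 0.8 pluripotent-side and the others intermediate.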

We then applied Palantir^45^, to automatically identify the terminal states, and the branch probabilities for each cell reaching each of the identified states. The differentiation potential (entropy) of these branch probabilities represents the uncertainty of future cell fate (Figure 3C and 3D). Consistent with the rapid and efficient dynamics of ES-to-iXEN conversion, we identified a linear trajectory and a singular terminal state that cells eventually reach (Figure 3B and 3C). By contrast, during XEN reprogramming we detected three distinct terminal states, ‘T1’, ‘T2’ and ‘T3’, highlighting the inefficient and more heterogeneous nature of XEN-to-iPS conversion. 

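Along the ES-to-iXEN conversion the libraries moved from ES towards XEN, with a position of 92.0% ± 0.0475 (SD, n = 2 libraries) at 9h, 76.6% ± 1.21 at 24h, 53.1% ± 5.94 at 48h and 16.7% ± 4.91 in iXEN, and each step was larger than the spread between duplicates. Of these positions, that of iXEN moved most, to 0% by construction when the axis genes were chosen from XEN-iPS against iXEN, and that of 48h was 61.2% with 50 axis genes per side. The share of intermediate cells was 0.0658% ± 0.00778 (SD, n = 2) at 9h, 13.2% ± 4.15 at 24h and 92.2% ± 7.25 at 48h, when 7.69% ± 7.40 of the cells were on the pluripotent side and 0.141% on the endoderm side. In iXEN 68.4% ± 1.48 of the cells were endoderm-side and 28.9% ± 5.13 intermediate. The shares depended on how the position was defined, and the intermediate share was 8.92% in iXEN with limits of 0.3 and 0.7 and 70.4% at 48h with 50 axis genes per side. Against ES, 944 genes were called changed at 9h (440 higher, 504 lower), 1908 at 24h (1269 and 639), 5187 at 48h (2990 and 2197) and 7474 in iXEN (4200 and 3274). The count at 9h was the least stable, since it fell to 143 to 292 with 1 library left out and rose to 2472 when only the 4 libraries compared were in the model. At 24h it was 1205 with the removed clusters kept and 848 to 1419 with 1 library left out. Gata4 (chromosome 14, 63198922 to 63271692) rose from 0.2405 CPM in ES to 3.468 ± 0.4984 (SD, n = 2) at 9h, a log2 fold change of 3.86 (standard error 0.66, adjusted p = 0.00353). It is the gene of the induced factor, but its counts may be of the endogenous gene. Without ES replicate 2 it was no longer called at 9h (3.42, adjusted p = 0.0641). Gata6 (chromosome 18, 11052064 to 11085635) had a log2 fold change of 6.79 at 9h, 8.55 at 24h and 9.51 at 48h, and Pdgfra (chromosome 5, 75152292 to 75198215) of 5.34, 9.51 and 11.01. Sox17 was not called at 9h (log2 fold change 3.75, adjusted p = 0.0516) and was called from 24h on (6.75, adjusted p = 0.00125), but it was called at 9h with DESeq2 (adjusted p = 0.00165), with no filter on low counts (0.00649), with only the 4 libraries in the model (0.00323) and with doublets left out (0.0457), so its onset is not settled. Pou5f1 (Oct4) did not change detectably up to 48h, when its log2 fold change was 0.29 (standard error 0.66, adjusted p = 0.753), and fell by 6.03 on the log2 scale in iXEN. Its duplicates at 9h were 422.2 and 767.2 CPM, so that the sign at 9h (0.25) turned to -0.24 without replicate 2. Fgf4 fell by 2.92 on the log2 scale at 9h (adjusted p = 0.0190, not called with any of the 4 libraries left out). Nanog fell by 2.54 at 24h (adjusted p = 0.0358, likewise) and by 3.73 at 48h (adjusted p = 0.00192). With only the 4 libraries in the model Nanog was already called at 9h (-1.71, adjusted p = 3.72e-04). At 24h Nanog was not called with DESeq2 (adjusted p = 0.117) or with the removed clusters kept (0.0828), so its onset is not settled. ES libraries are of run 1 and the libraries of 9h, 24h, 48h and iXEN of runs 2 and 3, so no comparison with ES in this conversion can be made within a run, and for its counts and most genes run and condition cannot be told apart. Gata4 rose within run 3 as well, from 3.821 and 3.116 CPM at 9h to 28.27 at 24h and 119.3 at 48h, and Gata6 from 14.03 and 13.69 to 27.74 and 99.18 CPM, so run alone does not set their levels. The highest changes among called genes of at least 50 CPM were Calcoco2, Serpinh1 and Shkbp1 (2.59 to 4.19) at 9h, Foxq1, Runx1 and Car4 (5.06 to 9.64) at 24h, and Srgn, Foxq1 and Pdgfra (11.01 to 11.54) at 48h. The lowest were Gm29666, Nme2 and Gm5786 (-5.51 to -3.10) at 9h, Fgf4, Trh and Gbx2 (-4.12 to -3.68) at 24h, and Trh, Rasgrp2 and Tcea3 (-6.99 to -6.05) at 48h. Gm5218, which follows the run, was at 387.2 and 350.3 CPM at 9h and at 6.140 and 8.895 CPM in ES without being called. Nme2, Gm5786 and Trh at 24h were not called when any 1 of the libraries was left out, Gm29666 not without ES replicate 1 (adjusted p = 0.0610) or either 9h library (0.172 and 0.136), and Calcoco2 not without ES replicate 2 (0.0927). In iXEN, Ttr, Aqp8 and Myl3 (13.85 for Myl3) were highest, and Ttr and Aqp8 had 1 UMI each in ES, which gives ratios of 77305 (95% counting interval 13875 to 3053381) and 57570 (10333 to 2273882). The lowest there were Esrrb, Gdf3 and Fgf4, and Fgf4 fell by 10.58. Of the 27 genes that the paper names and that were listed before the comparison, 6 were called at 9h, 10 at 24h, 14 at 48h and 19 in iXEN over all genes, and 11, 11, 14 and 20 adjusted over the list alone, which is not independent evidence for genes that the study chose from these libraries. Between 24h and 48h, the only step in which both runs are present in both conditions, 1487 genes were called (879 higher, 608 lower) and 1932 with run as a block. This count was 565 with only the 4 libraries in the model, 970 with the removed clusters kept and 390 to 1589 with 1 library left out. The highest were Hs3st1, Srgn and Cyp4f14 (4.71 to 5.62), and the lowest Lefty2, Pla2g1b and Cox7a1 (-5.04 to -3.02). Without 24h replicate 2, Hs3st1 (adjusted p = 0.0613), Srgn (0.0735), Cyp4f14 (0.0579) and Lefty2 (0.0579) were not called, nor Cyp4f14 (0.0921) and Lefty2 (0.134) without 48h replicate 2. Of the listed genes only Utf1 was called, falling by 2.43 (adjusted p = 0.0293), but not when adjusted over the list alone (0.0604), and not with any of the 4 libraries left out. From its inferred pseudotime, which was not recomputed here, the paper states that cells of this conversion follow a linear trajectory to a single terminal state.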

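XEN-to-iPS libraries stayed closer to their start, at 14.7% ± 1.92 (SD, n = 2) of the way to ES at day 7, 14.7% ± 1.31 at day 14 and 37.1% ± 1.01 at day 28, and at 81.1% ± 3.55 in XEN-iPS. The step from day 7 to day 14 was within the spread between duplicates. At day 7, 71.9% ± 1.39 of the cells were endoderm-side and 27.8% ± 1.78 intermediate, and at day 14 these were 78.4% ± 4.97 and 21.0% ± 5.31. At day 28, 51.7% ± 1.45 were endoderm-side, 30.3% ± 4.91 intermediate and 17.9% ± 3.46 pluripotent-side. In XEN, 99.0% ± 0.600 of the cells were endoderm-side, and in XEN-iPS 96.0% ± 1.44 were pluripotent-side. The genes of the axis decided how many cells were intermediate, since the axis from XEN-iPS against iXEN gave 56.7% at day 7 and 26.4% in XEN, where the main axis gave 0.991%. Against XEN, 3082 genes were called changed at day 7 (1937 higher and the others lower), 3071 at day 14 (2095 and 976) and 5109 at day 28 (3608 and 1501). With 1 library left out these counts were 1680 to 2831, 1793 to 2497 and 3702 to 4118. XEN and day 28 libraries are of run 1 and day 7 and day 14 libraries of run 2, so run and condition cannot be told apart for day 7 and day 14 against XEN, and only day 28 is compared within a run. Y-linked RNA was 36.38 and 29.19 CPM in XEN and at most 15.34 CPM in any day 7, day 14 or day 28 library. These comparisons may therefore also hold a difference in the sex chromosomes of the cells. The highest changes among called genes of at least 50 CPM were Dppa5a, Aifm3 and Ifitm3 (7.63 to 8.99) at day 7 and Dppa5a, Rhox9 and Aifm3 (7.67 to 10.09) at day 14. At day 28 they were Pdlim4, Dppa3 and Dppa5a, of which Dppa5a had a log2 fold change of 12.22. Pdlim4 had no UMI in XEN and was at least 5918-fold higher at day 28, against 3 counts over the 2 XEN libraries. The lowest were Phlda2, Nog and Sox7 (-4.96 to -4.05) at day 7, Phlda2, Ankrd1 and Cryab (-4.91 to -3.61) at day 14 and Phlda2, Cryab and Flrt2 (-4.94 to -3.89) at day 28. Ankrd1 was not called with any of 3 of the 4 libraries left out. Of the 27 listed genes, 5 were called at day 7, 11 at day 14 and 17 at day 28 over all genes, and 5, 12 and 18 adjusted over the list alone. The terminal states T1, T2 and T3 come from the inferred pseudotime, and no cell was assigned to them here. The paper reads the 3 states as highlighting that XEN-to-iPS conversion is inefficient and more heterogeneous.

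**Figure D1:**
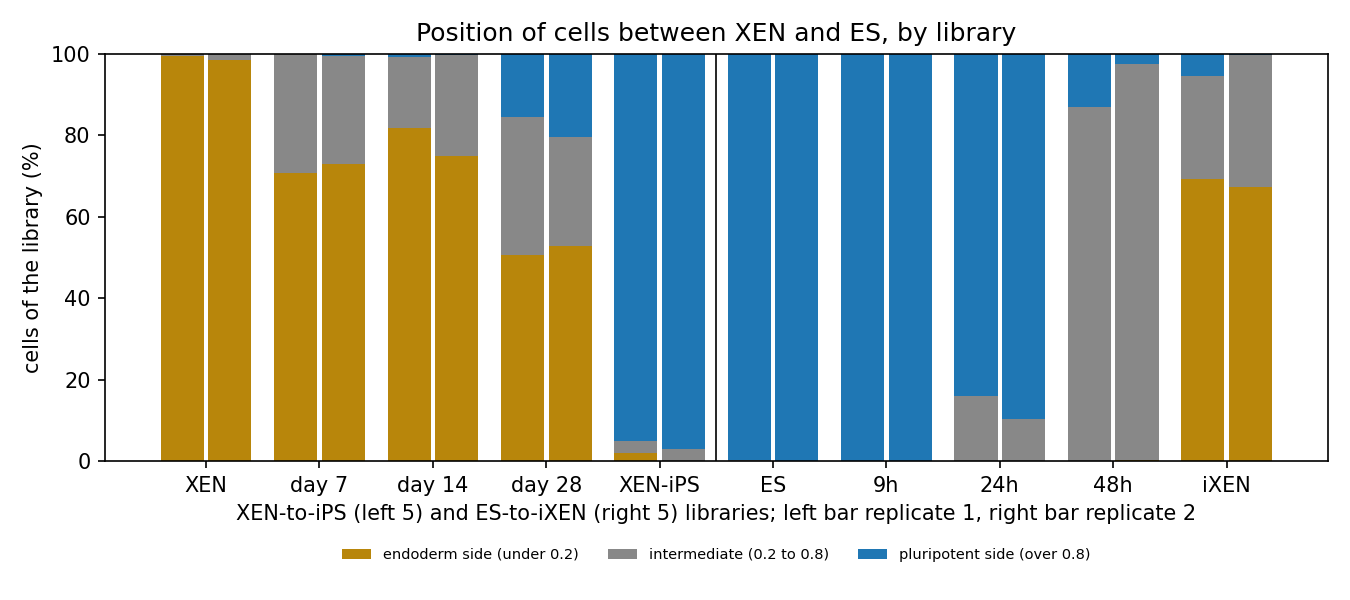
Percent of the kept cells with at least 2000 UMIs of each library that lie on the endoderm side (under 0.2), at intermediate positions (0.2 to 0.8) or on the pluripotent side (over 0.8), with 1 bar per library and the duplicates of a condition side by side. Day 28 libraries hold all 3 groups, with 51.7% endoderm-side on average, and 48h libraries hold mostly intermediate cells, 92.2% on average.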

The most prominent T1 state represented a XEN-like state with high expression of XEN genes, absence of pluripotency gene expression, and upregulation of AP-1 family members (such as *Jun, Fos, Atf3*), which have been shown to inhibit somatic cell reprogramming in different contexts^46–48^(Figure 3E and S2F; Table S1). On the other hand, T3 reflected the iPS/EPI state characterized by expression of pluripotency-associated genes and silencing of the XEN/PrE program. 

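RNA of AP-1 members was summed over Fos, Fosb, Fosl1, Fosl2, Jun, Junb, Jund and Atf3 for each library. It was 398.2 ± 136.5 CPM (SD, n = 2) in XEN, 484.9 ± 73.47 at day 7, 845.2 ± 300.9 at day 14 and 1064 and 903.3 CPM in the day 28 duplicates. The rise from XEN to day 28 exceeded the spread between duplicates, and that to day 7 did not, while at day 14 the duplicates were far apart (632.5 and 1058 CPM). In the endoderm-side cells of day 28 the sum, as plain CPM of those cells, was 1521 and 1537 CPM, and in the pluripotent-side cells of the same libraries 295.3 and 259.7 CPM. Jun (chromosome 4, 95049034 to 95052222) had a log2 fold change of 2.00 at day 28 against XEN (standard error 0.72, adjusted p = 0.0388) and Fos (chromosome 12, 85473890 to 85477273) of 3.68 (1.30, adjusted p = 0.0351), and neither was called with any 1 of the 4 libraries left out. At day 7 and day 14 neither was called, with log2 fold changes of 0.98 and 2.01 for Jun and 1.81 and 2.76 for Fos, but with only the 4 libraries in the model both were, at day 7 (adjusted p = 0.0163 for Jun and 6.87e-04 for Fos) and at day 14 (0.00246 and 0.00267). At day 14 Jun was also called with DESeq2 (0.0128), with no filter on low counts (0.0121) and with the removed clusters kept (0.0199), and Fos with no filter (0.0417). Junb was higher by 0.91 at day 28 (adjusted p = 0.0413), under the fold threshold, and was called without day 28 replicate 2 (1.21). Atf3 (chromosome 1, 191170296 to 191218039) was not called over whole libraries (-0.21 at day 28, adjusted p = 0.781, and 0.36 without XEN replicate 2). In endoderm-side cells alone, Atf3 was 224.9 and 251.2 CPM at day 28, 105.0 and 192.9 CPM in XEN, 72.81 and 79.33 CPM at day 7 and 54.04 and 124.8 CPM at day 14, differences that were not tested.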

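Between XEN-iPS and XEN, 7780 genes were called changed, 4373 higher and 3407 lower in XEN-iPS, and with 1 library left out the count was 6877 to 7780. Among pluripotency-associated genes, Pou5f1 (chromosome 17, 35506018 to 35510772) rose from 0.6969 to 298.4 ± 153.9 CPM (SD, n = 2), a log2 fold change of 8.74 (standard error 0.94, adjusted p = 2.07e-06), and Zfp42 (Rex1; chromosome 8, 43295063 to 43306980) from 1.597 to 1102 ± 340.1 CPM (log2 fold change 9.43, adjusted p = 7.92e-08). Nanog, Sox2 and Utf1 were called as well, with log2 fold changes of 11.66, 11.37 and 6.64. Endoderm genes were lower, with log2 fold changes of -6.52 for Gata4, -5.79 for Gata6, -6.51 for Sox17 and -6.40 for Pdgfra. Without XEN-iPS replicate 1 the change was larger, -10.20 for Gata6, so that library decides its size. XEN libraries are of run 1 and XEN-iPS libraries of runs 2 and 4, so the count and most genes cannot be compared within a run. For 6 of these genes run alone does not set the levels: within run 2, Pou5f1 was at 2.163 to 25.30 CPM in the day 7 and day 14 libraries and at 189.6 CPM in XEN-iPS replicate 1, Zfp42 at 0.8698 to 13.26 and 861.7 CPM, Nanog at 0.04460 to 1.670 and 141.7 CPM, Sox2 at 0.04460 to 2.425 and 193.0 CPM, Gata4 at 62.75 to 99.45 and 3.709 CPM and Gata6 at 76.74 to 139.0 and 9.134 CPM. Among called genes of at least 50 CPM, Tcl1 and Dppa3 showed the highest changes beside Stmn2 (13.90), and Tcl1, with no UMI in XEN, was at least 5704-fold higher against 3 counts over the XEN libraries. Adora1, Myl3 and Ccl17 fell most (-8.54 to -7.91). All but 4 of the 27 listed genes were called, 23 both over all genes and adjusted over the list alone.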

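Intermediate cells of day 28 carried RNA of both programs. After thinning to 2000 UMIs, Pou5f1 was found in 16.5% and 19.1% of the 1772 and 508 intermediate cells of the day 28 duplicates, and Zfp42 (Rex1) in 17.8% and 20.1%. Gata6 was found in 17.6% and 20.1% of the same cells and Gata4 in 13.9% and 13.2%. Pou5f1 together with Gata4 or Gata6 was found in 4.46% and 6.30%. In endoderm-side XEN cells, which should lack Pou5f1, 0.0900% and 0.123% had a UMI of it, and in pluripotent-side ES cells 0.0422% and 0.0117% had one of Gata6, but these libraries hold no cells of the other kind whose free RNA could enter them. Within the day 28 libraries, 2.59% and 3.50% of endoderm-side cells had a Pou5f1 UMI and 1.11% and 2.59% of pluripotent-side cells a Gata6 UMI, below the shares of the intermediate cells. Median depth before thinning was 17642 and 31257 UMIs in these day 28 cells, 16908 and 26985 in the endoderm-side and 31592 and 52919 in the pluripotent-side cells of day 28, 15302 and 19804 in the XEN cells and 13160 and 13002 in the ES cells. At day 14, 7.27% and 11.2% of intermediate cells had a Pou5f1 UMI, and 4.29% and 2.29% a Zfp42 UMI. At day 7 the duplicates differed, with Pou5f1 in 0.302% and 5.97% of intermediate cells.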

Finally, the T2 state was defined by expression of multiple XEN genes along with some pluripotency-associated markers, such as *Oct4* (endogenous), and *Rex1*^49–51^, in agreement with our flow cytometry data showing transient co-expression of the EPI and PrE markers during reprogramming.

Palantir inferred that cells at the start of the trajectory had a high probability of reaching T1 (Figure 3D). However, cells at T1 showed negligible probability of acquiring T2 or T3 states, indicating that T1 might serve as a ‘sink/dead-end’ during XEN-to-iPS reprogramming (Figure 3D, black arrowhead). These results suggest that the inefficiency of reprogramming may in part be due to cells being diverted toward a stable refractory T1 state. However, cells at T2, showed a low but non-zero probability of reaching the T3 state (red arrowhead), serving as a potential bottleneck toward successful reprogramming, which may represent an intermediate more plastic state than T1. Once cells passed the T2 state, the probability of reaching T3, the end-point reprogrammed state, sharply increased. This phase of the trajectory was characterized by downregulation of XEN-associated genes accompanied by activation of additional pluripotency-related genes (Figure 3E and S2G). 

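To order genes without the pseudotime, cells of all 10 XEN-to-iPS libraries were divided into 10 equal bins of the position between XEN and ES, separately for replicates 1 and 2, and each gene was given the bin at which its CPM passed halfway between bin 1 and bin 10. A list of 10 pluripotency genes passed halfway at bin 7.95 ± 0.354 (SD, n = 2 replicates) on average and a list of 10 endoderm genes at bin 4.95 ± 0.0707, a gap of 3.00 bins on the CPM scale. These bins pool libraries that differ at the same position: after thinning to 2000 UMIs, 43.0% and 32.2% of endoderm-side XEN cells had a Gata6 UMI, against 12.8% and 13.8% of those of day 7, so the halfway bins also follow changes between libraries. Within the day 28 libraries alone, an alternative chosen after seeing the data, most of the gap was absent, with the pluripotency list at bin 7.15 ± 0.0707 and the endoderm list at 6.40 ± 0.141, a difference of 0.75, where bins 6 to 8 held 40 to 216 cells per replicate. Over genes of at least 50 CPM that changed 2-fold between bins 1 and 10, axis genes left out and all 10 libraries pooled, the gap was smaller too, with a median bin of 8.00 for 137 rising and 7.00 for 440 falling genes in both replicates. The scale decides the direction of the order: on log2(CPM + 1), likewise chosen later, over all 10 libraries the pluripotency list passed halfway at bin 5.20 and the endoderm list at bin 8.75, a difference of -3.55. Both lists hold genes that rise or fall by large factors, for which CPM reports when most molecules are gained or lost and log2 when the level first leaves its start or nears its end. With 5 bins in place of 10, the lists passed at 9.10 and 6.90 on the scale of 10 bins. Bins 6 to 8 held few cells, between 128 and 301 per replicate.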

Notably, *Oct4* (as well as other pluripotency regulators, e.g., *Rex1* and *Klf9*) and *Dnmt3l* were upregulated prior to the T2 state, and their activation coincided with increased probability of cells reaching T2 (Figure 3D and 3E, green arrowhead), suggesting this to be an important but insufficient step for XEN-to-iPS reprogramming in agreement with our cell sorting analyses (see Figure 2B). Accordingly, *Oct4*-GFP and PDGFRα co-expressing cells (O+P+) generated from transient expression of *Gata4* in iPS cells showed a greater propensity for reprogramming than nascent iXEN (O-P+ cells), or embryo-derived XEN cells (Figure S2C-D), suggesting that *Oct4*-expressing T2-like cells are more amenable to reprogramming than starting *Oct4*-negative XEN cells.

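Against XEN, Pou5f1 was called at each day, with a log2 fold change of 3.67 (standard error 0.76, adjusted p = 0.00300) at day 7, 4.83 (adjusted p = 6.20e-04) at day 14 and 7.07 (adjusted p = 2.48e-05) at day 28. The day 7 value rests on replicate 2, and without that library it was 1.62 and not called. Zfp42 was called from day 14 on (2.71, adjusted p = 0.00205, and 7.33 at day 28). Dnmt3l (chromosome 10, 78041947 to 78063622) was called at day 14 (2.68, adjusted p = 0.0118, and not without XEN replicate 1, 0.109, or day 14 replicate 1, 0.0669) and day 28 (5.23), and at day 7 its sign depended on 1 library (1.11, and -2.61 without replicate 2). Klf9 (chromosome 19, 23141226 to 23168134) rose by 0.71 at day 28 (adjusted p = 0.0211), under the fold threshold. Along the position, Klf9 and Dnmt3l passed halfway at bin 5.00 in both replicates, Pou5f1 at bins 6 and 8 and Zfp42 at bin 9 in both, while on log2(CPM + 1) these were 4.5, 4.00, 4.00 and 5.00 on average, and within the day 28 libraries alone 4.00, 3.50, 5.50 and 8.50. Endoderm-side cells with a Pou5f1 UMI, 2 to 69 cells in each of the 6 libraries of day 7, day 14 and day 28 after thinning, were compared with the other endoderm-side cells of the same libraries by edgeR's quasi-likelihood test with library as a block. Of 6818 genes tested, 35 were called (22 higher and 13 lower with Pou5f1). The highest called at 50 CPM or more were Dppa5a, Pdlim4 and Htra1 (1.99 to 2.50), higher with Pou5f1 in 6, 5 and 5 of 6 libraries, and the lowest Cd24a, Lzts2 and Chchd6 (-2.01 to -1.46). Rhox5, Rhox6 and Rhox9, a family of similar genes on the X chromosome whose reads can be confused, were among the higher genes. Gata4 and Gata6 were not called (-0.53 and -0.40). Lzts2 was not called without day 7 replicate 2 (adjusted p = 0.289), day 14 replicate 2 (0.500) or either day 28 library (0.284 and 0.0561), nor Chchd6 without day 14 replicate 2 (0.106) or day 28 replicate 1 (0.349). With DESeq2 none of Cd24a (0.102), Lzts2 (0.783) and Chchd6 (0.398) was called, and none at positions under 0.1 (0.241, 0.354 and 0.354). The count by edgeR depended on the limits, and was 3 for cells at positions under 0.1 and 0 for cells with at least 2 Pou5f1 UMIs, with 522 and 45 genes at an unadjusted p under 0.05. The latter cells were few, 3 to 7 in each of 4 libraries and none in the others, and the sign of Dppa5a turned there (-0.45, adjusted p = 0.993). With 1 library left out it was 19 to 46.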

In sum, our scRNA-seq data support XEN-to-iPS reprogramming as a heterogeneous process with multiple terminal states representing major roadblocks that must be bypassed to silence the PrE program and establish the EPI state.

### XEN and ES reprogramming approximate *in vivo* cell states, but not ICM progenitor cells

The drastically different efficiencies of the two lineage interconversions might suggest that they transition through unique intermediate states. To examine this possibility, we used Harmony^6^ to combine all transcriptomes from XEN-to-iPS and ES-to-iXEN trajectories (Figure 4A-C). Merging of all datasets indicated that while the starting and end states of the two trajectories (ES/iPS and XEN/iXEN) are similar, the trajectories show differences during the transition stages of lineage conversion. 

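XEN-iPS against ES gave 2588 called genes (1838 higher and 750 lower in XEN-iPS), fewer than the 7615 between ES and XEN. Their number was 559 with only the 4 libraries in the model, and 1001 to 2910 with 1 library left out. No difference was detectable for Pou5f1 (log2 fold change -0.75, standard error 0.67, adjusted p = 0.460), Nanog (0.75, 0.72, adjusted p = 0.493), Sox2 (-0.01, 0.71, adjusted p = 0.996), Esrrb (0.38, adjusted p = 0.609) or Zfp42 (0.61, adjusted p = 0.402). The sign for Sox2 and Esrrb was not settled, as it turned under several alternatives. Dppa3 was higher in XEN-iPS by 2.86 (adjusted p = 0.00247). Gata4, Gata6, Sox17 and Pdgfra were higher too (3.16, 5.24, 4.92 and 4.65), at 1.120 to 4.670 CPM in XEN-iPS, and these values rest on XEN-iPS replicate 1: without it they were 1.10, 0.75, 1.91 and 2.74, and Gata4, Gata6 and Sox17 were not called. Leaving out an ES library also lost calls: Gata6 without replicate 1 or 2 (adjusted p = 0.0503 and 0.0570), Sox17 without replicate 1 (0.0785) and Gata4 without replicate 2 (0.0699). With only the 4 libraries in the model none of the 4 was called (adjusted p = 0.0632 for Pdgfra and 0.105 to 0.126 for the others). The libraries of XEN-iPS (runs 2 and 4) and iXEN (run 2) share no run with those of ES and XEN (run 1), so for both comparisons run and condition cannot be told apart. Cell line differs in both as well, and the methods describe feeders for XEN and XEN-iPS only. Kept cells of XEN-iPS replicate 2 held 65.34 CPM of the fibroblast list, and those of ES 3.691 and 2.893 CPM. Line, culture and feeder RNA therefore stay possible sources of these counts. The highest called genes of at least 50 CPM were Gm10837, H19 and Mest (10.65 for Mest); H19 had 2 UMIs in ES, a ratio of 6572 (95% counting interval 1819 to 54265), and Gm10837 follows the sequencing run and was not called without XEN-iPS replicate 2 (2.35, adjusted p = 0.867) or either ES library (0.173 and 0.189). The lowest were RP24-286J21.7, Nkx6-2 and Rpl29 (-5.01 to -3.80), of which Rpl29 differs between all libraries of the 2 cell lines and was not called with only the 4 libraries in the model (0.0701). For iXEN against XEN, 3429 genes were called (2486 higher and 943 lower in iXEN), and 1886 to 2976 with 1 library left out. The median log2 fold change over all genes was 0.111 in this comparison, so single changes are read against that shift. Gata4 (0.37, standard error 0.54, adjusted p = 0.653), Gata6 (-0.53, adjusted p = 0.667), Sox17 (0.76, adjusted p = 0.525) and Pdgfra (0.07, adjusted p = 0.942) did not differ detectably, and the signs of Gata4, Sox17 and Pdgfra turned with 1 library left out. Pou5f1 and Zfp42 were higher in iXEN by 3.46 (adjusted p = 0.00412) and 3.83 (adjusted p = 2.55e-04), at 7.666 and 22.71 CPM, and Pou5f1 was not called without iXEN replicate 1 (2.09, adjusted p = 0.0607) or XEN replicate 1 (3.30, 0.0529). In iXEN replicate 1, Pou5f1 was at 130.3 CPM in the 282 pluripotent-side cells and 3.092 CPM in the endoderm-side cells, as plain CPM. Zfp42 went the other way there, at 2.790 and 28.16 CPM. Among called genes of at least 50 CPM, RP24-286J21.7, Ccl2 and Dppa5a were highest (7.65 to 10.92) and Crip1, Birc7 and Lgals1 lowest (-3.88 to -3.39). Over the list of 27 genes, 8 were called for XEN-iPS against ES and 7 for iXEN against XEN, and the same numbers adjusted over the list alone. The datasets were not merged here.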

To quantify this difference, we first utilized the individual trajectories to bin cells along the XEN-to-iPS and ES-to-iXEN conversions, respectively (Figure S3A-B). We then computed the average phenotypic distance between each pair of bins and visualized the pairwise distance matrix as a heatmap (Figure S4A), which illustrated similarity at the terminal points of the transition and dissimilarity at intermediate stages. 

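Intermediate cells of the conversions were compared by library. Equal numbers of cells were drawn from positions 0.2 to 0.5 and 0.5 to 0.8 in each library, and libraries with fewer than 10 cells in either were left out, which left the 6 libraries of day 7, day 14 and day 28 and the 2 libraries of 48h. Even so, the mean position was 0.421 to 0.478 in the former and 0.503 and 0.538 in the latter, and between 40 and 6954 cells were summed per library, with 599093 to 82736664 UMIs. Of 12309 genes tested, 2849 were called, 1692 higher in XEN-to-iPS and 1157 higher in ES-to-iXEN cells. The count was 1749 without 48h replicate 2 and at most 2900 with another library left out, 3509 without matching of positions, and 1962 within run 2 alone, which holds 1 library of 48h. Without matching, both libraries of 24h were used as well, so the count of 3509 does not come from the lack of matching alone. The conversions start from different cell lines, so the line and the direction of conversion cannot be told apart in these libraries. Among called genes of at least 50 CPM, Gkn2, Ttr and Gch1 were highest in XEN-to-iPS cells and Gm5218, Rpl29 and RP24-286J21.7 in ES-to-iXEN cells, and of these Rpl29 follows the cell line and Gm5218 the sequencing run (-4.58, 2.78 without 48h replicate 2 and -0.82 within run 2 alone).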

To further understand this dissimilarity, we computed the differentially expressed genes at intermediate states during each conversion. For this, we first aligned the two trajectories using another Harmony algorithm^52^, and clustered the cells at intermediate stages, followed by differential expression analysis using MAST^53^ (Figure S4B-C; Table S2). Genes upregulated in the ES-to-iXEN trajectory included chromatin modifiers, such as *Jarid2*, *Hmga2* and *Arid1a*, while genes expressed during XEN-to-iPS conversion showed enrichment of mitochondrial and cellular metabolism-related genes. These findings indicated that reprogramming between EPI and PrE lineages involves transitioning through divergent cellular states, likely driven by unique epigenetic and metabolic regulators associated with starting XEN and ES states^54–58^. Additionally, transition states during XEN-to-iPS reprogramming upregulated genes encoding several members of the AP-1 complex, such as *Atf3*, *Fos*, *Jun*, *Junb*, likely reflecting the “refractory” T1 state that cells acquired during conversion. 

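Jarid2 (chromosome 13, 44729474 to 44921643) was at 160.3 ± 30.65 CPM (SD, n = 2 libraries) in the intermediate cells of 48h and at 39.70 ± 16.73 CPM (SD, n = 6) in those of day 7 to day 28, a log2 fold change of -1.93 for XEN-to-iPS over ES-to-iXEN (standard error 0.31, adjusted p = 0.00102). Hmga2 (chromosome 10, 120361275 to 120476469) was at 98.43 ± 5.086 and 27.65 ± 13.02 CPM (-1.72, adjusted p = 0.00236), and Arid1a (chromosome 4, 133679008 to 133756769) at 115.8 ± 1.601 and 48.45 ± 2.875 CPM (-1.25, adjusted p = 1.46e-04). For all 3 genes, both 48h libraries were above all 6 XEN-to-iPS libraries. Arid1a was also higher in iXEN than in XEN, by 1.39 (adjusted p = 1.54e-04). Line and run cannot be told apart in that comparison, so it does not show a difference between the lines. Of the gene sets fixed beforehand, the 13 mitochondrially encoded genes did not shift (median log2 fold change 0.28, camera with a preset correlation of 0.01, FDR 0.806), and the direction of that test turned within run 2 alone. The 103 nuclear genes of the respiratory chain and ATP synthase were higher in XEN-to-iPS cells, with a median of 0.48, 90 of 103 genes higher and an FDR of 2.20e-06 by camera and 0.00168 by fry. Within run 2 alone the median was 0.55, with an FDR of 1.39e-05 by camera and 0.0782 by fry.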

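Of the AP-1 genes named here, Atf3, Jun and Junb were called in intermediate cells of XEN-to-iPS over ES-to-iXEN, with log2 fold changes of 6.42 (standard error 0.69, adjusted p = 1.01e-04), 4.90 (0.69, adjusted p = 4.41e-04) and 1.69 (0.26, adjusted p = 6.96e-04). Fos was not called (1.36, standard error 0.91, adjusted p = 0.261), because the 48h libraries were at 108.1 and 3.457 CPM. Without 48h replicate 1 its log2 fold change was 5.35 (adjusted p = 0.00453), and within run 2 alone it was -0.03. As a set, the 8 AP-1 genes had a median of 1.65, all 8 higher, with an FDR of 8.80e-05 by camera and 4.33e-04 by fry. Their median was 5.94 without 48h replicate 1 and 1.87 without 48h replicate 2. Within run 2 alone it was 1.72, with 6 of 7 genes higher. Immediate early genes outside AP-1 (Egr1, Ier2, Ier3, Dusp1, Zfp36, Btg2, Nr4a1 and Klf6) had a median of 1.82, all 8 higher. Their FDR was 9.91e-04 by camera and 0.00630 by fry. Within run 2, fry gave FDRs of 0.0532 and 0.0854 for these sets, while camera kept both under the threshold. The methods give 0.25% trypsin for reprogramming XEN cells and 0.05% for ES-to-iXEN cells, a difference that coincides with the direction of conversion.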

We confirmed these findings with an alternative batch alignment method using Harmony^6^ and Spectral Clustering for grouping cells (see Methods for details).

We next sought to determine the degree to which *in vitro* reprogramming trajectories resembled cell states *in vivo* during the emergence and differentiation of EPI and PrE lineages. For this, we leveraged our published scRNA-seq datasets from early (E3.5 and E4.5) mouse embryos^6^ to compile a reference subset of *in vivo* cells comprising uncommitted ICM progenitors, their derivative EPI and PrE cell lineages (Figure 4D and S4D), as well as the post-implantation EPI and visceral endoderm (VE) at E5.5. Since XEN cells have been suggested to resemble the parietal endoderm (ParE) branch of the PrE lineage due to their morphology, marker expression and lineage contribution in embryo chimeras^11,59–61^, we re-analyzed and appended our published scRNA-seq data of ParE cells collected from E7.5 and E8.5 embryo parietal yolk sacs^6^.

We first used Harmony^6^ to aggregate the *in vivo* timepoints, then used the combined *in vivo* trajectories, with or without the EPI lineage (to highlight the endoderm lineage), to identify the nearest *in vivo* states resembling the starting and terminal states (T1, T2 and T3/iPS) of XEN-to-iPS conversion (Figure 4D and S4D). We visualized the average expression of genes significantly differentially expressed (Figure S2F, see Methods) in each of the terminal states (Figure 4E). The starting XEN state mapped predominantly to ParE in the combined *in vivo* trajectory, providing an unbiased transcriptional basis for its ParE-like character^11^. The terminal T1 state also mapped to ParE, supporting the notion that T1 represents a stable state refractory to successful reprogramming (see Figure 3C-D). In contrast, T2 cells showed closer proximity to PrE indicative of their progression away from the starting ParE state during reprogramming. This was also consistent with co-expression of some pluripotency-associated markers, observed in our flow cytometry and scRNA-seq datasets, and in the PrE, and recently described extra-embryonic endoderm stem cells resembling the blastocyst PrE^62–65^. Finally, T3, or XEN-iPS, cells mapped to the EPI as expected for pluripotent cells.

We next mapped the *in vitro* XEN-to-iPS and ES-to-iXEN trajectories on the *in vivo* datasets to determine their progression along *in vivo* developmental states. We used Harmony^6^ to combine all *in vivo* and *in vitro* cell transcriptomes to derive a common augmented representation. The *in vivo* and *in vitro* trajectories were separately divided into equal-sized pseudotime bins and the closest *in vivo* bin for each *in vitro* bin was identified in the augmented representation (Figure S3 and S4E-F). In agreement with the previous analysis, we noted that the similarity to ParE persisted from starting XEN to T1 states. As cells progressed to the T2 state, they approximated *in vivo* PrE, particularly at E4.5, progressing to E3.5 PrE, before moving to EPI at E3.5 and, eventually, E4.5 EPI (Figure 4F and S4E). Cells undergoing ES-to-iXEN conversion followed a similar but opposite path along the *in vivo* trajectory, though not identical, reflecting differences noted previously, but suggesting that both conversions bore resemblance to cell states present *in vivo* (Figure 4F and S4F). Notably, neither XEN-to-iPS nor ES-to-iXEN trajectories transitioned through a state that resembled uncommitted ICM progenitors. These observations were consistent irrespective of the size and number of bins used, and given the high resolution of our scRNA-seq data, showed that EPI and PrE interconversions *in vitro* do not transition through an ICM-like state. Moreover, our observed toggling of cells between the EPI and PrE branches supports a model of bistability over tristability of EPI, PrE and ICM states, as has been suggested in studies modeling ICM development^24,26,66,67^.

### Silencing of the XEN program is a bottleneck for XEN-to-iPS reprogramming

Noting the discontinuous and inefficient nature of XEN-to-iPS reprogramming, we sought to further explore the transcriptional determinants and roadblocks of this lineage conversion. We first tracked gene expression changes along pseudotime to identify genes that were down/upregulated early versus late in the process (Figure 5A and S5A; Table S3). Individual genes were clustered based on similarity of their expression trends along pseudotime. We noticed that pluripotency-associated genes followed distinct trends of early, gradual or late upregulation. In agreement with our flow cytometry data, *Oct4* was among the early activated genes, along with *Rex1*, *Mybl2*, *Crxos*, *Egr1* and *Fgf4* (Cluster 0), while other pluripotency regulators such as *Nanog* and *Esrrb* (Clusters 8 and 5, respectively) were only upregulated at the final stages, suggesting the presence of barriers to their activation. In contrast with the asynchronous activation of pluripotency-associated genes, the endoderm-related transcriptional program was silenced in a slow but coordinated manner with an initial downregulation around the T2 stage with complete silencing only achieved during final stages of reprogramming. 

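Genes that the paper places early or late were read from the bins of the position between XEN and ES. Egr1 passed halfway at bins 3 and 4 in the 2 replicates, Crxos at 4 and 4, Mybl2 at 7 and 6 and Fgf4 at 9 and 7. Nanog passed at bins 8 and 9 and Esrrb at bins 7 and 9, so Fgf4 was not separated from them by more than the spread between replicates. On log2(CPM + 1) the mean bins were 3.00 for Egr1, 4.00 for Crxos, 6.50 for Mybl2, 6.50 for Fgf4, 6.00 for Nanog and 5.50 for Esrrb. On that scale Sox2, Utf1 and Dppa3 passed at bin 5.00, against bins 8.50, 8.00 and 8.00 on the CPM scale. Within the day 28 libraries alone, Egr1 fell along the position in place of rising, and Crxos passed at bin 5.50, Mybl2 at 6.00, Fgf4 at 7.50, Nanog at 8.00 and Esrrb at 7.00 in the mean, so no early rise of Egr1 was found there, while Crxos still passed before Nanog and Esrrb.

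**Figure D2:**
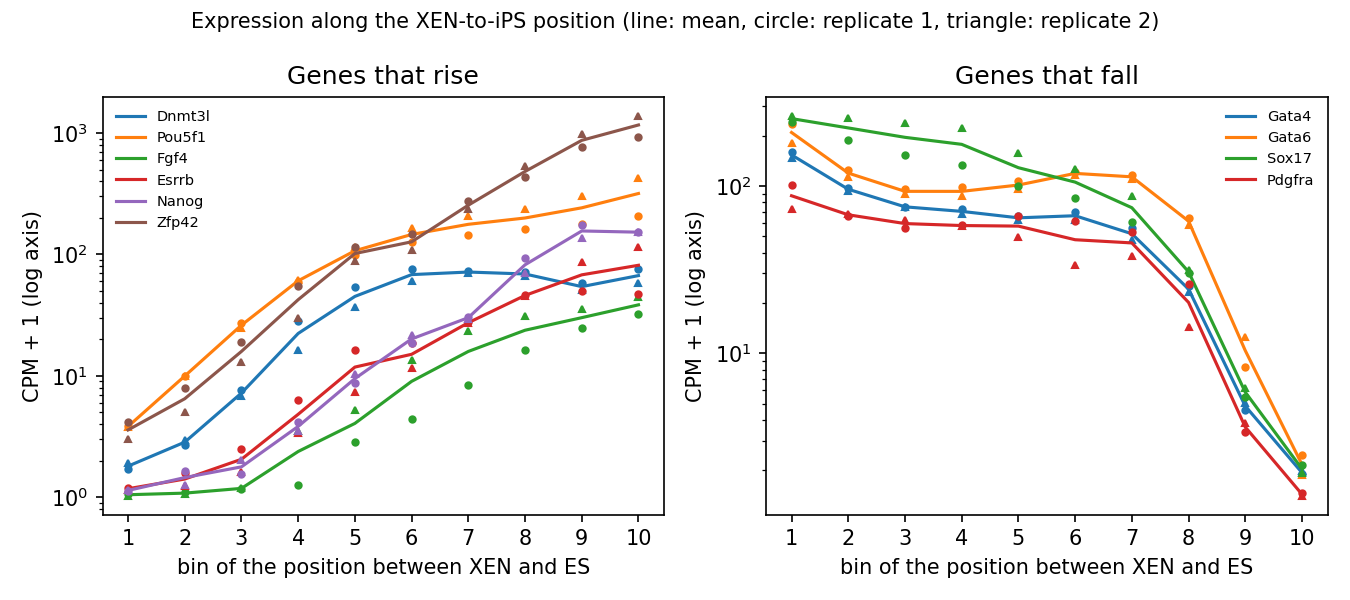
Expression (CPM + 1, log axis) of pluripotency genes (left) and endoderm genes (right) in the 10 bins of the position between XEN and ES over all 10 XEN-to-iPS libraries, with the mean as a line and replicates 1 and 2 as circles and triangles. In replicate 1, Gata4 falls from 158 to 55.4 CPM between bins 1 and 7 and to 0.898 CPM in bin 10, and Pou5f1 rises from 2.85 to 144 and 205 CPM.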

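On the CPM scale Gata4 and Gata6 passed halfway at bin 3.00 in both replicates, Sox7 at 2.00, Col4a1 at 3.50, Lama1 at 4.5, Sox17 at 5.50, Sparc at 6.00, Foxa2 at 6.50, Pdgfra at 7.00 and Dab2 at 8.50 on average. On log2(CPM + 1) all of these passed at bin 9.00, apart from Sox7 (6.50, with bins 9 and 4 in the replicates). Within the day 28 libraries alone the means were 7.50 for Gata4, 8.00 for Gata6, Sox7 and Pdgfra, 4.00 for Col4a1, 5.00 for Lama1 and Sox17, 5.50 for Sparc, 4.5 for Foxa2 and 8.50 for Dab2, so the early bins of Gata4, Gata6 and Sox7 were not found there. Over whole libraries Gata4 fell by 1.57 on the log2 scale at day 28 (adjusted p = 0.0339, not called with any 1 of the 4 libraries left out) and Gata6 by 1.31 (adjusted p = 0.219, though called with run as a block, 0.0112, and with only the 4 libraries in the model, 0.00278), while at day 7 Gata4 fell by 1.50 (adjusted p = 0.0568, though called with DESeq2, 0.0334, with no filter on low counts, 0.0229, and with only the 4 libraries, 0.00218) and at day 14 by 0.98 (adjusted p = 0.205).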

We therefore hypothesized that dismantling the XEN network was a critical milestone for successful XEN-to-iPS reprogramming. Accordingly, flow sorted cells having lost PDGFRα expression (S-O+P-) at day 14 were able to generate stable, transgene-independent iPS-like cells, when plated in serum/LIF medium in the absence of dox and AGi, while cells with persistent PDGFRα expression (S-O+P+) failed to do so (Figure S5B).

To directly test the inhibitory effect of the XEN program on XEN-to-iPS conversion, we knocked out *Gata4* and determined the impact on XEN-to-iPS reprogramming. GATA4 is a potent inducer of the XEN state in ES cells and required for PrE lineage differentiation^22–27^. CRISPR-Cas9 knockout of *Gata4* (Figure 5B-C and S5C) in XEN cells prior to reprogramming resulted in significantly increased reprogramming efficiency (>7-fold) as assessed by the relative proportion of S+O+P- cells in culture at day 10 of reprogramming (Figure 5D). To gain insights into the molecular basis of increased XEN plasticity upon GATA4 depletion, we performed RNA-seq at early reprogramming stages (day 10 of dox induction) comparing *Gata4* KO to empty vector control cells (Figure 5E). Differential gene expression analysis showed a large number of up- and downregulated genes (Figure 5F; Table S3), strongly associated with developmental processes (Figure S5D). Importantly, ~75% of downregulated DEGs overlapped with the cluster 4 gene set identified from the scRNA-seq gene expression trends (shown in Figure 5A), which predominantly included PrE-related genes resistant to silencing during XEN-to-iPS transition (Figure 5G). *Gata4* KO also caused significant – albeit moderate (~2–4 fold) – upregulation of pluripotency-associated genes (belonging to clusters 0, 8, 5 and 1 in Figure 5A), including those that were upregulated late in the reprogramming process (clusters 5 and 1) (Figure 5G-H). We further generated GATA4 and GATA6 CUT&RUN datasets from starting XEN cells, which identified the majority of downregulated genes upon *Gata4* KO as likely direct GATA targets – ~64% overlapped with at least one C&R peak within 50kb from TSS, whereas only ~45% of upregulated genes showed such overlap (similar to non-DEGs), suggesting indirect activation, for example by repressing an inhibitor (Figure S5E-F). Together, these data demonstrate that GATA4 plays a critical role in safeguarding PrE identity and counteracting OKS activity towards iPS generation. GATA4 expression and activity is therefore a major bottleneck for XEN-to-iPS reprogramming and contributes to the limited plasticity of XEN cells.

### Remodeling to an EPI-like chromatin state constitutes another roadblock during XEN-to-iPS reprogramming

Another explanation for the drastically different efficiencies of XEN and ES interconversions could be due to differential epigenetic plasticity. ATAC-seq analysis in bulk ES and XEN cells, showed a significantly higher proportion of loci exhibiting open chromatin in ES cells compared to XEN cells (49625 versus 12670, respectively), suggesting the ES genome is more accessible than the XEN genome (Figure 5I). Additionally, we noted that several XEN-associated loci (XEN and T1 signature genes based on the scRNA-seq analysis) showed similar levels of accessibility in XEN and ES cells, while iPS/ES-associated loci (iPS signature genes) exhibited significantly lower accessibility in XEN cells (Figure 5J and S5G). Notably, genes associated with the T2 state also showed reduced accessibility in XEN cells, compared with ES/iPS cells. Based on these observations, we wondered whether chromatin remodeling towards a more open and plastic EPI state could represent another roadblock impacting XEN reprogramming.

We therefore performed single-cell ATAC-seq (scATAC-seq) to quantify dynamic accessibility changes during each lineage conversion (XEN-to-iPS and ES-to-iXEN). We sampled ~100,000 nuclei from the same timepoints as in our scRNA-seq dataset, and generated ‘metacells’ using the SEACells algorithm^68^. Individual metacells represent small groups of single cells (110 on average) with similar accessibility states. We focused our analysis of the XEN-to-iPS conversion on loci with highly variable accessibility among metacells (N=3584; Table S4). A large fraction of these loci (40.49%) represented ES-specific peaks (compared to only 4.63% overlapping with XEN-specific peaks) as detected by bulk ATAC-seq (presented in Figure 5I) and overlapped predominantly with putative enhancers of ES cells compared with XEN, as detected by bulk H3K27ac ChIP-seq (31.36% versus 4.49%, respectively) (Figure 6A). These results indicate that XEN-to-iPS reprogramming is accompanied by extensive chromatin opening around EPI/ES-related regulatory regions.

ChromVAR analysis^69^ depicting accessibility changes around the motifs of key EPI or XEN-related regulators, suggested that key cell identity-related changes occurred mostly during the final stages of reprogramming. Notably, motifs for OCT4 and SOX2, despite their continuous exogenous expression, displayed high accessibility only at late stages of XEN-to-iPS reprogramming (Figure 6B). For a genome-wide analysis of the kinetics and potential drivers of accessibility changes, we performed PhenoGraph^70^ clustering of metacells undergoing XEN-to-iPS conversion, which assigned 7 major groups (1, 2A, 2B, 3, 4A, 4B and 5) based on relative accessibility during conversion (Figure 6C). A heatmap of the most variable peaks (N=3584; Table S4) across the 7 groups showed extensive and slow chromatin opening and rather restrictive closing during XEN-to-iPS conversion. On the other hand, tracking the most variable peaks during the opposite ES-to-iXEN transition (N=1955 that overlap with the highly variable peaks of the XEN-to-iPS trajectory; Table S4) showed more rapid and progressive changes (Figure 6D-E and S6A-C), consistent with the efficient nature of this conversion. Enrichment analysis using published ChIP-seq datasets^71^ showed a significant association for known regulators of EPI (e.g. NANOG, OCT4, SOX2, ESRRB) or PrE fate (e.g. GATA4, GATA6) among the opened or closed regions, respectively (Figure 6F; Table S5). However, we also detected a subset of regions that opened more gradually in the XEN-to-iPS trajectory, as well as a group of transiently accessible regions that only lost accessibility once pluripotency was established (Figure 6C). Gradually opening peaks were enriched for binding of OCT4 and MYC, while transiently open peaks were enriched for GATA factors (PrE program) and FOS (AP-1 complex) binding, and overlapped with sites silenced by H3K27me3 histone marks in ES cells. This could suggest that the persistent expression of GATA factors might derail reprogramming by opening up new sites toward alternative or dead-end states. Together, these data highlight that many critical EPI and PrE regulatory elements are refractory to chromatin remodeling during the XEN-to-iPS conversion, likely contributing to this being a slow and inefficient process.

To better understand the molecular basis of the slow and inefficient chromatin opening during XEN-to-iPS conversion, we integrated published DNA methylation datasets from XEN and ES cells^54^. Our analysis showed that regions gaining chromatin accessibility during XEN-to-iPS reprogramming (either gradually, transiently or at late stages) had substantially higher DNA methylation levels in XEN compared to sites that were initially open and decommissioned during reprogramming (Figure 6G and S6D). Therefore, chromatin opening during XEN-to-iPS conversion associates with a significant loss of DNA methylation, while chromatin closing involves no substantial methylation changes. This finding combined with the gradual or late activation of *Tet2* and *Tet1* enzymes, respectively, according to our scRNA-seq analysis (see Figure 5A, clusters 0 and 8) suggested that DNA methylation could represent an epigenetic barrier during XEN reprogramming. 

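In the scRNA-seq data, Tet2 (chromosome 3, 133463679 to 133545139) passed halfway at bin 6 of the position in both replicates and Tet1 (chromosome 10, 62804570 to 62908996) at bins 8 and 9, on log2(CPM + 1) at 5.00 and 7.00 on average, and within the day 28 libraries alone at 4.5 and 7.50. Tet2 was at 1.531 CPM in XEN, 1.586 ± 1.297 (SD, n = 2) at day 7, 3.766 ± 0.3729 at day 14, 7.670 ± 0.5146 at day 28 and 25.22 ± 6.146 in XEN-iPS. Tet1 was at 7.942 ± 3.216 CPM in XEN, 5.452 ± 1.150 at day 7, 9.345 at day 14, 28.90 ± 0.6621 at day 28 and 93.39 ± 6.952 in XEN-iPS.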

In agreement, XEN cells treated with 5-Azacytidine during reprogramming showed a strong, dose-dependent increase in their reprogramming efficiency (Figure 6H). In conclusion, these data presented two additional molecular roadblocks during the inefficient and slow XEN-to-iPS conversion: the requirement for extensive chromatin opening and DNA demethylation.

## DISCUSSION

The EPI and PrE lineages of the early mammalian embryo arise from a common ICM progenitor, and thus have a unique lineage relationship, the molecular basis of which remains poorly understood. In this study we probed the relative plasticity of these two sister lineages and determined whether cells in the PrE state can revert to an EPI/pluripotent state by manipulating the transcription factor network. We took advantage of mouse stem cells representing these lineages *in vitro* – ES (EPI) and XEN (PrE) cells – representing a scalable and tractable system for analysis. By establishing a bidirectional conversion system between XEN and ES cells by ectopic expression of either *Oct4*, *Klf4* and *Sox2* (OKS) or of *Gata4*, we demonstrate for the first time a marked difference in the relative plasticity of the two lineages. While ES cells can be efficiently converted to iXEN cells, over ~4 days and >95% efficiency, XEN cells reprogram to iPS cells with an extremely low efficiency, requiring ~3 weeks and ~0.2% efficiency.

The slow and inefficient reprogramming of XEN-to-iPS cells was notable for several reasons. First, OKS(M) reprogramming of numerous cell types has displayed an inverse correlation between the differentiation status and reprogramming amenability of a cell^72,73^. Similarly, transdifferentiation experiments suggest that cells with closer developmental relationships interconvert more readily^74–76^. Therefore, XEN cells derived from a common progenitor as the EPI might be expected to have a relatively high potential for acquiring an EPI/iPS state. In line with this reasoning, chemical reprogramming of somatic cells to iPS cells, suggested that a XEN-like state showed increased plasticity, permitting reprogramming to pluripotency^28–30,77^. Although, a recently modified chemical reprogramming protocol with improved kinetics does not require a XEN-like transition state for efficient generation of human iPS cells^78^. Moreover, XEN cells divide rapidly in culture, a feature that is associated with increased reprogramming efficiencies^79,80^. Despite these favorable properties, XEN cells showed a surprisingly low reprogramming potential, indicating an unusually stable state, which resists acquisition of pluripotency. Accordingly, scRNA-seq analysis identified at least two major bottlenecks that XEN cells need to overcome during reprogramming. The first involves activation of key pluripotency genes, such as *Oct4* and *Rex1*, a common roadblock for most somatic cell types. The second requires downregulation of key XEN-associated genes, and appears unique to this cell type, since silencing of the somatic program is usually the first and most efficient milestone during reprogramming of somatic cell types^48,81–83^. These observations highlight the unusual stability of the XEN/PrE program which cannot be easily overwritten by the potent Yamanaka factors (OCT4, SOX2, KLF4). This is partly due to a tight transcriptional network governed by the GATA factors, as perturbing GATA4 expression significantly increased reprogramming efficiency. Moreover, transient expression of *Gata4* in iPS cells was sufficient to generate iXEN cells with reduced plasticity that are largely refractory to reprogramming. Our bulk and single-cell ATAC-seq datasets also noted a more rigid epigenetic/chromatin state in XEN that requires extensive remodeling to establish a pluripotent program. The less favorable chromatin state of XEN compared to ES cells, especially around critical EPI and PrE gene loci, has been reported before at the level of DNA methylation and histone modifications^54,55,84^. Indeed, treatment of XEN cells with 5-Azacytidine significantly increased their reprogramming capacity, pinpointing DNA methylation as a major epigenetic bottleneck. Furthermore, our scRNA-seq analysis showed somewhat divergent transcriptional changes during reprogramming in either direction, characterized by differential expression of chromatin modifiers and genes regulating cellular metabolism in transitional stages. These findings reflect reported epigenetic differences, as well as metabolic differences between the two lineages^56–58^. Overall, our findings suggest that the EPI and PrE fate bifurcation is accompanied by drastic epigenetic and metabolic changes, posing a challenge for lineage conversion going from XEN to ES, but not vice versa.

In further relating the *in vitro* states to the EPI and PrE lineages *in vivo,* we found that the *in vitro* trajectories approximated sequential cell states in the embryo, mapping to the EPI and PrE lineages, but bypassing the uncommitted ICM progenitor state, indicating that this system is likely bistable, with the ICM perhaps representing an unstable *in vivo* state. This suggests that ICM lineage specification is a dynamic process with cells not occupying an uncommitted state in the absence of extracellular signals^26,66,85^. Notably, reprogramming XEN cells tracked along the PrE trajectory from the point of PrE lineage commitment through to upregulation of later PrE genes, such as *Gata4* and *Sox17*, in the blastocyst^6,86^. We therefore hypothesize that more ‘PrE-like’ *in vitro* states would be more amenable to reprogramming to an iPS state. One such state identified as the ‘T2’ terminal state in our scRNAseq dataset co-expresses endoderm genes and a subset of pluripotency-associated genes, and displays higher differentiation potential than the starting XEN state. Indeed, our flow cytometry data showed that *Oct4*-GFP+ PDGFRα+ intermediate cells represent a more advanced reprogramming state than the starting (Oct4-GFP-PDGFRα+) XEN population.

In conclusion, our work clearly demonstrates the differential plasticity of ES and XEN cells and offers insights into its molecular basis. Further studies will likely determine the functional and developmental relevance of epigenetically restricting the PrE lineage soon after specification. Extra-embryonic cells tolerate polyploidy to a greater degree than cells of the embryo-proper, and also display unique genomic imprinting patterns^87–91^. A parsimonious explanation could be to restrict mixing of embryonic and extra-embryonic compartments and prevent “unfit” cells from disrupting development of the embryo-proper and establishment of the germ line. Lineage switching and subsequent mixing in distinct tissue layers *in vivo* might be deleterious to key developmental processes. Segregating embryonic and extra-embryonic compartments organizes robust and reproducible signaling environments directing fate specification and morphogenetic events during gastrulation.

### Limitations of the Study

Our study demonstrates differential plasticities of ES and XEN cell states, their potential for interconversion and molecular underpinnings of their differences. However, there are some limitations that warrant discussion. First, we present here a singular mode of TF-mediated lineage conversion in either direction from starting XEN or ES cells. Alternative TF cocktails and/or reprogramming medium compositions that modulate cellular signaling, for example, would need to be tested with regards to their impact on interconversion efficiencies. A deeper characterization of refractory and transitional states during XEN-to-ES conversion could identify specific factors or signaling pathways to target. Second, our analysis of the *in vitro* lineage conversion trajectories and comparison to *in vivo* cell states indicates that *in vitro* cells with a more naïve ‘PrE-like’ character would have greater reprogramming potential than XEN cell. Subsequent studies would test this directly, identifying appropriate markers to isolate different intermediate states along the XEN-to-iPS trajectory and assessing their reprogramming potential. Furthermore, additional characterization and comparison of alternative PrE *in vitro* stem cell models (e.g. nEnd cells^62,63^ and PrESCs^64)^, and integration with our single-cell and bulk RNA-seq and ATAC-seq datasets would serve to test this hypothesis.

## RESOURCE AVAILABILITY

### Lead contact

Further information and requests for resources and reagents should be directed to the lead contact, Anna-Katerina Hadjantonakis ().

### Materials availability

pSpCas9(BB)-2A-GFP (PX458) was a gift from Feng Zhang (Addgene plasmid # 48138; http://n2t.net/addgene:48138; RRID:Addgene_48138).

Cloning methods for other plasmid constructs based on the available plasmids are described in the methods details section. All materials generated in this study are available upon request from the lead contact.

### Data and code availability

The various datasets generated in this study have been deposited in the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) under the series accession numbers GSE266451, GSE266452, GSE266453, GSE276702, GSE276704 and are publicly available as of the date of publication. Accession numbers are listed in the Key Resources Table. All data reported in this paper and any additional information required to reanalyze the data are available from the lead contact upon request.

## STAR METHODS

### EXPERIMENTAL MODEL AND STUDY PARTICIPANT DETAILS

#### Mouse strains and husbandry conditions

All animal work was approved by Memorial Sloan Kettering Cancer Center’s (MSK) Institutional Animal Care and Use Committee, protocol 03–12-017 (Hadjantonakis PI), and Weill Cornell Medicine’s (WCM) protocol 2014–0044 (Apostolou, PI). Animals were housed in a pathogen-free facility under a 12-hr light cycle, with daily monitoring, and food and water available *ad libidum*. All embryos used for this study were obtained from natural matings of virgin females of 5–10 weeks of age. Euthanasia was performed by CO2 as recommended by the 2007 AVMA Guidelines on Euthanasia and approved by MSK and WCM IACUCs. Mouse strains used in this study were: *Col1A1*^*TetO-OKSmCh/TetO-OKSmCh*^; *R26*^*M2rtTA/M2rtTA*^ (Jackson Labs, Bar Harbor, ME, USA/stock ID: 034917)^33^, *Oct4-GFP* (Jackson Labs, Bar Harbor, ME, USA/stock ID: 008214)^36^, and wild-type CD1 (Charles River) or C57BL/6 (Jackson Labs, Bar Harbor, ME, USA/stock ID: 000664). Genotyping PCR bands are as follows: *Col1A1*^*TetO-OKSmCh*^: wild-type – 331bp, knock-in – 551bp; *R26*^*M2rtTA*^: wild-type – 500bp, knock-in – 250bp; *Oct4-GFP*: wild-type – 434bp, knock-in – 234bp. Primers for genotyping are listed in supplemental Table S6.

#### Murine cell lines, derivation and culture

XEN cell lines used in this study were: IM8A-1^11^ and reprogrammable ‘3F’ XEN lines. 3F XEN cells were derived from mice harboring *Col1a1*^*TetO-OKSmCh*^, *R26*^*M2rtTA*^ and *Oct4-GFP* alleles using either TS cell conditions (3F4 line) or ES cell conditions (3F2, 3F6 and 3F9 lines) as detailed elsewhere^111^. Established XEN and iXEN cells were cultured in standard XEN cell culture conditions^11,111^. Cells were seeded onto tissue culture grade plates coated with 0.1% gelatin (Millipore Sigma) for 5 mins at room temperature. Roswell Park Memorial Institute (RPMI) 1640 (Gibco) or Dulbecco’s modified Eagle’s medium (DMEM; Gibco) was supplemented with 15% FBS, 2 mM L-glutamine (Gibco), 1 mM sodium pyruvate (Gibco), 100 U/ml Penicillin, 100 μg/ml Streptomycin (Penicillin-Streptomycin; Gibco) and 0.1 mM 2-mercaptoethanol (Gibco).

ES cell lines used in this study were: R1 ES cells^37^, v6.5 ES cells^93^ and *Col1a1*^*TetO-Gata4-mCherry/+*^;*R26*^*M2rtTA/+*^;*Gata6*^*H2B-Venus/+*^ ES cells^24,44^. ES cells and XEN-iPS cells were cultured in standard serum/LIF conditions as described previously^112^. Cells were plated onto tissue culture grade plates coated with 0.1% gelatin for 5 mins at room temperature. DMEM was supplemented with 15% FBS, 0.1 mM non-essential amino acids (NEAA; Gibco), 2 mM L-glutamine, 1 mM sodium pyruvate, 100 U/ml Penicillin, 100 μg/ml Streptomycin, 0.1 mM 2-mercaptoethanol and 1000 U/ml leukemia inhibitory factor (LIF; prepared in house).

All cells were passaged every 2 days (~80% confluence) by washing with phosphate buffered saline (PBS) followed by brief incubation in 0.05% Trypsin-EDTA (Gibco) at 37°C ~2–3 mins). Trypsin activity was neutralized with serum-containing media (3x volume of Trypsin used) and dissociated cells were centrifuged at 400*g* for 3 mins before resuspending in culture media. Cells were replated at 1:8–1:10 dilution.

### METHODS DETAILS

#### XEN-to-iPS and ES-to-iXEN conversions

For XEN-to-iPS conversion, reprogrammable XEN cells were first cultured in standard XEN cell media with 2 μg/ml doxycycline (‘dox’; MP Biomedicals) for 2 days. mCherry-positive XEN cells were sorted using flow cytometry (see below) and plated onto mitomycin C-treated mitotically inactivated MEF feeders in 6-well or 10 cm plates for reprogramming. All plates were pregelatinized and layered with approximately 1×10^6^ MEF feeders per 50 cm^2^ culture surface area. mCherry-sorted XEN cells were reprogrammed in standard serum/LIF media supplemented with 2 μg/ml dox, 50 μg/ml ascorbic acid (Millipore Sigma) and 3 μM GSK3βi/CHIR99021 (Reprocell) (‘AGi’ media)^33^. Media was replaced every two days. Doxycycline and ascorbic acid were prepared fresh every 5–7 days in dH_2_O and stored at 4°C protected from light. Doxycycline was filter sterilized using a 0.2 μm SFCA filter (Thermo Scientific). Reprogramming cells were dissociated with 0.25% Trypsin-EDTA prior to downstream analysis (Gibco).

ES-to-iXEN conversion was carried out as described previously^25^. ES cells were plated onto pregelatinized plates in standard serum/LIF media supplemented with 2 μg/ml dox. Media was replaced every two days. Cells were dissociated with 0.05% Trypsin-EDTA prior to downstream analysis.

Supplemental Table S6 outlines the XEN and ES cell numbers plated for reprogramming.

#### iPS-to-iXEN conversion

A *pCX-Gata4-E2A-E2-Crimson* expression vector was first generated using a *pCAGGS* vector^113^ as a backbone digested with EcoRI restriction enzyme. Coding sequences for mouse *Gata4* and *E2-Crimson* preceded by an E2A self-cleaving peptide (*E2A-E2-Crimson*) were assembled using NEBuilder HiFi DNA assembly (NEB) to generate *pCX-Gata4-E2A-E2-Crimson*. iPS cells derived from ProB cells from mice harboring *Col1a1*^*TetO-OKSmCh*^, *R26*^*M2rtTA*^ and *Oct4-GFP* alleles were transfected with *pCX-Gata4-E2A-E2-Crimson* plasmid using Lipofectamine 3000 (Invitrogen). *Oct4*-GFP+/PDGFRα+ and Oct4-GFP-/ PDGFRα+ cells were flow sorted on Day 5 or Day 7 of conversion, then plated onto XEN-to-iPS reprogramming conditions and analyzed for marker expression 14 days following sorting and plating. In parallel, freshly converted iXEN cells (passage 2 following iXEN formation) from ProB iPS cells were also plated and analyzed for marker expression by flow cytometry.

#### Immunophenotyping by flow cytometry and fluorescence activated cell sorting

Dissociated cells were filtered through a 0.35μm nylon mesh strainer (Falcon) to achieve a single cell suspension. Cells were centrifuged at 400*g* for 5 mins at room temperature and washed twice with wash buffer (5% FBS in PBS without Ca^2++^ and Mg^2++^). Cell pellets were then resuspended in 100 μl staining buffer (wash buffer with diluted antibodies) and incubated at room temperature for 30 mins protected from light. Following incubation, cells were washed twice with wash buffer. Cell pellets were finally resuspended in wash buffer containing 1μg/ml 4′,6-diamidino-2-phenylindole (DAPI; Invitrogen) or 7-AAD viability dye (BioLegend; 1μl/sample). The following antibodies were used per 100μl of staining volume for 1×10^6^ cells: PE-Cy7::CD140a (PDGFRα; eBioscience) at 0.0625μg/μl, AlexaFluor647::SSEA-1 (BioLegend) at 2.5μl/sample or BV421::SSEA-1 (BioLegend) at 2.5μl/sample. Stained cell samples were then analyzed for marker expression using LSRFortessa (BD Biosciences). DAPI and BV421 were excited at 405 nm and detected using 450/50 nm band-pass filters. GFP and Venus were excited at 488 nm and detected using 525/50 nm band-pass filter. mCherry was excited at 561 nm and detected using 610/20 nm band-pass filter. 7-AAD was excited at 561 nm and detected using 670/30 nm band-pass filter. PE-Cy7 was excited at 561 nm and detected using 780/60 nm band-pass filter. AlexaFluor647 was excited at 633 nm and detected using 670/30 nm band-pass filter. For cell sorting, samples were prepared as described and resuspended at a final concentration of 5–10×10^6^/ml in wash buffer. Cells were sorted using SORP FACSAria IIu (BD Biosciences) with a 100μm nozzle at 20psi. Gating strategies are provided in Figure S2A. Data were analyzed using FlowJo and R (http://www.r-project.org/).

#### Real-time quantitative PCR

Cells were harvested following trypsinization and washed once with PBS. Total RNA was extracted from cells pellets using TRIzol reagent (Invitrogen) according to manufacturer’s directions. cDNA synthesis was carried out with 1 μg of RNA using the QuantiTect Reverse Transcription Kit (Qiagen) and subsequently diluted 1:25 in dH_2_O. 5 μl of resulting cDNA was combined with 1 μM each of forward and reverse primers and 10 μl of PowerUp SYBR Green Master Mix (Applied Biosystems) for RT-qPCR in 20 μl of total volume. RT-qPCR reactions were carried out in a CFX96 Real-Time PCR detection system (BioRad). All analyses were carried out in R. Raw Ct values of three technical replicates per reaction were averaged and normalized to the mean of two reference genes: *Actb* and *Gapdh*. Normalized Ct values were then plotted as “expression” values using the following equation: *y* = 2^*-Ct*^. The primers used are listed in Supplemental Table S6.

#### Immunofluorescence

##### Cultured cells.

Cells were washed twice for 5 mins each with PBS before fixation at room temperature with 4% PFA (Electron Microscopy Sciences) for 15 mins. Fixed cells were washed again with PBS twice for 5 mins each before permeabilization with PBST [PBS + 0.1% Triton-X 100 (Millipore Sigma)] at room temperature for 10 mins. Cells were subsequently blocked with blocking buffer [PBST + 1% bovine serum albumin (BSA; Millipore Sigma) + 3% donkey serum (Jackson ImmunoResearch)] at room temperature for 15 mins. Cells were then incubated with primary antibodies diluted in blocking buffer overnight at 4°C. Following incubation, cells were washed three times for 10 mins each with PBST. Cells were then incubated for 2 hrs with secondary antibodies diluted in blocking buffer at room temperature. Next, cells were washed twice for 10 mins each with PBST before incubation with DAPI diluted 1:10,000 in PBST for 10–15 mins. DAPI was washed off with PBS before imaging.

##### Post-implantation stage embryos.

Freshly dissected embryos were fixed in 4% PFA at room temperature for 15 mins. Following fixation, embryos were washed once with PBST before permeabilization in 0.5% Triton-X (in PBS) at room temperature for 30 mins. Fixed and permeabilized embryos were then blocked with blocking buffer (PBST + 1% BSA + 5% donkey serum) overnight at 4°C. Next, embryos were incubated with primary antibodies diluted in PBST + 1% BSA overnight at 4°C. The following day, embryos were washed 3 times for 10 mins. each in PBST. Embryos were then blocked for 5 hrs at room temperature prior to incubation with secondary antibodies diluted in blocking buffer overnight at 4°C. Stained embryos were then washed twice with PBST for 10 mins each before incubation with DAPI diluted 1:1000 in PBST. Embryos were finally washed in PBS before imaging.

Secondary AlexaFluor antibodies (donkey/IgG; Invitrogen) were used at 1:500 dilution. See Key Resources Table for list of primary antibodies used in this study.

#### XEN-iPS cell-embryo chimeras

Prior to generating chimeric embryos, XEN and XEN-iPS cells were labeled with an *mCherry* expression vector. For this, a *pCX-mCherry* expression vector (unpublished) was used in which *mCherry* is inserted into a *pCAGGS* vector^113^ as previously described^114,115^. The plasmid was linearized by *ScaI* restriction digest and purified using the QIAquick PCR purification kit (Qiagen). Purified linear plasmid was transfected using Lipofectamine 3000 (Invitrogen). Stably expressing mCherry-positive XEN cells were flow sorted, and mCherry-positive XEN-iPS clones were picked 10 days following transfection and expanded prior to 8-cell morula injection.

XEN-iPS chimera embryos were generated by the Mouse Genetics Core at MSKCC. XEN or XEN-iPS cells were injected into C57BL/6 host 8-cell morula, and transferred to pseudo-pregnant females. Chimeric embryos were recovered at E5.5-E6.0.

#### Genetic editing of XEN cells

To knockout *Gata4* or *Gata6* gene expression in XEN cells, the PX458 vector (Addgene #48138) was first modified to express E2-Crimson instead of EGFP. The resulting PX458-E2-Crimson vector was digested using BbsI-Hf (NEB) and single guide RNA (sgRNA) targeting *Gata4* or *Gata6* was annealed as previously described^116^. Top 3 ranked sgRNAs were tested from the CHOPCHOP tool^117^. Assembled Cas9/sgRNA plasmids were transfected into XEN cells using Lipofectamine 3000 (Invitrogen). E2-Crimson-positive cells were assessed for successful knockout of gene expression and reprogramming potential (see Figure 5C and S5C). pSpCas9(BB)-2A-GFP (PX458) was a gift from Feng Zhang (Addgene plasmid # 48138; http://n2t.net/addgene:48138; RRID:Addgene_48138).

#### Image acquisition and processing

Brightfield and epifluorescence images shown in Figure 1A-B were acquired on a Zeiss Axio Vert.A1 inverted microscope with a black and white camera (Axiocam MRm). Brightfield and epifluorescence images shown in Figure S1E were acquired on a Zeiss AxioZoom stereomicroscope with a Zeiss Axiocam MRc CCD camera and ZEN 2.3 software, using the manual extended depth of focus application. Immunofluorescence images shown in Figure 1E, S1B and S5C were acquired on a Zeiss LSM 880 laser-scanning confocal microscope. Post-implantation stage embryos were imaged in a microdrop of PBS on a 35 mm glass bottom dish (MatTek) using a Plan-Apo 20×/NA0.8 M27 objective. Z-stacks were taken at 0.88-μm intervals. Images in Figure S1B and S5C were acquired using an EC Plan-Neofluar 40×/NA1.30 oil immersion objective at 1-μm z-intervals. Fluorescence was excited using a 405-nm diode (Hoechst 3342), 488-nm argon, 561-nm DPSS-561–10 and HeNe 633-nm lasers. Raw image data were processed using ImageJ (Rasband, W.S., ImageJ, U.S. National Institutes of Health, Bethesda, Maryland, USA, https://imagej.nih.gov/ij/, 1997–2018). Raw images for Figure S5C were processed using Imaris (Bitplane), where nuclei were identified using the Spot model, and corresponding relative fluorescent intensities were measured for each channel. Data were analyzed using R (http://www.r-project.org/).

#### Bulk RNA-seq analysis

RNA-seq libraries were prepared and sequenced by Novogene Bioinformatics Technology Co. Ltd. In brief, total RNA was extracted from 1×10^6^ cells per duplicate using TRIzol reagent (Invitrogen), and genomic DNA was removed. RNA concentrations were measured using a Qubit RNA Assay Kit with a Qubit 2.0 Fluorometer (Thermo Scientific). A total of 3μg RNA per sample was used for sample preparations and library constructions. Then, ribosomal RNA was removed using the Illumina Ribo-Zero rRNA Removal Kit (Illumina), and rRNA-free residue was discarded by ethanol precipitation. Sequencing libraries were prepared using the NEBNext Ultra Directional RNA Library Prep Kit for Illumina (New England Biolabs) following the manufacturer’s instructions. High-throughput sequencing was performed on an Illumina NovaSeq 6000 platform.

##### Analysis for ES, XEN and XEN-iPS cells:

Paired-end sequenced reads from ES, XEN and XEN-iPS cell lines were aligned to mouse genome (mm10) with Tophat2 (version 2.1.1) with default setting and “-r 200 –mate-std-dev 100” option. Sorting of aligned reads was performed with samtools^95^ and reads were assigned to protein coding and long-non coding genes (Mus_musculus.GRCm38.95.gtf) with the use of htseq-count^96^ and ‘-m intersection-nonempty’ option. DESeq R package^97^ was used to call differentially expressed genes between XEN and ES cell lines. Only genes with p-adj (<0.01) and fold change cut off (2) were considered as differentially expressed between ES and XEN.

##### Analysis for Gata4 KO samples:

Paired-end read alignment to mouse genome (mm10 version) was performed with STAR aligner (version 2.7.10)^99^ with default setting. Samtools^95^ were used for filtering and sorting aligned reads before annotation to “mm10.GRCm38.95.gtf” gene version with featureCounts (subread 2.0.6 version)^100^. Only protein-coding and long-non-coding RNA transcripts were used for annotation and downstream differential expression analysis was performed with R package DESeq2^98^ where we set a log2 fold change of 1.5 and P-adjusted of <0.05 as a cut off for calling deferentially expressed genes.

#### Sample preparation for single-cell RNA-seq and single-cell ATAC-seq

XEN-to-ES and ES-to-XEN conversions were carried out as described for the durations outlined in Figure 3A prior to collection. For ‘starting’ populations, XEN cells were cultured on MEF feeders for 7 days in reprogramming media without dox induction (i.e., AGi media minus dox), and ES cells were cultured in standard serum/LIF conditions prior to collection. To collect nascent XEN-iPS cells, XEN cells were reprogrammed for 14 days, sorted for SSEA-1- GFP+ PDGFRα- cells using flow cytometry (see above) and replated for an additional 14 days (day 28 of reprogramming). At this point SSEA-1+ GFP+ PDGFRα- cells were sorted and replated onto MEF feeders in standard serum/LIF media for 7 days prior to dissociation. A similar strategy was applied for nascent iXEN cells – ES cells were treated with dox for a period of 4 days, by when >95% of cells have successfully converted to iXEN (see Figure 2). Following this period, dox was withdrawn from the culture media for 7 days prior to collection. As described above and schematized in Figure S2E, a cell sorting strategy was used for XEN-to-iPS converted day 7, day 14 and day 28 cells, and ES-to-XEN converted 9h cells. ES-to-XEN 24h and 48h samples were not sorted.

All cells were dissociated using either 0.05% or 0.25% Trypsin-EDTA and dissociated into single cells by repeated pipetting and passing through a 0.35 μm nylon mesh strainer prior to downstream processing. For scRNA-seq samples, dissociated or sorted cells were counted and diluted in DMEM + 10% FBS. Final cell suspensions were loaded on a Chromium Controller targeting a 5,000 – 8,000 cell range, depending on the sample, to generate single-cell 3’ RNA-seq libraries in duplicate^118^. For scATAC-seq samples, cells were washed in PBS + 0.04% BSA and processed for nuclei isolation following manufacturer’s instructions. Final nuclei preparations were loaded on a Chromium Controller targeting 10,000 nuclei, and processed in singlicate. Libraries were generated following the manufacturer’s instructions (10x Genomics Chromium Single Cell 3′ Reagent Kit User Guide v2 Chemistry and 10x Genomics Chromium Next GEN Single Cell ATAC Reagent Kit Guide v1.1).

To obtain single parietal endoderm cells from E7.5 and E8.5 wild-type mouse embryos, we first dissected the embryo out of its decidua, and then teased the parietal yolk sac out the decidua in DMEM/F12, 5% Newborn Calf Serum (Gibco). To remove debris, the tissue was washed five times in 200μl drops of DMEM/F12, 5% Newborn Calf Serum shaking, followed by five washes in DMEM/F12. The parietal yolk sac was then incubated in 100 μl TrypLE (Invitrogen) for 15 min at room temperature for dissociation into single cells. For the subsequent mechanical dissociation 100 μl DMEM/F12, 20% Newborn Calf Serum, 4 mM EDTA was added. The parietal cell clumps were dissociated into single cells first by using a P200 pipette to shake off Reichert’s membrane followed by mouth pipetting with pulled glass capillaries. The resulting single cell suspension was filtered through a FlowMi cell strainers (4 μm, Millipore Sigma) to remove cell clumps and debris and centrifuged, and pellet resuspended into DMEM/F12, 10% Newborn Calf Serum. Cells were stored on ice until loaded onto a Chromium Controller (10x Genomics) targeting 3,000 – 4,000 cells (E7.5), and 9,000 cells (E8.5) to generate single-cell 3’ RNA-seq libraries in duplicate. Of note, our efforts to isolate single parietal endoderm cells from Reichert’s membrane of earlier staged (E5.5 and E6.5) embryos yielded too few cells to load onto a 10x Genomics Chromium chip.

#### Next-generation sequencing of single-cell libraries

Single-cell 3′ RNA-seq and single-cell ATAC-seq libraries were quantified on an Agilent Bioanalyzer with a high-sensitivity chip (Agilent), and Kapa DNA quantification kit for Illumina platforms (Roche). Libraries were pooled according to target cell number loaded for a sequencing depth of 20K-25K (for scRNA-seq) or 35K (for scATAC-seq) reads per cell and accounting for the capacity of an Illumina NovaSeq flow cell. Library pools were loaded on an Illumina NovaSeq 6000 using 2× NovaSeq 6000 S2 reagent kits (200 cycles) and 1× NovaSeq 6000 S4 reagent kits (300 cycles) using the following read length: 26-bp read 1, 8-bp I7 index and 98-bp read 2 (for scRNA-seq), or 50-bp read 1, 8-bp I7 index, 16-bp I5 index and 50-bp read 2 (for scATAC-seq). Libraries of ParE cells isolated from E7.5 and E8.5 embryos were sequenced as previously published^6^.

#### Single-cell RNA-seq data processing

##### Data preprocessing:

scRNA-seq data from each sample was preprocessed using the SEQC pipeline^102^ using GRCm38/mm10 mouse genome and default SEQC parameters to obtain molecule count matrices. The SEQC pipeline aligns the reads to the genome, corrects barcode and unique molecular identifier (UMI) errors, resolves multi-mapping reads, and generates a molecule count matrix. SEQC also performs a number of filtering steps: (1) Identification of true cells from cumulative distribution of molecule counts per barcode, (2) removal of apoptotic cells identified at cells with >20% of molecules derived from the mitochondria, and (3) removal of low-complexity cells identified as cells where the detected molecules are aligned to a small subset of genes. 

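In the deposited matrices no cell had more than 20% mitochondrial UMIs, and 20991 of 134279 cells had fewer than 500 genes. Median mitochondrial shares per library were between 1.402% and 3.529%. A search for doublets is not described, so they were looked for with Scrublet: at its automatic threshold at most 0.571% of the cells of a library were marked (24h replicate 2), and the cells with the highest scores were therefore marked up to the rate of 0.8% per 1000 cells.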

The filtered count matrix was normalized by dividing the counts of each cell by the total molecule counts detected in that particular cell. The normalized matrix was multiplied by the median of total molecules across cells to avoid numerical issues. Normalized data were log transformed with a pseudo-count of 0.1.

##### Data clean-up, dimensionality reduction and visualization:

Each reprogramming trajectory was analyzed separately at first by pooling the two replicates. For each trajectory, 1500 highly variable genes were selected using scanpy^103^. Data was projected onto principal components following gene selection to overcome the noise in scRNA-seq data due to high degree of dropouts. The number of components that explain 85% of the variance were retained for each of the downstream analyses. Force directed layouts were computed for each trajectory by first computing an adaptive kernel^105^ to account for large density differences in the data, computed using the Palantir package^45^ with default parameters. 

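XEN-to-iPS cells formed 18 clusters (Leiden, resolution 1, 279 components), and clusters were named by fixed lists of marker genes. Fibroblast-like cells (named by Col1a1, Col1a2, Col3a1, Postn, Thy1, Dcn, Lum, Twist2 and Fbn1) made up 10.1% and 0.218% of the day 7 duplicates, 0.712% and 0.289% at day 14, 1.13% and 0.101% at day 28, and 5.87% and 31.1% of the XEN-iPS duplicates. In XEN-iPS replicate 2, a further 24.4% of the cells, in clusters without a name, carried fibroblast markers and were left out too. Cells like the 2-cell stage, named by a list of Zscan4 genes, Tcstv1, Tcstv3, Zfp352 and Usp17la, were 3.10% and 0.0440% of the XEN-iPS duplicates. At Leiden resolution 2 the fibroblast-like share of XEN-iPS replicate 2 was 32.4%, and with 50 components 30.8%.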

For the XEN-to-iPS dataset, a cluster of cells with fibroblast signature and another with 2-cell stage signature were removed since they are likely feeder and spontaneously differentiated cells respectively. 

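ES-to-iXEN cells formed 9 clusters (611 components), and a differentiating-like cluster held 4.47% and 6.16% of the cells of the ES duplicates. Its mean share in ES was 5.31%, and 2.19% at Leiden resolution 2 and 7.29% with 50 components. The same cluster held 10.3% and 0.486% of the iXEN duplicates, which were kept, as the methods describe removal only from the ES samples.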

For the ES-to-iXEN dataset, a cluster of spontaneously differentiating cells were removed from the starting ES cell samples since they are not relevant to the reprogramming in our study.

##### Batch correction:

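Duplicates were compared over the 2339 genes with at least 50 CPM on average. The SD over genes of the log2 ratio between duplicates was 0.426 in XEN, 0.441 at day 7, 0.349 at day 14, 0.299 at day 28 and 0.747 in XEN-iPS, where counting error alone gives 0.0204 to 0.0343. In XEN-iPS, 396 of these genes (16.9%) differed more than 2-fold, against at most 3.12% in the other 4 conditions. Both libraries of each XEN-to-iPS condition came from the same run, judged by the sequencing project numbers of the libraries, apart from XEN-iPS (runs 2 and 4). The removed clusters raised the XEN-iPS value to 0.888 when kept.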

We did not observe any batch effects amongst the replicates of the XEN-to-iPS dataset and all conditions and replicates from XEN-to-iPS dataset were pooled for downstream analysis. On the other hand, we did observe batch effects in ES-to-iXEN timepoints. 

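For the ES-to-iXEN libraries the SD over genes of the log2 ratio was 0.260 in ES, 0.0798 at 9h, 0.498 at 24h, 0.522 at 48h and 0.525 in iXEN. The 24h and 48h duplicates came from different runs (2 and 3), and the other duplicates from 1 run each. With genes of at least 200 CPM the values were 0.268, 0.0857, 0.510, 0.539 and 0.486. No correction between libraries was applied here.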

Batch effect correction was performed using mnnCorrect^104^ using replicate 1 as the reference. The pooled datasets were analyzed using the same procedure described above with one difference – 2500 highly variable genes were used to account for greater heterogeneity of the data across timepoints. The pooled ES-to-iXEN results demonstrate that batch effects were corrected effectively.

#### Trajectory analysis

Palantir was used for analysis of the XEN-to-iPS and ES-to-iXEN conversion trajectories using default parameters^45^. Palantir models differentiation as a Markov chain and computes for each cell the probability of differentiating to each of the terminal states of the system. The terminal states are also determined automatically by Palantir. Terminal states were specified for the *in vivo* trajectories since end points were known. Palantir first computes diffusion maps, a low dimensional representation of the phenotypic space occupied by the cells. A nearest neighbor graph is then constructed in the diffusion map space. Shortest path distances through this graph from a pre-designated start cell is used to determine a pseudotime ordering of cells. Pseudotime order is then used to transform the nearest neighbor graph into a Markov chain based on which the branch probabilities are computed. The branch probabilities for each cell are summarized using entropy to compute the differentiation potential, a predicted measure of plasticity of the cells.

##### Diffusion maps and MAGIC imputation.

To compute diffusion maps^119–121^ A k-nearest neighbor graph (*k* = 50) was constructed using Euclidean distance with principal components as inputs. The distance matrix representing this graph was converted to an affinity matrix using the adaptive anisotropic kernel i.e., for each cell, distance to *l*^th^ neighbor (*l* (17) < *k* (50)) was used as the scaling factor to account for differences in densities in data. The affinity matrix was normalized to generate the diffusion operator. The top Eigenvectors from the Eigenvalue decomposition of this operator, termed diffusion components, represent the low-dimensional embedding of the data. The number of components was chosen by the Eigen gap among the top Eigen vectors. The same diffusion operator was used for MAGIC^105^ imputation of gene expression data (for t = 3 steps). Single-cell gene expression plots throughout the manuscript use MAGIC imputed expression. Diffusion component computation and MAGIC imputation were performed using the Palantir package (https://github.com/dpeerlab/Palantir).

##### Application of Palantir to characterize transdifferentiation trajectories.

XEN-to-iPS and ES-to-iXEN scRNA-seq data were analyzed separately. A random cell from timepoint 0 was used as the input start cell, which adjusts the start to the nearest extreme of the diffusion components. Palantir automatically determined the terminal states in each trajectory, including a single terminal state in the ES-to-iXEN trajectory, representing the final iXEN state. By contrast, three states – T1, T2 and T3 (final iPS state) – were identified in the XEN-to-iPS trajectory.

##### Comparing XEN-to-iPS reprograming terminal states by differential gene expression analysis.

We sought to identify the genes that are enriched in each of the terminal (and start) states of the XEN-to-iPS trajectory (i.e., Start, T1, T2, T3). For this, we identified the XEN clusters that contained these terminal points (Cluster 2 – XEN/Start, Cluster 4 – T3/iPS, Cluster 7 – T1 and Cluster 11 – T2) and computed the genes that are differentially expressed in each of these clusters compared to rest of the cells in the trajectory using MAST^53^. To summarize the results, we collected the top 50 genes that are significantly differentially expressed (FDR adjusted p-value < 0.01 and logFoldChange > 2) in each of these clusters. We then took the union of all the obtained list of genes and displayed the average z-scored expression of these genes in each of the terminal points as a heatmap using clustermap function in the Seaborn package (Figure S2F).

#### Comparison of the two reprogramming trajectories

To enable a direct comparison between the XEN-to-iPS and ES-to-iXEN transitions, we co-embedded the two trajectories using Harmony (https://github.com/dpeerlab/Harmony)^6^. Harmony augments the nearest neighbor graph within each trajectory (*k* = 50) with mutual nearest neighbors (*k* = 50) between XEN-to-iPS and ES-to-iXEN conversions, and uses them to estimate a joint affinity matrix. The nearest neighbor distance matrix is converted into an affinity matrix using an adaptive Gaussian kernel, where for each cell the affinity is defined as the negative exponential of the distance to a neighbor, scaled by the distance to it’s *l*^th^ neighbor (*l* = *k*/3 = 17). The augmented affinity matrix was used as an input to the Force Directed Layout embedding as implemented in the Harmony package.

The augmented affinity matrix also served as input for computation of diffusion maps using Palantir with default parameters. These diffusion components contain information about both reprogramming trajectories and thus enable a direct comparison between the two. For comparison, we utilized the XEN-to-iPS pseudotime ordering to bin cells along this trajectory into equal sized pseudotime bins. We repeated the same procedure on the ES-to-iXEN trajectory to obtain bins for both trajectories. For each pair of XEN-to-iPS, ES-to-iXEN bins, we computed pairwise distances between each pair of cells using multi-scale distance^45^ applied to the diffusion components. The mean of these distances across all pairs of cells in each bin pair is depicted in Figure S4A.

##### Comparison of in vitro trajectories during intermediate transition phase.

Based on the embedding on the FDL (Figure 4A), we reasoned that while the terminal points of the XEN-to-iPS and ES-to-iXEN trajectories are phenotypically similar, the cells at the transition stages appear distinct. We therefore sought to investigate if XEN-to-iPS and ES-to-iXEN reprogramming follow the same phenotype trajectories. For this, we assumed a batch effect as a source of this discrepancy between the two trajectories and began by aligning them using a completely different algorithm (published at the same time and more widely used to correct batch effects), also called Harmony (default parameters as implemented in Scanpy.external package in Python)^52^. We then performed PhenoGraph clustering as implemented in Scanpy.external package in Python (clustering_algo = leiden, *k* = 30, resolution_parameter = 3) to obtain 29 clusters. From the obtained clusters, we identified those consisting of cells in the transition state (Figure S4B). Among these selected clusters, we computed significantly differential genes between cells transitioning from XEN-to-iPS and ES-to-iXEN using MAST with default parameters^53^, followed by GSEA analysis using GO annotations (http://www.gsea-msigdb.org/gsea/msigdb/human/genesets.jsp?collection=C5).

To ensure our inference is not impacted by the choice of batch correction method, we used an alternative clustering strategy. In particular, we used Harmony^6^ and grouped cells using Spectral Clustering (K-means with n_clusters = 30 as implemented in sklearn package in Python) on the computed diffusion components (top 14 eigenvectors of the joint Markov matrix identified based on the eigengap). We repeated the computation of differentially expressed genes and enriched gene sets and obtained highly similar results. Considering that similar results were obtained using two substantially different computational approaches strengthens the inference that these represent *bone fide* biological differences. We note that the key difference between the Harmony algorithm used throughout the majority of the study^6^ and the batch correction Harmony^52^ is that the former assumes a considerable degree of variation is driven by true biological differences (as would be expected between *in vivo* and *in vitro* data, or cells growing for a different number of days and conditions), whereas the latter often over-corrects and removes true biological differences treating them as batch effects.

#### *Comparison of* in vivo *and* in vitro *trajectories*

The goal of this analysis is to map the path taken by cells in the *in vitro* reprogramming trajectories onto the *in vivo* developmental trajectories to assess whether the *in vivo* developmental states are recapitulated in the *in vitro* trajectories.

##### Construction of the in vivo trajectory.

scRNA-seq data from mouse embryos at the following stages were used for constructing the *in vivo* trajectory: E3.5, E4.5, E5.5, E7.5, E8.75 using ICM, epiblast, primitive & visceral endoderm and parietal endoderm cells^6^. Since the data was generated at discrete timepoints, we used our Harmony algorithm^6^ to connect successive timepoints. Harmony augments affinity matrix derived from the nearest neighbor graph with mutually nearest neighbors between successive timepoints. An affinity matrix is derived from this augmented nearest neighbor graph which serves as input for downstream trajectory analysis and imputation. In addition to using mutually nearest neighbors between successive timepoints, we also utilized mutually nearest neighbors between E4.5 and E7.5 parietal endoderm cells since parietal endoderm cells were not captured from E5.5 and E6.5 in the *in vivo* dataset, and between E7.5 and E8.75 parietal endoderm cells. The augmented affinity matrix was used as input to compute diffusion components and Palantir was used to compute a pseudotime ordering using ICM as the start and epiblast, parietal and visceral endoderm cell states as the terminal state inputs. More specifically, Harmony was applied on the joint PCA embedding (>85% of variance explained) and *n_neighbors = 30*, and Force Directed Layout using *sc.tl.draw_graph* function in Scanpy was run to visualize the augmented embedding.

##### Mapping between in vivo and in vitro trajectories:

Comparison between *in vivo* and *in vitro* trajectories were undertaken separately for XEN-to-iPS and ES-to-iXEN datasets. Following the construction of the *in vitro* trajectory using Palantir and *in vivo* trajectory using Harmony and Palantir, we mapped the two to compare the path taken by *in vitro* cells. First a cell-by-cell affinity matrix was derived using the nearest neighbor graph constructed using all *in vivo* and *in vitro* cells. This affinity matrix was augmented with mutually nearest neighbors between *in vivo* timepoints to recapitulate the *in vivo* trajectory using Harmony^6^. Harmony^6^ was again used to then add mutually neighboring edges between *in vivo* and *in vitro* cells. Thus, the final augmented affinity matrix comprised of the following set of edges: (i) nearest neighbor edges across all cells, (ii) edges between successive *in vivo* timepoints and (iii) edges between *in vivo* and *in vitro* cells. Harmony was applied using default parameters. Highly variable genes (1500) from the *in vivo* trajectory were used for this analysis.

The augmented affinity matrix served as input to compute diffusion maps using Palantir with default parameters. These diffusion components contain information about the *in vivo* and *in vitro* trajectories and the relationship between them, making the comparison feasible. Rather than compare individual cells, we binned the two trajectories into equal pseudotime bins using their respective pseudotime order (Figure S3). For the *in vivo* trajectory, bins were further separated based on cell lineage such as ICM, EPI and others. Cells were binned using 20 intervals. Each *in vitro* bin was mapped to its closest *in vivo* bin using the mean multi-scale distance^45^ between each pair of *in vivo* and *in vitro* cells in the augmented *in vivo*-*in vitro* diffusion space. The median position of the cells in the nearest *in vivo* bin was used for representing *in vitro* bins in Figure 4F and the mean distance is shown in Figure S4E-F.

#### Clustering of gene expression trends

XEN-to-iPS cells were first clustered using PhenoGraph^70^ (*k* = 30) using the principal components as inputs. Differentially expressed genes were identified in each cluster using MAST^53^ with p-value < 1e-5 and log fold change > 1.5. For each cluster, cells from all other clusters were used as a baseline for comparison. Gene expression trends along XEN-to-iPS pseudotime order for each differentially expressed gene were computed using the gene trend analysis as implemented within the Palantir package, which in turn utilizes the Generalized Additive Models (GAMs; gam package in R)^122^. These gene expression trends were then z-scored and used to cluster the genes. This will lead to identification of groups of genes with similar expression dynamics and thus likely represent coordinated gene expression programs. More specifically, we first computed a gene-gene nearest neighbor graph using NearestNeighbor function in sklearn package in Python using “radius = 0.025” and “metric = ‘correlation’” parameters. The distance matrix was then symmetrized and converted into an affinity matrix defined as 1-distance. We then ran Louvain clustering algorithm on the obtained affinity matrix. Finally, we excluded any clusters with fewer than 2 genes to obtain a final set of clusters of genes with similar gene trends.

#### Bulk ATAC-seq analysis

Paired-end sequenced reads from replicate ES and XEN cells were aligned to mouse genome (mm10) with Bowtie2 (version 2.3.4.1)^106^ and “--local –very-sensitive-local -I 10 X 2000” option active. Alignment was followed by filtering of low quality reads (MAPQ<20), duplicate reads, chrM reads and blacklisted regions with the use of Samtools^95^, “MarkDuplicates” from picard tools and bedtools^107^. All filtered reads were corrected for Tn5 insertion at each read end by shifting +4/−5 bp from the positive and negative strand, respectively, and peak calling was performed with MACS2 (version 2.1.1)^108^ ‘—narrow’ option active and default settings. Non-overlapping peaks from replicates were filtered out and only common peaks were used. Peak center (summit file) generated with MACS2 with ‘—narrow’ option was extended to 100bp (+/−50bp) for motif search and all overlapping summits were merged to form an accessibility atlas which was used as background for motif and ChIP enrichment with LOLA R package (see below for LOLA enrichment analysis). For measuring relative accessibility of genes enriched at XEN-to-iPS terminal states, signal from all accessible regions around the promoter regions of selected genes (scRNA-seq gene lists/groups) were summed and compared with the use of Mann-Whitney U test.

#### Single-cell ATAC-seq data processing

##### Data processing and metacell analysis.

Cell Ranger ATAC^109^ was used to preprocess the scATAC-seq data based on GRCm38/mm10 mouse genome, to obtain the sequence alignment files and fragment files, which are then provided as input to the ArchR software^110^. Cell Ranger ATAC performs barcode location detection, sequencing error correction, read alignment, and duplicate read pair identification. The resulting fragment file contains the genomic position information of each sequenced scATAC-seq fragment and the identity of the corresponding cell. With the preprocessed scATAC-seq data in each of the two conversion trajectories (XEN-to-iPS and ES-to-iXEN), ArchR^110^ was used to identify chromatin accessibility peak loci from the data. Each chromatin accessibility peak locus corresponds to an accessible genomic region. Specifically, ArchR uses the input files to generate a sparse count matrix where each row corresponds to a single cell and each column corresponds to a genomic bin (500 base pair). The values in the matrix are the number of fragments in each genomic bin of each cell. ArchR employs the iterative Latent Semantic Indexing (LSI) approach^109,123^ to perform normalization of the sparse count matrix using the frequency-inverse document frequency (TF-IDF) method^124^. We used 100K as the number of variable features for the LSI implementation with the other parameters as default. Next, singular value decomposition (SVD) is applied to the normalized count matrix for dimension reduction of the scATAC-seq data. We used 30 as the number of dimensions after reduction. ArchR then performs clustering of the cells using the graph clustering approach from Seurat^125^ and generates pseudo-bulk replicates based on the cell groups identified from the clustering. More specifically, the data of a set of single cells sharing similarity are merged to create a pseudo-sample to address the sparsity problem of scATAC-seq data. Peak calling was performed using MACS2^108^ on the pseudo-bulk replicates and the iterative overlap peak merging procedure^126^ was applied in ArchR to generate a merged set of chromatin accessibility peak loci for the single cells. Each peak locus is 501bp in length.

The XEN-to-iPS trajectory consists of five timepoints: start, day 7, day 14, day 28, and end (sorted iPS cells), with one replicate for each timepoint. The ES-to-iXEN trajectory consists of five timepoints: start, 9h (h: hour), 24h, 48h, and end (iXEN cells), with two replicates for 24h and 48h and one replicate for each of the other timepoints. The replicates were merged for chromatin accessibility peak loci identification in each trajectory. There are 61040 and 95396 single cells in the scATAC-seq data of the XEN-to-iPS and ES-to-iXEN trajectories, respectively. 257618 and 250671 chromatin accessibility peak loci were identified in either trajectory using ArchR, respectively.

Next, the SEACells algorithm^68^ was used to identify metacells, each of which are representative of a small assembly of single cells sharing the same or similar cell states based on the scATAC-seq data in each conversion trajectory. We identified 543 metacells in the XEN-to-iPS trajectory and 567 metacells in the ES-to-iXEN trajectory (default parameters, except *n_waypoint_eigs = 10*, *waypoint_proportion = 1*). Each metacell is associated with 112 single cells on average or 168 single cells on average in the XEN-to-iPS and ES-to-iXEN trajectories, respectively. The scATAC-seq read counts in each peak locus across the single cells represented by the same metacell were aggregated to approximate the accessibility of the locus in the corresponding metacell, to overcome the limitation of sparsity in scATAC-seq data. The chromatin accessibility count matrix of the scATAC-seq metacells were then normalized – the read count in each peak locus in each metacell was divided by the total read count in the metacell and multiplied by the median of the total counts per metacell across metacells. We performed log transformation of the normalized count matrix with a pseudo-count of 1. The subsequent scATAC-seq data analyses were conducted at the metacell level.

Next, we employed the highly variable gene identification function in the Scanpy package^103^ to detect the peak loci with highly variable accessibility (denoted as highly variable peak loci) from the scATAC-seq data of the metacells. Specifically, dispersion of the chromatin accessibility across the metacells was calculated for each peak locus and normalized within each group of peak loci sharing similar mean accessibility across the metacells. The peak loci with normalized accessibility dispersion and mean accessibility larger than the specified thresholds were selected as a set of highly variable peak loci and were used for representation of the chromatin accessibilities in the metacells in either trajectory, in order to capture more distinctive features across different cell states. We chose a threshold of 3.0 for the normalized accessibility dispersion and a threshold of 0.0125 for mean accessibility in both conversion trajectories. We identified 3584 and 1955 highly variable peak loci with the specified thresholds in the XEN-to-iPS and ES-to-iXEN trajectories, respectively.

For both conversion trajectories, we performed principal component analysis (PCA)^127^ for dimension reduction of normalized and log-transformed chromatin accessibility matrix of highly variable peak loci for the metacells and selected the first 100 principal components (PCs) for feature representation. The force-directed layout (FDL) plots of metacells were generated using the Palantir package^45^ with default parameters for visualization. For the XEN-to-iPS trajectory, PhenoGraph clustering^70^ was applied to the metacells using default parameters (*k* = 30) and the feature representation from highly variable peak loci, identifying 10 clusters (Figure 6B). We further assigned the clusters of metacells to 7 major groups based on the timepoints from which they were collected, and their relative accessibility patterns along pseudotime from the XEN state to the iPS cell state. Specifically, group 1 mostly comprises metacells from the start timepoint. Group 2A and 2B correspond to the two clusters identified for metacells from day 7. Group 3 and 4 (4A and 4B) each contain a mixture of the metacells from day 14 and day 28. The members in group 4B are relatively closer to the iPS cell state while group 4A are more dispersed in the cell states. Group 5 predominantly contains metacells in the iPS cell state. In the ES-to-iXEN trajectory, the cell groups are distinguishable by the associated timepoints, (Figure 6D), and metacells were thus clustered by timepoint.

#### TF binding activity estimation from scATAC-seq data

We used the chromVAR method^69^ to estimate transcription factor (TF) binding activities in each metacell. For each metacell and each TF with binding motifs, chromVAR aggregates the accessibility of the peak loci where the binding motif of the TF is identified, and computes a bias-corrected z-score of the aggregated accessibility as the TF binding activity score in the metacell (noted as chromVAR score). Specifically, the original z-score measures the deviation of the aggregated accessibility for the TF in a metacell from the mean value of the aggregated accessibility across the metacells. For each peak locus containing the TF binding motif, peak loci with GC content and mean chromatin accessibility across the metacells both matching the corresponding locus were sampled genome-wide, forming sets of background peak loci to estimate the background distribution of the z-score for bias-correction. To identify TF binding motifs in the peak loci, we used the curated CIS-BP mouse TF binding motif collection retrieved from the chromVAR repository^69^ and the matchMotifs function in the motifmatchr package (Bioconductor) to perform motif scanning in the sequences of the peak loci, using the threshold of p-value < 5e-5. For both lineage conversion trajectories, we used the chromatin accessibility peak loci with normalized accessibility dispersion greater than 0.5 based on the scATAC-seq data to calculate chromVAR scores for the TFs. We projected chromVAR scores to the force-directed layout of the metacells based on the feature representation from the selected highly variable peak loci as described previously for visualization (Figure 6B and Figure S6A). Higher chromVAR scores correspond to cells with greater relative accessibility of the genomic regions with potential binding sites of the TF queried.

#### Comparison of chromatin accessibility of peak loci across cell groups

We performed differential analysis of chromatin accessibility of selected highly variable peak loci for metacells in the XEN-to-iPS trajectory, to identify peak loci with distinctive accessibility patterns in specific cell groups, or dynamic accessibility patterns across cell groups during the conversion from XEN to iPS cells. There are 7 cell groups (group 1, 2A, 2B, 3, 4A, 4B, and 5) annotated in the XEN-to-iPS trajectory as previously described. We performed two-sample Kolmogorov-Smirnov (K-S) test for each highly variable peak locus to compare the distributions of locus accessibility between a given pair of cell groups, using a threshold of p-value < 1e-4 to identify peak loci that exhibit significant difference in accessibility distributions between the corresponding two groups. More specifically, in Figure 6C, we show the chromatin accessibility changes across the different groups of metacells using the identified differential accessible peak loci between group 4B and group 5 of the metacells in the XEN-to-iPS trajectory.

We further identified chromatin accessibility peak loci that were detected in both XEN-to-iPS and ES-to-iXEN trajectories. Given two peak loci from each of the two trajectories, we define them as existing in both trajectories if they overlap with each other. To increase the number of identified peak loci that overlap between the two trajectories, in addition to the originally selected highly variable peak loci, we also use a threshold of normalized accessibility dispersion above 2.0 (*min_disp* parameter in *pp.highly_variable_genes* in the Scanpy package for detection of highly variable peaks as described above) to select an increased set of highly variable peak loci for both trajectories. We then performed differential accessibility analysis for this set of co-existing peak loci between specific pairs of cell groups in a given trajectory. The chromatin accessibilities of the identified set of shared peak loci across cell groups in the ES-to-iXEN trajectory were visualized by heatmap (Figure 6D). Heatmaps were made using the heatmap.2 function in R.

#### Generating pseudo-bulk ATAC-seq data based on cell groups in the conversion trajectories

Pseudo-bulk ATAC-seq data from the scATAC-seq data were generated based on annotated cell groups in the XEN-to-iPS and ES-to-iXEN trajectories. Each cell group was used to construct a pseudo-bulk sample. In each trajectory, for each cell group and each chromatin accessibility peak locus, we used an average of the chromatin accessibilities of a locus across metacells in the cell group as the accessibility of the locus in the pseudo-bulk ATAC-seq data of the corresponding cell group.

#### ChIP-seq analysis

v6.5 ES and IM8A-1 XEN cells were collected in duplicates at ~25 million each. Cells were crosslinked in 1% PFA in PBS for 10 mins at room temperature and quenched with 125mM glycine for 5 mins at room temperature. Cells were then washed twice with PBS and resuspended in lysis buffer (10mM Tris pH8, 1mM EDTA and 0.5% SDS) at 2×10^7^ cells per 400μl. To shear chromatin, samples were sonicated using a Bioruptor^®^ Pico sonication device (Diagenode) for 12 cycles, 30 seconds on/30 seconds off then pelleted at the maximum speed for 10 mins at 4°C. The supernatant was diluted 5x with dilution buffer (0.01% SDS, 1.1% Triton X-100, 1.2mM EDTA, 16.7mM Tris pH8 and 167mM NaCl), then incubated with primary antibodies at 4°C overnight. Protein G Dynabeads (Invitrogen) were blocked at 4°C overnight using 100 ng per 10μl of beads. The next day, beads were added to samples at 20 μl per sample for 3 hrs at 4°C. Using a magnet to stabilize the beads, they were washed twice in low-salt buffer (0.1% SDS, 1% Triton X-100, 2mM EDTA, 150mM NaCl and 20mM Tris pH8), twice in high-salt buffer (0.1% SDS, 1% Triton X-100, 2mM EDTA, 500mM NaCl and 20mM Tris pH8), twice in LiCl buffer (0.25M LiCl, 1% NP-40, 1% deoxycholic acid, 1mM EDTA and 10mM Tris pH8) and once in TE buffer (10mM Tris pH 8, 0.1mM EDTA). Subsequently, the DNA was eluted from the beads by incubating with 150μl elution buffer (100mM NaHCO_3_ and 1% SDS) for 20 mins at 65°C with vortexing using Eppendorf ThermoMixer C (Eppendorf). The supernatant was collected, reverse crosslinked by incubation overnight at 65°C in the presence of proteinase K (Roche), and cleaned by RNase A (Thermo Scientific) treatment for 1 hr at 37°C; the DNA was purified using a DNA clean and concentrate kit (Zymo Research).

Single-end sequenced reads from replicate ES and XEN cells with corresponding input samples were aligned with the use of Bowtie2 (version 2.3.4.1) to mouse genome (mm10)^106^ using “— local-very-sensitive-local” option. Filtering of low quality reads (MAPQ<20), duplicate reads, chrM reads and blacklisted regions was performed with the use of Samtools^95^, “MarkDuplicates” from picard tools and bedtools^107^. Filtered reads were used to call both ‘narrow’ and ‘broad’ peaks with MACS2 (version 2.1.1)^108^ and default settings with the use of corresponding input for each cell line. Peaks within a distance of a nucleosome were merged into one peak (distance <147 bp) for each replicate. Common peaks between replicates were considered valid and the rest non overlapping peaks were removed from downstream analysis.

#### LOLA enrichment analysis

LOLA (version 1.8.0)^71^ software in R was used to calculate enrichment of transcription factors and histone modifications in ATAC-seq peaks on mouse genome (mm10). LOLA database was expanded based on available published ChIP-seq data for ES and XEN cells. Enrichment of ChIP-seq experiments was estimated by comparing the enrichment of selected accessible regions (late open, gradual, late close, transient) to an atlas of accessible regions generated by merging ES and XEN ATAC-seq peaks from our experiments. Significant enrichment of transcription factors and histone modifications was scored based on p-value levels (<10^−3^).

#### CUT&Run analysis

CUT&RUN on GATA4 and GATA6 was performed on 500,000 3F2 and 3F6 XEN cells in two replicates as previously described with minor modifications^128^. Briefly, BioMag Plus Concanavalin A beads (ConA beads, PolySciences) were washed twice in 100μl cold Bead Activation Buffer (20mM HEPES pH7.5, 10mM KCl, 1mM CaCl_2_, 1mM MnCl_2_). 20μg of ConA beads per CUT&RUN reaction were used. Cells were washed twice in Wash Buffer (20mM HEPES pH7.5, 150mM NaCl, 0.5mM Spermidine (Acros), 1⁄2 protease inhibitor tablet) and bound to activated ConA beads in Wash Buffer for 10 minutes at room temperature. Samples were incubated in PCR strip tubes with 1:50 dilutions of primary antibodies against Gata6 (R&D Systems), Gata4 (Santa Cruz Biotech), or anti-IgG (EpiCypher) in Antibody Buffer (Wash Buffer with 2mM EDTA and 0.01% Digitonin (Millipore Sigma)) overnight with gentle rocking at 4°C. Samples were washed twice in Digitonin Buffer (Washer Buffer with 0.01% Digitonin) and ProteinA/G Mnase (EpiCypher) was bound to samples for 1 hour at 4°C. ProteinA/G Mnase was diluted at 20x in 50μl Antibody Buffer according to manufacturer’s instructions. Samples were washed twice in Digitonin Buffer again and Mnase digestion was activated with 1μl 100mM CaCl_2_ in 50μl Digitonin Buffer for 2 hours. To extract bound chromatin fragments digestion was quenched using 33μl STOP Buffer (340mM NaCl, 20mM EDTA, 4mM EGTA, 50μg/ml RNAse A, 50μg/ml glycogen, 0.015 ng/μl E. coli spike-in) and samples incubated at 37°C for 20 minutes. Chromatin was separated from ConA beads by centrifuging 5 minutes at 16,000g and saving supernatant. DNA was purified by adding 0.1% SDS and 5μg Proteinase K for 10 min at 70°C, performing phenol-chloroform extraction, and precipitation in 100% ethanol at −80°C overnight. Pellets were then washed in 100% ethanol and resuspended in 12μl nuclease free water. CUT&RUN libraries were prepared using the Thruplex Library Prep kit (Takara) according to the manufacturer’s instructions. The number of cycles for library PCR amplification was determined by running 10% of each library sample in an Applied Biosystems qPCR machine with 0.25μl EvaGreen dye (Biotium) for 40 cycles and adding cycles to each sample as described^129^. Libraries were size selected with 1.5x volume SPRIselect beads (Beckman Coulter) and sequenced at the Weill Cornell Genomics Resources Core Facility on an Illumina NovaSeq 6000 (PE-50, 30 million reads per sample).

Paired-end reads were aligned to mouse genome (mm10 version) with bowtie2 (version 2.3.4.1)^106^ and ‘–local –very-sensitive-local’ option active. Picard tools, Samtools^95^ and Bedtools^107^ were used for filtering duplicate reads, low quality reads (MAPQ<20), chrM and blacklisted regions and converting files into sam, bam, bed and bedGraph format. All filtered reads were used to generate bedGraphs and SEACR (version 1.3)^101^ was used to generate peaks with ‘0.01 non stringent’ options active. Peaks not present in all replicates were discarded from downstream analysis.

#### DNA methylation data integration

All aligned filtered reads from the published dataset for ES and XEN cells were annotated on ~17k CpG islands on the mouse genome and signal strength (or enrichment) was calculated for each CpG island. For each ATAC peak cluster, we calculated the CpG island signal strength present within 1.5kb from each ATAC peak and calculated the sum of the CpG strength.

### QUANTIFICATION AND STATISTICAL ANALYSIS

For flow cytometry analysis, FlowJo was used for gating and quantifying populations. Raw image data quantifications were carried out on Imaris (Bitplane) using the Spot model to identify nuclei, and measuring relative fluorescent intensities for each channel. Flow cytometry, image quantification and RT-qPCR data were plotted using R (http://www.r-project.org/).

Details for data processing, quantification and statistical analyses for bulk RNA-seq, bulk ATAC-seq, single-cell RNA-seq, single-cell ATAC-seq, ChIP-set and CUT&Run datasets can be found in the Method Details section. Briefly, differentially expressed genes for bulk RNA-seq data were calculated using the DESeq^97^ or DESeq2^98^ R packages. Differentially expressed genes for single-cell RNA-seq data were computed using MAST^53^. MACS2 (version 2.1.1)^108^ was used for peak calling for bulk ATAC-seq, single-cell ATAC-seq pseudo-bulk replicates, and ChIP-seq datasets. For single-cell ATAC-seq data, ArchR software^110^ was used to identify chromatin accessibility peak loci. LOLA (version 1.8.0) software^71^ was used to calculate enrichment of transcription factor and histone modifications in ATAC-seq peaks on mouse genome (mm10). Relative accessibility of genes enriched at the XEN-to-iPS terminal states was compared using the Mann-Whitney U test. The SEACells algorithm^68^ was used to identify metacells. chromVAR^69^ was used to estimate transcription factor binding activities in metacells.

Where indicated, precision measures and ‘N’ values can be found in the figures or associated figure legends, or in the Results and Methods Details sections.

## Supplementary Material

1

2 **Table S1.** List of differentially expressed genes in terminal states during XEN-to-iPS reprogramming, Related to Figure 3.

3 **Table S2.** List of GO annotations for differentially expressed genes between intermediate states of XEN-to-iPS and ES-to-iXEN conversion trajectories, Related to Figure 4.

4 **Table S3.** List of expression trend clusters of genes along XEN-to-iPS conversion pseudotime, and differentially expressed genes between empty vector and sgGata4 transfected XEN cells, Related to Figure 5.

5 **Table S4.** Highly variable peak loci in scATAC-seq datasets of XEN-to-iPS and ES-to-iXEN conversions, Related to Figure 6.

6 **Table S5.** Peak loci identified as ‘late open’, ‘gradual open’, ‘late close’, and ‘transient open’ from scATAC-seq data fo XEN-to-iPS reprogramming, Related to Figure 6.

7 **Table S6.** List of oligonucleotides and cell plating numbers for reprogramming, Related to STAR Methods.

## Figures and Tables

**Figure 1.**
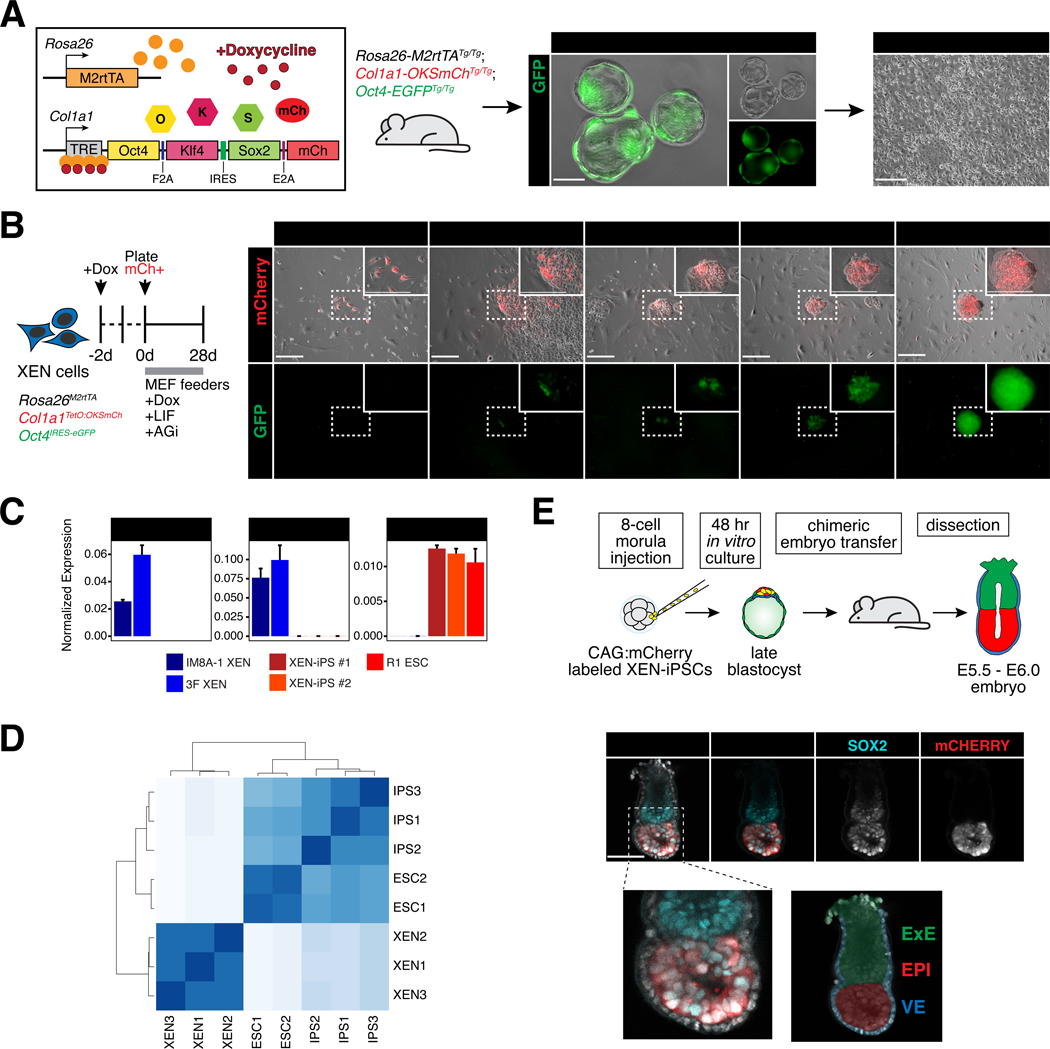
*Oct4*, *Sox2* and *Klf4* can successfully reprogram XEN cells in a slow and inefficient manner. **(A)** XEN cells were derived from mice homozygous for 3 alleles (*R26:M2rtTA*^*Tg/Tg*^; *Col1a1:OKSmCh*^*Tg/Tg*^; *Oct4:EGFP*^*Tg/Tg*^ referred to as ‘3F’). **(B)** *(Left)* Experimental scheme describing the reprogramming conditions used for XEN cells. *(Right)* Brightfield and fluorescent images of XEN cells during the reprogramming time course. Scale bars represent 250μm. **(C)** RT-qPCR data for several XEN and ES markers in wild-type XEN (IM8A-1), 3F XEN, two XEN-iPS lines, and wild-type ES cells (R1). Individual bars show mean expression of three technical replicates normalized to mean expression of two reference genes: *Actb* and *Gapdh*; error bars represent standard deviation. **(D)** Unsupervised hierarchical clustering of bulk RNA-seq data from XEN-iPS, wild-type ES, and XEN cells. **(E)** *(Top)* Experimental scheme outlining the generation of XEN-iPS chimeric embryos. *(Bottom)* Maximum intensity projection of 5 optical sections from a confocal image of a chimeric embryo stained with indicated markers. Nuclei labeled with DAPI, mCherry counter stained with anti-RFP. Scale bars represent 100μm.

**Figure 2.**
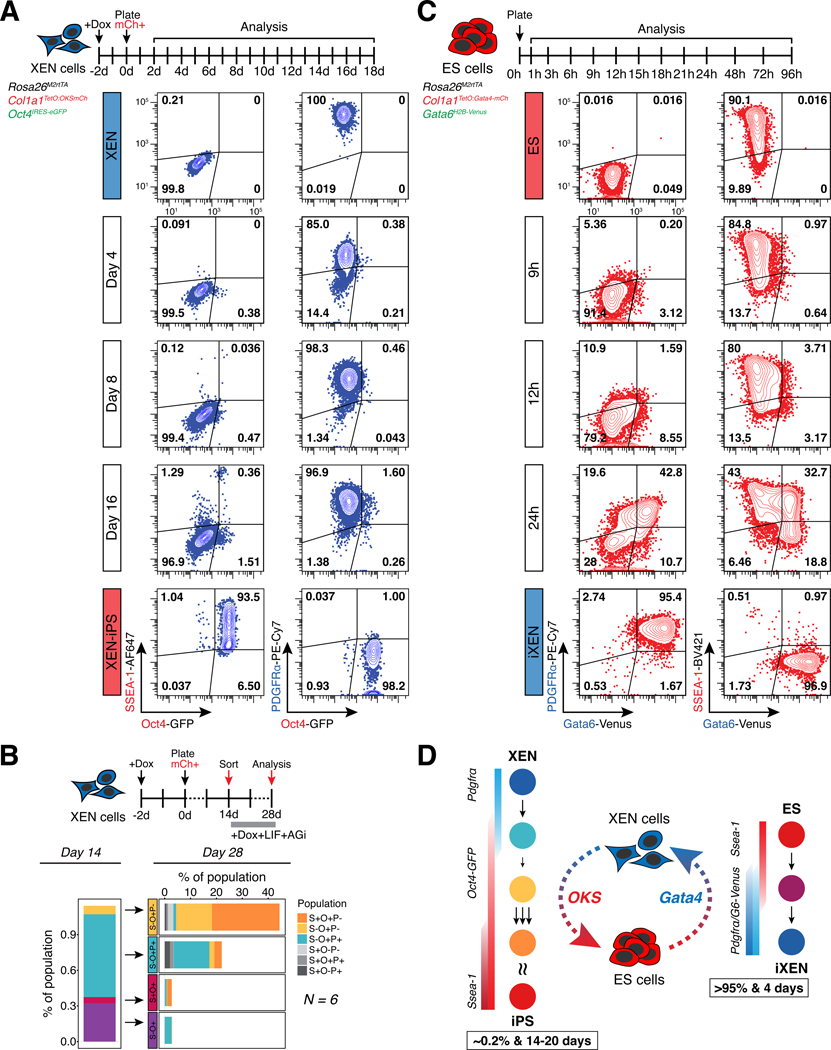
Reciprocal lineage conversions of XEN and ES cells have drastically different kinetics and efficiencies of conversion. **(A)** Time course flow cytometry-based analysis of pluripotency-associated markers SSEA-1 and *Oct4*-GFP, and XEN-associated marker PDGFRα during XEN reprogramming. Representative contour plots show expression of SSEA-1 (AlexaFluor647-conjugated), *Oct4*-GFP and PDGFRα (PE-Cy7-conjugated) at days 2, 8 and 16 of reprogramming. Population percentage indicated within each gate. **(B)** *(Top)* Tracking the reprogramming efficiencies of four major subpopulations sorted at day 14 of reprogramming. At day 28, populations arising from each sorted subpopulation were determined using flow cytometry. *(Bottom, left)* Stacked bar charts depicting the mean proportion of the population represented by each subpopulation at day 14, and at day 28 *(bottom, right)*. S-O-P+ subpopulation constitutes the remainder of the population (not shown) to amount to 100% and represents non-reprogramming XEN cells. N = 6 (2 independent experiments with 3 replicates each). **(C)** Time course tracking of ES-to-iXEN conversion using flow cytometry analysis of SSEA-1, PDGFRα and *Gata6*-Venus reporter. Representative contour plots show expression of PDGFRα (PE-Cy7-conjugated), *Gata6*-Venus and SSEA-1 (BV421-conjugated) at indicated timepoints. Population percentage is indicated within each gate. **(D)** Summarized schematic of XEN-to-iPS and ES-to-iXEN lineage conversions. *(Left)* Hypothesized reprogramming route taken by XEN cells. Sizes and number of arrows reflect the likelihood of cells progressing from one state to the next (smaller/single arrows = few cells progress; larger/more arrows = many cells progress). Reprogramming XEN cells initiate expression of *Oct4*-GFP, then downregulate PDGFRα. This downregulation step represents a bottleneck during reprogramming since few *Oct4*-GFP+ cells progress to this state. Following PDGFRα downregulation, a large proportion of cells upregulate SSEA-1. *(Right)* Hypothesized lineage conversion of ES to iXEN cells. Initial upregulation of both, PDGFRα and *Gata6*-Venus, is followed by downregulation of SSEA-1. No obvious bottlenecks are detected during ES-to-iXEN conversion.

**Figure 3.**
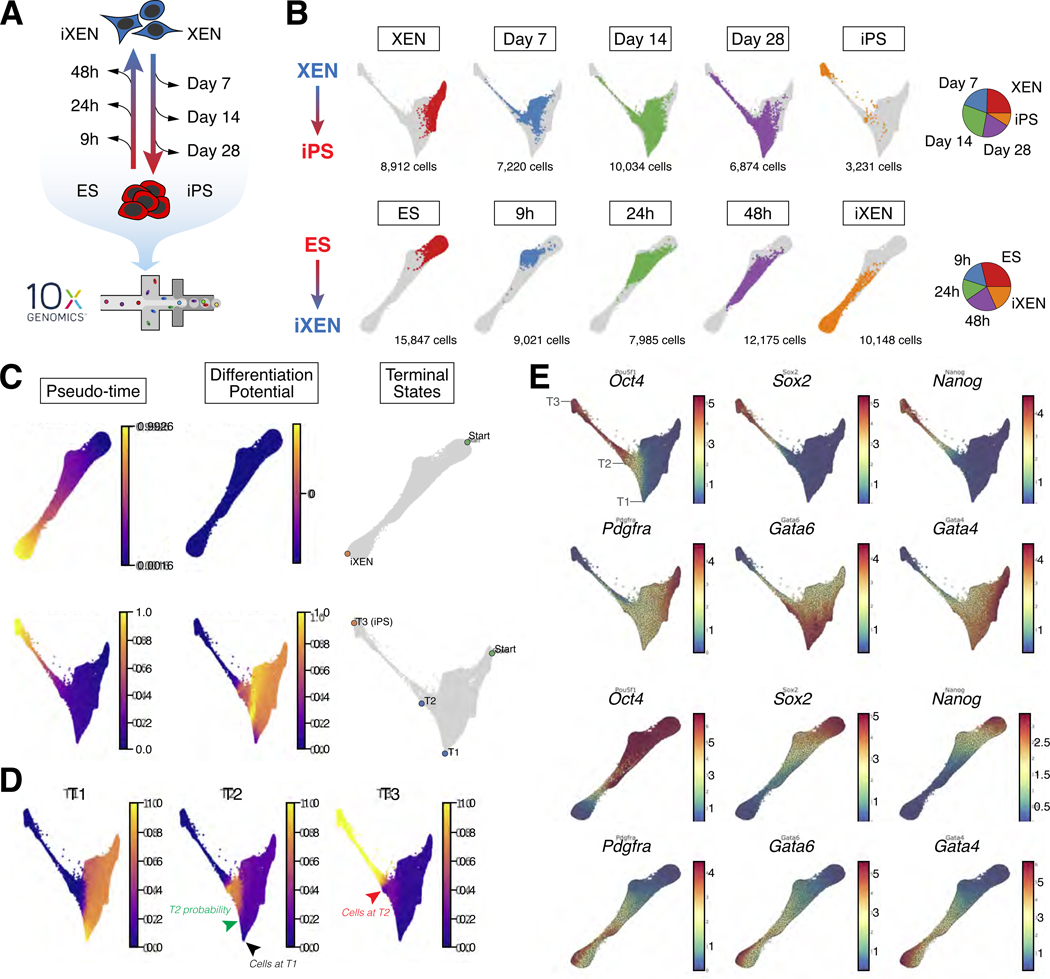
scRNA-seq analyses of XEN-to-iPS and ES-to-iXEN conversions. **(A)** Experimental scheme outlining cells and lineage conversion timepoints assayed by scRNA-seq. **(B)** Force-directed layouts showing XEN-to-iPS *(top)* and ES-to-iXEN *(bottom)* conversion trajectories. Individual plots highlight individual timepoints; pie charts indicate the proportion of the trajectory represented by each timepoint. **(C)** Palantir determined pseudotime ordering, differentiation potential, and terminal states of ES-to-iXEN *(top)* and XEN-to-iPS *(bottom)* trajectories. **(D)** Branch probabilities of terminal states determined by Palantir in the XEN-to-iPS trajectory. Black arrowhead indicates cells at T1 with low probability of differentiating to T2. Green arrowhead indicates where T2 probability increases. Red arrowhead indicates cells at T2, having a non-zero probability of acquiring the T3 state. **(E)** Gene expression of XEN and pluripotency-associated markers. Each cell is colored by its MAGIC imputed expression level. T1, T2 and T3 terminal states indicated for the XEN-to-iPS trajectory.

**Figure 4.**
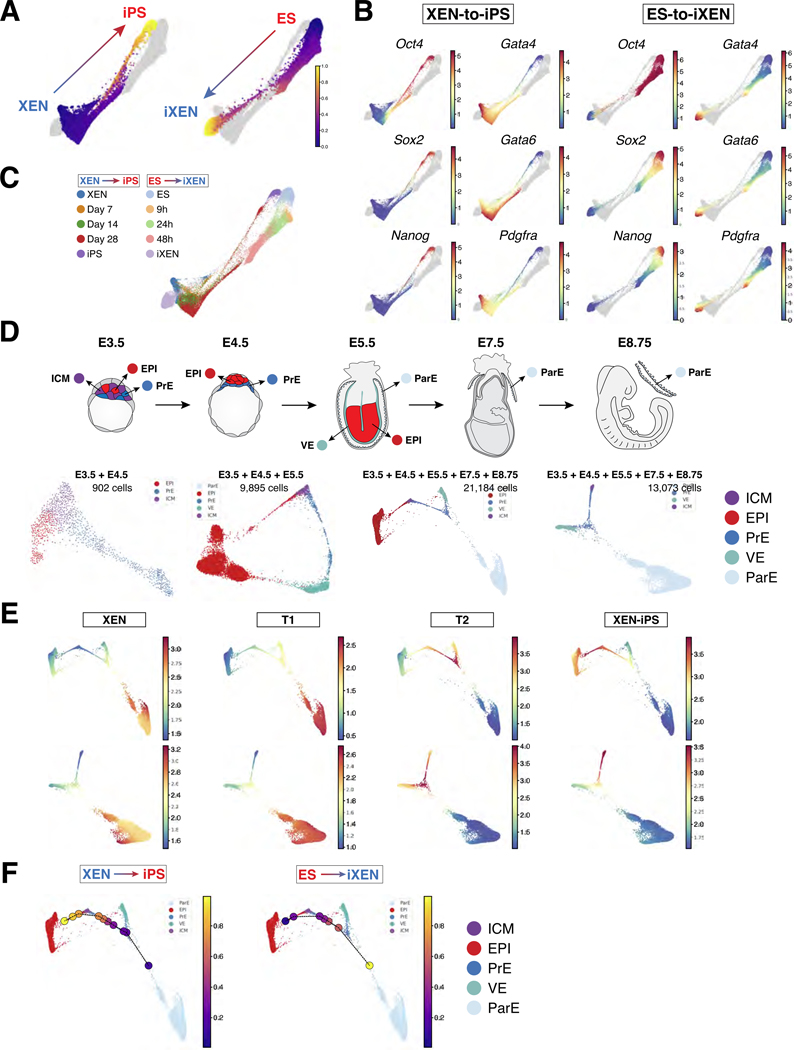
XEN-to-iPS and ES-to-iXEN conversion trajectories approximate *in vivo* cell states. **(A)** Force-directed layout of combined XEN-to-iPS and ES-to-iXEN trajectories based on Harmony^6^ integration (number of cells = 91,447). XEN-to-iPS *(left)* or ES-to-iXEN *(right)* are highlighted. Cells are colored by Palantir pseudotime, computed separately as in Figure 3. **(B)** Gene expression of pluripotency and XEN-associated markers displayed in the combined trajectory. Each cell is colored by its MAGIC imputed expression level in the individual XEN-to-iPS or ES-to-iXEN trajectories, as labeled. **(C)** Force-directed layout of combined trajectories (as in panel A) with individual timepoints from each trajectory colored as indicated. **(D)** *(Top) in vivo* embryo stages and tissues (labeled) profiled by scRNA-seq. *(Bottom)* Force-directed layouts of combined *in vivo* stages and lineages as labeled above, and color-coded as indicated by cell type. **(E)** Gene expression signatures of XEN, XEN-iPS, and T1 and T2 terminals states mapped onto force-directed layouts of combined *in vivo* states including *(top)* or excluding *(bottom)* the EPI lineage. **(F)** Visualization of *in vitro* XEN-to-iPS *(left)* or ES-to-iXEN *(right)* bins mapped onto the combined *in vivo* trajectory. Individual circles represent single *in vitro* bins and are color coded according to pseudotime.

**Figure 5.**
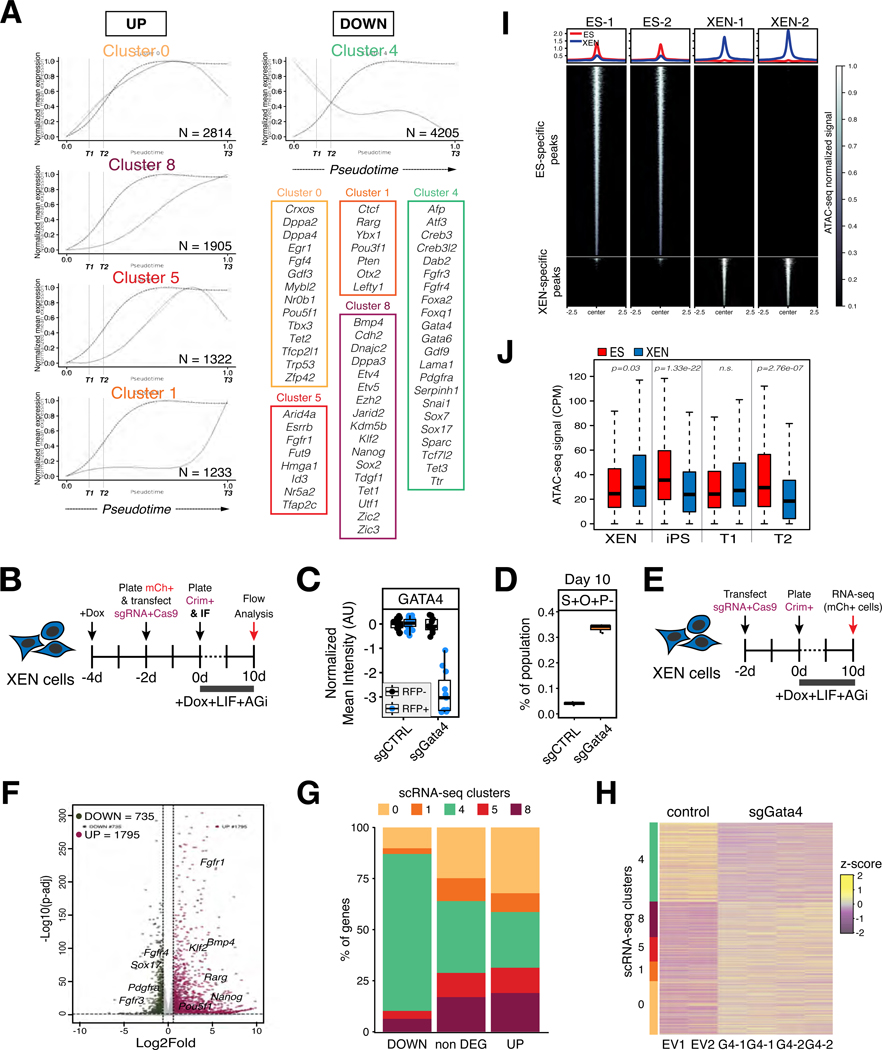
XEN transcriptional network presents a roadblock for XEN-to-iPS reprogramming. **(A)** Gene expression trends over pseudotime for XEN-to-iPS reprogramming. Plots show mean expression trend of all genes within each cluster. Dotted curve indicates probability of acquiring the T3/iPS state. Vertical dotted lines indicate T1 and T2 terminal states along the pseudotime axis. Representative genes for each cluster are highlighted in boxes. N = number of genes in each cluster. **(B)** Reprogramming efficiency following *Gata4* perturbation. XEN cells were transfected with plasmids expressing Cas9 and sgRNAs targeting *Gata4* or control. Immunofluorescence staining determined successful knockout of GATA4 expression (panel C). Following 10 days of reprogramming, resulting percentage of iPS-like cells was determined using flow cytometry (panel D). **(C)** Box plots showing relative reduction in anti-GATA4 fluorescence immunostaining in transfected XEN cells. Individual points represent relative fluorescence intensity in individual cells as arbitrary units and normalized to untransfected (RFP-) cells within the same well (see images in supplementary Figure S5C). **(D)** Box plots showing proportion of iPS-like cells (S+O+P-) in the entire population at day 10 of reprogramming following GATAT4 KO. N = 3. **(E)** Experimental timeline of GATA4 KO and sample collection for RNA-seq 10 days after the start of reprogramming. **(F)** Volcano plot showing significantly up/downregulated genes in cells transfected with *Gata4-*targeting sgRNA compared with control. **(G)** Stacked bar chart depicting the percentage of downregulated, upregulated, and non-differentially expressed genes that belong to the gene expression trend clusters shown in (A). **(H)** Heatmap representation of gene expression changes (z-score) between empty vector and *Gata4* sgRNA transfected cells (two different sgRNAs were used, G4–1 and G4–2), and association with the clusters shown in (A). **(I)** Tornado plots of normalized ATAC-seq signal in XEN and ES cells around cell type-specific peaks. ATAC-seq signals are shown for 2.5kb up/downstream of peak centers. **(J)** Box plots showing relative chromatin accessibility (normalized ATAC-seq signal) in XEN and ES cells of genes enriched in XEN, XEN-iPS, T1 and T2 terminal states.

**Figure 6.**
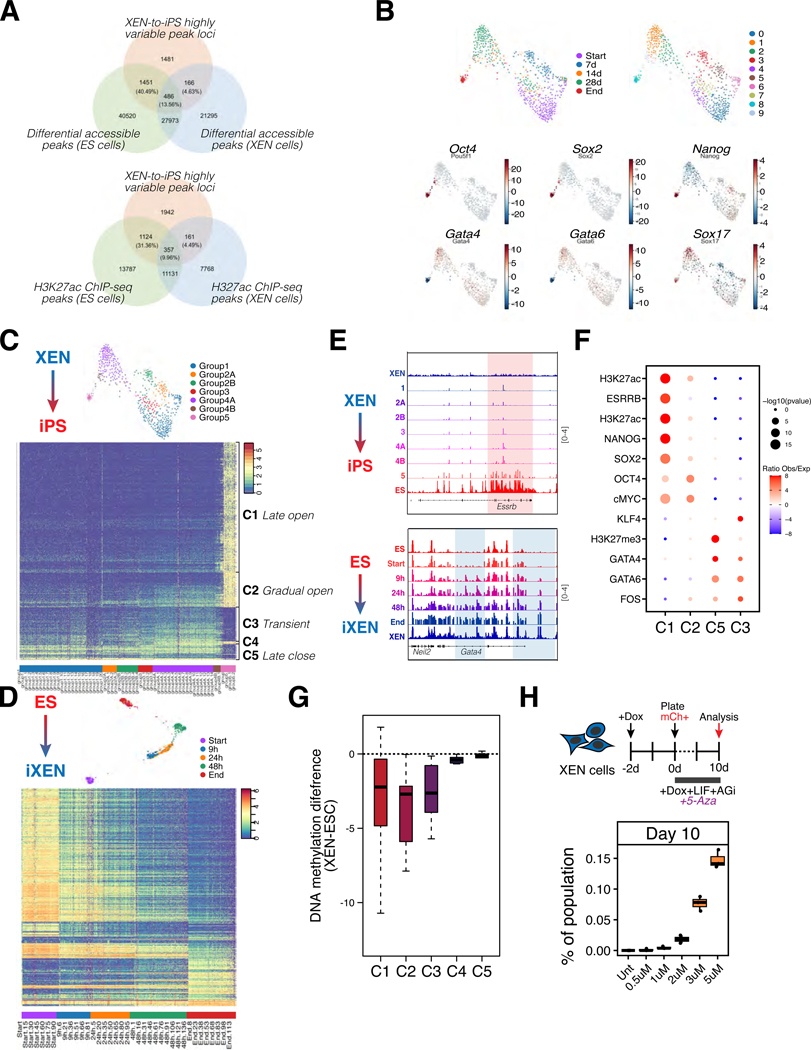
Establishing an EPI-like chromatin state underlies the inefficient XEN-to-iPS conversion. **(A)** Venn diagrams depicting number and percentages of highly variable accessible peak loci identified from scATAC-seq data for XEN-to-iPS conversion trajectory that overlap with differential accessible peak loci identified from bulk ATAC-seq data for XEN and ES cells *(top)*, or with H3K27ac ChIP-seq peak loci in XEN and ES cells *(bottom)*. **(B)** Force-directed layouts of combined scATAC-seq dataset for XEN-to-iPS conversion, highlighting individual timepoints *(top left)*, metacell clusters *(top right)*, or ChromVAR scores for XEN- and ES-specific TFs *(bottom)*. Number of cells = 61,040; number of metacells = 543. **(C)** *(Top)* Force-directed layout of XEN-to-iPS conversion scATAC-seq dataset highlighting the groups of metacells identified based on similar accessibility profiles along pseudotime. *(Bottom)* Heat map view of relative chromatin accessibility changes over pseudotime of XEN-to-iPS conversion for a subset of selected peak loci, from group 1 to group 5 of the metacells. Chromatin accessibility is measured in units of number of fragments (median-normalized) across metacells followed by log transformation with a pseudo-count of 1. Each row corresponds to a peak locus and each column corresponds to a metacell. Peak loci shown are differential accessible peak loci identified in the XEN-to-iPS conversion based on differential accessibility analysis of peak loci between group 4B and group 5 of the metacells. **(D)** *(Top)* Force-directed layout showing the scATAC-seq metacell data for ES-to-iXEN conversion and highlighting the individual timepoints (number of cells = 95,396; number of metacells = 567). *(Bottom)* Heatmap view of the relative chromatin accessibility changes of ES-to-iXEN conversion based on the highly variable peak loci that overlap between the ES-to-iXEN and XEN-to-iPS conversions. **(E)** Representative IGV (Integrative Genomics Viewer) tracks showing accessibility peaks of pseudo-bulk scATAC-seq data of XEN-to-iPS *(top)* or ES-to-iXEN *(bottom)* conversion. Highlighted are relative accessibility in metacell groups (top panel; XEN-to-iPS) or individual timepoints (bottom panel; ES-to-iXEN) at example genomic loci showing late opening in XEN-to-iPS, versus gradual opening in ES-to-iXEN conversion. Signal values are indicated to the right. **(F)** LOLA enrichment analysis of late opening, gradual opening, late closing or transient opening peaks during XEN-to-iPS conversion. **(G)** Boxplots showing differences in DNA methylation levels between XEN and ES cells of highly variable loci depicted in (C). **(H)** XEN reprogramming with different doses of 5-Azacytidine. Box plots show the proportion of iPS-like cells (S+O+P-) at day 10 for reprogramming. N = 3.

**Table:** KEY RESOURCES TABLE

REAGENT or RESOURCE	SOURCE	IDENTIFIER
Antibodies		
Rat anti-SOX2 (1:200 dilution)	eBioscience	Cat#14–9811-82; RRID: AB_11219471
Rabbit anti-RFP (1:100 dilution)	Rockland Inc.	Cat#600–401-379; RRID: AB_2209751
Rabbit anti-NANOG (1:500 dilution)	Reprocell	Cat#RCAB002P-F; RRID: AB_1962694
Goat anti-BRACHYURY (1:200 dilution)	R&D Systems	Cat#AF2085; RRID: AB_2200235
Mouse anti-CDX2 (1:200 dilution)	BioGenex	Cat#MU-392AUC; RRID: AB_2650531
Rabbit anti-GATA4 (1:100 dilution)	Santa Cruz	Cat#sc-25310; RRID: AB_627667
Goat anti-GATA6 (1:100 dilution)	R&D Systems	Cat# AF1700; RRID: AB_2108901
Mouse anti-OCT4 (1:100 dilution)	Santa Cruz	Cat# Sc-5279; RRID: AB_628051
Rat anti-CD140a (PDGFRa)::PE-Cy7	eBioscience	Cat#25–1401-82; RRID: AB_2573400
Mouse anti-CD15 (SSEA-1)::AF647	BioLegend	Cat#125608; RRID: AB_1089188
Mouse anti-CD15 (SSEA-1)::BV421	BioLegend	Cat#125614; RRID: AB_2562672
CUTANA IgG Negative Control antibody	EpiCypher	Cat#13–0042; RRID: AB_2923178
Bacterial and virus strains		
NEB 5-alpha Competent E. coli (High efficiency)	NEB	Cat#C2987I
MAX Efficiency DH5⟨ competent cells	Thermo Fisher	Cat#18258012
Chemicals, peptides, and recombinant proteins		
Hoechst	Invitrogen	Cat#H3570
4’,6-diamidino-2-phenylindole (DAPI)	Invitrogen	Cat#D1306
7-AAD viability dye	BioLegend	Cat#420404
Gelatin	Millipore Sigma	Cat#G9391
RPMI 1640 medium	Gibco	Cat#11875093
DMEM medium	Gibco	Cat#11995073
Fetal Bovine Serum (FBS)	VWR	Cat#97068–085
L-glutamine	Gibco	Cat#25030164
Sodium pyruvate	Gibco	Cat#11360070
Penicillin-Streptomycin	Gibco	Cat#15140163
2-mercaptoethanol	Gibco	Cat#21985023
Non-essential amino acids (NEAA)	Gibco	Cat#11140050
0.05% Trypsin-EDTA	Gibco	Cat#25300054
0.25% Trypsin-EDTA	Gibco	Cat#25200056
TrypLE Express Enzyme (1x)	Gibco	Cat#12604013
Doxycycline hyclate	MP Biochemicals	Cat#0219895501
Mitomycin-C	Millipore Sigma	Cat#M4287–2MG
Ascorbic acid	Millipore Sigma	Cat#A4403–100MG
CHIR99021	Reprocell	Cat#040004
TRIzol reagent	Invitrogen	Cat#15596026
PowerUP SYBR Green master mix	Applied Biosystems	Cat#A25742
16% Paraformaldehyde solution	Electron Microscopy Sciences	Cat#15710
EvaGreen Dye	Biotium	Cat#31000
Digitonin	Millipore Sigma	Cat#300410
Triton-X 100	Millipore Sigma	Cat#X100–100ML
Bovine Serum Albumin (BSA)	Millipore Sigma	Cat#A9647
Donkey serum	Jackson ImmunoResearch	Cat#017–000-121
Newborn Calf Serum	Gibco	Cat#16010167
Dynabeads MyOne SILANE	Invitrogen	Cat#37002D
Dynabeads Protein G for Immunoprecipitation	Invitrogen	Cat#10003D
BioMag Plus Concanavalin A	Polysciences	Cat#86057–3
SPRIselect beads	Beckman Coulter	Cat#B23317
Proteinase K	Roche	Cat#03508838103
Rnase A	Thermo Scientific	Cat#EN0531
Spermidine	Acros Organics	Cat#AC132740050
CUTANA pAG-Mnase	EpiCypher	Cat#15–1016
Critical commercial assays		
QuantiTect Reverse Transcription Kit	Qiagen	Cat#205311
Lipofectamine 3000	Invitrogen	Cat#L3000001
NEBuilder HiFi DNA Assembly Master Mix	NEB	Cat#E2621S
10x Genomics Chromium Single Cell 3’ Reagent Kit v2 Chemistry	10x Genomics	Cat#PN-120237
10x Genomics Chromium Next GEN Single Cell ATAC Reagent Kit	10x Genomics	Cat#PN-1000175
Agilent High Sensitivity DNA Kit	Agilent	Cat#5067–4626
DNA Clean and Concentrator-5	Zymo Research	Cat#D4004
Qubit RNA HS Assay Kit	Thermo Scientific	Cat#Q32852
Illumina Ribo-Zero Plus rRNA depletion kit	Illumina	Cat#20040526
NEBNext Ultra Directional RNA Library Prep Kit for Illumina	NEB	Cat#E7760
ThruPLEX DNA-Seq kit	Takara Bio	Cat#R400674
Deposited data		
Single-cell RNA-seq data of XEN-to-iPS and ES-to-iXEN conversions	This study	GSE276704
Single-cell ATAC-seq datasets of XEN-to-iPS and ES-to-iXEN conversions	This study	GSE276702
Bulk RNA-seq data of wild-type ES and XEN cells	Murphy et al.^92^	GSE213645
Bulk RNA-seq data of reprogrammable (‘3F’) XEN and XEN-iPS cells	This study	GSE266451
Bulk RNA-seq data of Gata4/6 KO cells	This study	GSE266451
Bulk ATAC-seq data of wild-type ES and XEN cells	Murphy et al.^92^	GSE213645
Bulk ATAC-seq data of Gata4/6 KO cells	This study	GSE266452
H3K27ac ChIP-seq data from wild-type (v6.5) ES cells	Murphy et al.^92^	GSE213645
H3K27ac ChIP-seq data from wild-type (IM8A-1) XEN cells	Murphy et al.^92^	GSE213645
CUT&Run data of Gata4/6 in XEN cells	This study	GSE266453
Experimental models: Cell lines		
R1 ES cells	Nagy et al.^37^	N.A.
v6.5 ES cells	Rideout et al.^93^	N.A.
IM8A-1 XEN cells	Kunath et al.^11^	N.A.
3F2 XEN	This paper	N.A.
3F4 XEN	This paper	N.A.
3F6 XEN	This paper	N.A.
3F9 XEN	This paper	N.A.
3F2 XEN-iPS	This paper	N.A.
3F4 XEN-iPS#1	This paper	N.A.
3F4 XEN-iPS#2	This paper	N.A.
3F6 XEN-iPS	This paper	N.A.
*Col1a1*^*TetO-Gata4-mCherry/+*^;*R26*^*M2rtTA/+*^;*Gata6*^*H2B-Venus/+*^ ES cells	Schröter et al.^24^ & Freyer et al.^44^	N.A.
Experimental models: Organisms/strains		
Mouse: *Col1A1*^*TetO-OKSmCh/TetO-OKSmCh*^; *R26*^*M2rtTA/M2rtTA*^	Jackson Labs	Stock ID:034917
Mouse: *Oct4-GFP*	Jackson Labs	Stock ID:008214
Mouse: CD1	Charles River Laboratory	022
Mouse: C57BL/6	Jackson Labs	Stock ID: 000664
Oligonucleotides		
See Supplemental Table S6	N.A.	N.A.
Recombinant DNA		
pCX-mCherry	This paper	N.A.
pCX-Gata4-E2A-E2-Crimson	This paper	N.A.
PX458	Addgene	Plasmid#48138
PX458-E2-Crimson	This paper	N.A.
Software and algorithms		
Rstudio/R version 4.1.2 (2021–11-01)	Rstudio	http://www.rproject.org/
ZEN 2.3	Carl Zeiss Microsystems	https://www.zeiss.com/microscopy/en/products/software/zeisszen.html
Fiji/ImageJ	Schindelin et al.^94^	https://imagej.nih.gov/ij/
Imaris 9.1.2	Bitplane	https://imaris.oxinst.com/
SAMtools	Li et al.^95^	N.A.
HTSeq	Anders et al.^96^	N.A.
DESeq	Anders & Huber^97^	N.A.
DESeq2	Love et al.^98^	N.A.
STAR aligner	Dobin et al.^99^	N.A.
featureCounts	Liao et al.^100^	N.A.
SEACR	Meers et al.^101^	N.A.
SEQC	Azizi et al.^102^	N.A.
SCANPY	Wolf et al.^103^	N.A.
Palantir	Setty et al.^45^	https://github.com/dpeerlab/Palantir
mnnCorrect	Haghverdi et al.^104^	N.A.
MAGIC	van Dijk et al.^105^	N.A.
MAST	Finak et al.^53^	N.A.
Harmony	Nowotschin et al.^6^	N.A.
Harmony	Korsunsky et al.^52^	N.A.
PhenoGraph	Levine et al.^70^	N.A.
Bowtie2 (version 2.3.4.1)	Langmead & Salzberg^106^	N.A.
BEDTools	Quinlan & Hall^107^	N.A.
MACS2 (version 2.1.1)	Zhang et al.^108^	N.A.
Cell Ranger ATAC	Satpathy et al.^109^	N.A.
ArchR	Granja et al.^110^	N.A.
SEACells	Persad et al.^68^	N.A.
chromVAR	Schep et al.^69^	N.A.
LOLA (version 1.8.0)	Sheffield & Bock^71^	N.A.
Other		
35mm glass bottom dish	MatTek	Cat#P35G-1.1–14-C)
FlowMi cell strainers (4μm)	Millipore Sigma	Cat#BAH136800040 −50EA
0.35μm Nylon mesh strainer	Falcon	Cat#352235
0.2μm SFCA filter	Thermo Scientific	Cat#7232520

## References

[1] ChazaudC, and YamanakaY (2016). Lineage specification in the mouse preimplantation embryo. Dev. Camb. Engl 143, 1063–1074. 10.1242/dev.128314.27048685

[2] SchrodeN, XenopoulosP, PiliszekA, FrankenbergS, PlusaB, and HadjantonakisA-K (2013). Anatomy of a blastocyst: cell behaviors driving cell fate choice and morphogenesis in the early mouse embryo. Genes. N. Y. N 2000 51, 219–233. 10.1002/dvg.22368.PMC363370523349011

[3] GardnerRL, and RossantJ (1979). Investigation of the fate of 4–5 day post-coitum mouse inner cell mass cells by blastocyst injection. J. Embryol. Exp. Morphol 52, 141–152.521746

[4] NowotschinS, HadjantonakisA-K, and CampbellK (2019). The endoderm: a divergent cell lineage with many commonalities. Dev. Camb. Engl 146, dev150920. 10.1242/dev.150920.PMC658907531160415

[5] ChanMM, SmithZD, GrosswendtS, KretzmerH, NormanTM, AdamsonB, JostM, QuinnJJ, YangD, JonesMG, (2019). Molecular recording of mammalian embryogenesis. Nature 570, 77–82. 10.1038/s41586-019-1184-5.31086336 PMC7229772

[6] NowotschinS, SettyM, KuoY-Y, LiuV, GargV, SharmaR, SimonCS, SaizN, GardnerR, BoutetSC, (2019). The emergent landscape of the mouse gut endoderm at single-cell resolution. Nature 569, 361–367. 10.1038/s41586-019-1127-1.30959515 PMC6724221

[7] XenopoulosP, KangM, PuliafitoA, Di TaliaS, and HadjantonakisA-K (2015). Heterogeneities in Nanog Expression Drive Stable Commitment to Pluripotency in the Mouse Blastocyst. Cell Rep. 10, 1508–1520. 10.1016/j.celrep.2015.02.010.25753417 PMC4560681

[8] KwonGS, ViottiM, and HadjantonakisA-K (2008). The endoderm of the mouse embryo arises by dynamic widespread intercalation of embryonic and extraembryonic lineages. Dev. Cell 15, 509–520. 10.1016/j.devcel.2008.07.017.18854136 PMC2677989

[9] EvansMJ, and KaufmanMH (1981). Establishment in culture of pluripotential cells from mouse embryos. Nature 292, 154–156. 10.1038/292154a0.7242681

[10] MartinG (1981). Isolation of a pluripotent cell line from early mouse embryos cultured in medium conditioned by teratocarcinoma stem cells. Proc. Natl. Acad … 78, 7634–7638.10.1073/pnas.78.12.7634PMC3493236950406

[11] KunathT, ArnaudD, UyGD, OkamotoI, ChureauC, YamanakaY, HeardE, GardnerRL, AvnerP, and RossantJ (2005). Imprinted X-inactivation in extraembryonic endoderm cell lines from mouse blastocysts. Dev. Camb. Engl 132, 1649–1661. 10.1242/dev.01715.15753215

[12] GargV, MorganiS, and HadjantonakisA-K (2016). Capturing Identity and Fate Ex Vivo: Stem Cells from the Mouse Blastocyst. Curr. Top. Dev. Biol 120, 361–400. 10.1016/bs.ctdb.2016.04.007.27475857

[13] WattsJ, LokkenA, MoauroA, and RalstonA (2018). Capturing and Interconverting Embryonic Cell Fates in a Dish. Curr. Top. Dev. Biol 128, 181–202. 10.1016/bs.ctdb.2017.11.008.29477163 PMC7092685

[14] AmadeiG, HandfordCE, QiuC, De JongheJ, GreenfeldH, TranM, MartinBK, ChenD-Y, Aguilera-CastrejonA, HannaJH, (2022). Embryo model completes gastrulation to neurulation and organogenesis. Nature 610, 143–153. 10.1038/s41586-022-05246-3.36007540 PMC9534772

[15] SozenB, AmadeiG, CoxA, WangR, NaE, CzukiewskaS, ChappellL, VoetT, MichelG, JingN, (2018). Self-assembly of embryonic and two extra-embryonic stem cell types into gastrulating embryo-like structures. Nat. Cell Biol 20, 979–989. 10.1038/s41556-018-0147-7.30038254

[16] TaraziS, Aguilera-CastrejonA, JoubranC, GhanemN, AshouokhiS, RoncatoF, WildschutzE, HaddadM, OldakB, Gomez-CesarE, (2022). Post-gastrulation synthetic embryos generated ex utero from mouse naive ESCs. Cell 185, 3290–3306.e25. 10.1016/j.cell.2022.07.028.35988542 PMC9439721

[17] WeatherbeeBAT, GantnerCW, Iwamoto-StohlLK, DazaRM, HamazakiN, ShendureJ, and Zernicka-GoetzM (2023). Pluripotent stem cell-derived model of the post-implantation human embryo. Nature 622, 584–593. 10.1038/s41586-023-06368-y.37369347 PMC10584688

[18] ZhangS, ChenT, ChenN, GaoD, ShiB, KongS, WestRC, YuanY, ZhiM, WeiQ, (2019). Implantation initiation of self-assembled embryo-like structures generated using three types of mouse blastocyst-derived stem cells. Nat. Commun 10, 496. 10.1038/s41467-019-08378-9.30700702 PMC6353907

[19] ZhengY, XueX, ShaoY, WangS, EsfahaniSN, LiZ, MuncieJM, LakinsJN, WeaverVM, GumucioDL, (2019). Controlled modelling of human epiblast and amnion development using stem cells. Nature 573, 421–425. 10.1038/s41586-019-1535-2.31511693 PMC8106232

[20] BuganimY, and JaenischR (2012). Transdifferentiation by defined factors as a powerful research tool to address basic biological questions. Cell Cycle Georget. Tex 11, 4485–4486. 10.4161/cc.22665.PMC356228323165203

[21] XuJ, DuY, and DengH (2015). Direct lineage reprogramming: strategies, mechanisms, and applications. Cell Stem Cell 16, 119–134. 10.1016/j.stem.2015.01.013.25658369

[22] FujikuraJ, YamatoE, YonemuraS, HosodaK, MasuiS, NakaoK, Miyazaki JiJ, and NiwaH (2002). Differentiation of embryonic stem cells is induced by GATA factors. Genes Dev. 16, 784–789. 10.1101/gad.968802.11937486 PMC186328

[23] ShimosatoD, ShikiM, and NiwaH (2007). Extra-embryonic endoderm cells derived from ES cells induced by GATA factors acquire the character of XEN cells. BMC Dev. Biol 7, 1–12. 10.1186/1471-213X-7-80.17605826 PMC1933422

[24] SchröterC, RuéP, MackenzieJP, and Martinez AriasA (2015). FGF/MAPK signaling sets the switching threshold of a bistable circuit controlling cell fate decisions in embryonic stem cells. Dev. Camb. Engl 142, 4205–4216. 10.1242/dev.127530.PMC468921926511924

[25] WamaithaSE, del ValleI, ChoLTY, WeiY, FogartyNME, BlakeleyP, SherwoodRI, JiH, and NiakanKK (2015). Gata6 potently initiates reprograming of pluripotent and differentiated cells to extraembryonic endoderm stem cells. Genes Dev. 29, 1239–1255. 10.1101/gad.257071.114.26109048 PMC4495396

[26] BessonnardS, De MotL, GonzeD, BarriolM, DennisC, GoldbeterA, DupontG, and ChazaudC (2014). Gata6, Nanog and Erk signaling control cell fate in the inner cell mass through a tristable regulatory network. Dev. Camb. Engl 141, 3637–3648. 10.1242/dev.109678.25209243

[27] SchrodeN, SaizN, Di TaliaS, and HadjantonakisA-K (2014). GATA6 levels modulate primitive endoderm cell fate choice and timing in the mouse blastocyst. Dev. Cell 29, 454–467. 10.1016/j.devcel.2014.04.011.24835466 PMC4103658

[28] ZhaoY, ZhaoT, GuanJ, ZhangX, FuY, YeJ, ZhuJ, MengG, GeJ, YangS, (2015). A XEN-like State Bridges Somatic Cells to Pluripotency during Chemical Reprogramming. Cell 163, 1678–1691. 10.1016/j.cell.2015.11.017.26686652

[29] ZhaoT, FuY, ZhuJ, LiuY, ZhangQ, YiZ, ChenS, JiaoZ, XuX, XuJ, (2018). Single-Cell RNA-Seq Reveals Dynamic Early Embryonic-like Programs during Chemical Reprogramming. Cell Stem Cell, 1–15. 10.1016/j.stem.2018.05.025.29937202

[30] GuanJ, WangG, WangJ, ZhangZ, FuY, ChengL, MengG, LyuY, ZhuJ, LiY, (2022). Chemical reprogramming of human somatic cells to pluripotent stem cells. Nature 605, 325–331. 10.1038/s41586-022-04593-5.35418683

[31] ParentiA, HalbisenMA, WangK, LathamK, and RalstonA (2016). OSKM Induce Extraembryonic Endoderm Stem Cells in Parallel to Induced Pluripotent Stem Cells. Stem Cell Rep. 6, 447–455. 10.1016/j.stemcr.2016.02.003.PMC483403526947975

[32] SchiebingerG, ShuJ, TabakaM, ClearyB, SubramanianV, SolomonA, GouldJ, LiuS, LinS, BerubeP, (2019). Optimal-Transport Analysis of Single-Cell Gene Expression Identifies Developmental Trajectories in Reprogramming. Cell 176, 928943.e22. 10.1016/j.cell.2019.01.006.PMC640280030712874

[33] Bar-NurO, BrumbaughJ, VerheulC, ApostolouE, Pruteanu-MaliniciI, WalshRM, RamaswamyS, and HochedlingerK (2014). Small molecules facilitate rapid and synchronous iPSC generation. Nat. Methods 11, 1170–1176. 10.1038/nmeth.3142.25262205 PMC4326224

[34] StadtfeldM, MaheraliN, BorkentM, and HochedlingerK (2010). A reprogrammable mouse strain from gene-targeted embryonic stem cells. Nat. Methods 7, 53–55. 10.1038/nmeth.1409.20010832 PMC3987893

[35] BeardC, HochedlingerK, PlathK, WutzA, and JaenischR (2006). Efficient method to generate single-copy transgenic mice by site-specific integration in embryonic stem cells. Genes. N. Y. N 2000 44, 23–28. 10.1002/gene.20180.16400644

[36] LengnerCJ, CamargoFD, HochedlingerK, WelsteadGG, ZaidiS, GokhaleS, ScholerHR, TomilinA, and JaenischR (2007). Oct4 expression is not required for mouse somatic stem cell self-renewal. Cell Stem Cell 1, 403–415. 10.1016/j.stem.2007.07.020.18159219 PMC2151746

[37] NagyA, RossantJ, NagyR, Abramow-NewerlyW, and RoderJC (1993). Derivation of completely cell culture-derived mice from early-passage embryonic stem cells. Proc. Natl. Acad. Sci. U. S. A 90, 8424–8428. 10.1073/pnas.90.18.8424.8378314 PMC47369

[38] CuiL, JohkuraK, YueF, OgiwaraN, OkouchiY, AsanumaK, and SasakiK (2004). Spatial distribution and initial changes of SSEA-1 and other cell adhesion-related molecules on mouse embryonic stem cells before and during differentiation. J. Histochem. Cytochem. Off. J. Histochem. Soc 52, 1447–1457. 10.1369/jhc.3A6241.2004.PMC395781215505339

[39] SolterD, and KnowlesBB (1978). Monoclonal antibody defining a stage-specific mouse embryonic antigen (SSEA-1). Proc. Natl. Acad. Sci. U. S. A 75, 5565–5569. 10.1073/pnas.75.11.5565.281705 PMC393007

[40] ArtusJ, PanthierJ-J, and HadjantonakisA-K (2010). A role for PDGF signaling in expansion of the extra-embryonic endoderm lineage of the mouse blastocyst. Dev. Camb. Engl 137, 3361–3372. 10.1242/dev.050864.PMC294775220826533

[41] PlusaB, PiliszekA, FrankenbergS, ArtusJ, and HadjantonakisA-K (2008). Distinct sequential cell behaviours direct primitive endoderm formation in the mouse blastocyst. Dev. Camb. Engl 135, 3081–3091. 10.1242/dev.021519.PMC276860618725515

[42] Rugg-GunnPJ, CoxBJ, LannerF, SharmaP, IgnatchenkoV, McDonaldACH, GarnerJ, GramoliniAO, RossantJ, and KislingerT (2012). Cell-surface proteomics identifies lineage-specific markers of embryo-derived stem cells. Dev. Cell 22, 887–901. 10.1016/j.devcel.2012.01.005.22424930 PMC3405530

[43] McDonaldACH, BiecheleS, RossantJ, and StanfordWL (2014). Sox17-mediated XEN cell conversion identifies dynamic networks controlling cell-fate decisions in embryo-derived stem cells. Cell Rep. 9, 780–793. 10.1016/j.celrep.2014.09.026.25373912

[44] FreyerL, SchröterC, SaizN, SchrodeN, NowotschinS, Martinez-AriasA, and HadjantonakisA-K (2015). A loss-of-function and H2B-Venus transcriptional reporter allele for Gata6 in mice. BMC Dev. Biol 15, 38. 10.1186/s12861-015-0086-5.26498761 PMC4619391

[45] SettyM, KiseliovasV, LevineJ, GayosoA, MazutisL, and Pe’erD (2019). Characterization of cell fate probabilities in single-cell data with Palantir. Nat. Biotechnol 37, 451–460. 10.1038/s41587-019-0068-4.30899105 PMC7549125

[46] LiuJ, HanQ, PengT, PengM, WeiB, LiD, WangX, YuS, YangJ, CaoS, (2015). The oncogene c-Jun impedes somatic cell reprogramming. Nat. Cell Biol 17, 856–867. 10.1038/ncb3193.26098572

[47] MarkovGJ, MaiT, NairS, ShcherbinaA, WangYX, BurnsDM, KundajeA, and BlauHM (2021). AP-1 is a temporally regulated dual gatekeeper of reprogramming to pluripotency. Proc. Natl. Acad. Sci. U. S. A 118. 10.1073/pnas.2104841118.PMC820194834088849

[48] ChronisC, FizievP, PappB, ButzS, BonoraG, SabriS, ErnstJ, and PlathK (2017). Cooperative Binding of Transcription Factors Orchestrates Reprogramming. Cell 168, 442–459.e20. 10.1016/j.cell.2016.12.016.28111071 PMC5302508

[49] NicholsJ, ZevnikB, AnastassiadisK, NiwaH, Klewe-NebeniusD, ChambersI, SchölerH, and SmithA (1998). Formation of Pluripotent Stem Cells in the Mammalian Embryo Depends on the POU Transcription Factor Oct4. Cell 95, 379–391. 10.1016/S0092-8674(00)81769-9.9814708

[50] RogersMB, HoslerBA, and GudasLJ (1991). Specific expression of a retinoic acid-regulated, zinc-finger gene, Rex-1, in preimplantation embryos, trophoblast and spermatocytes. Dev. Camb. Engl 113, 815–824. 10.1242/dev.113.3.815.1821852

[51] SchölerHR, HatzopoulosAK, BallingR, SuzukiN, and GrussP (1989). A family of octamer-specific proteins present during mouse embryogenesis: evidence for germline-specific expression of an Oct factor. EMBO J. 8, 2543–2550. 10.1002/j.1460-2075.1989.tb08392.x.2573523 PMC401252

[52] KorsunskyI, MillardN, FanJ, SlowikowskiK, ZhangF, WeiK, BaglaenkoY, BrennerM, LohP-R, and RaychaudhuriS (2019). Fast, sensitive and accurate integration of single-cell data with Harmony. Nat. Methods 16, 1289–1296. 10.1038/s41592-019-0619-0.31740819 PMC6884693

[53] FinakG, McDavidA, YajimaM, DengJ, GersukV, ShalekAK, SlichterCK, MillerHW, McElrathMJ, PrlicM, (2015). MAST: A flexible statistical framework for assessing transcriptional changes and characterizing heterogeneity in single-cell RNA sequencing data. Genome Biol. 16, 278. 10.1186/s13059-015-0844-5.26653891 PMC4676162

[54] SennerCE, KruegerF, OxleyD, AndrewsS, and HembergerM (2012). DNA methylation profiles define stem cell identity and reveal a tight embryonic-extraembryonic lineage boundary. Stem Cells Dayt. Ohio 30, 2732–2745. 10.1002/stem.1249.23034951

[55] Rugg-GunnPJ, CoxBJ, RalstonA, and RossantJ (2010). Distinct histone modifications in stem cell lines and tissue lineages from the early mouse embryo. Proc. Natl. Acad. Sci. U. S. A 107, 10783–10790. 10.1073/pnas.0914507107.20479220 PMC2890770

[56] GatieMI, and KellyGM (2018). Metabolic profile and differentiation potential of extraembryonic endoderm-like cells. Cell Death Discov. 5, 42. 10.1038/s41420-018-0102-1.PMC615828630302276

[57] GatieMI, CooperTT, KhazaeeR, LajoieGA, and KellyGM (2022). Lactate Enhances Mouse ES Cell Differentiation Toward XEN Cells In Vitro. Stem Cells Dayt. Ohio 40, 239–259. 10.1093/stmcls/sxab022.35323987

[58] MulveyCM, SchröterC, GattoL, DikiciogluD, FidanerIB, ChristoforouA, DeeryMJ, ChoLTY, NiakanKK, Martinez-AriasA, (2015). Dynamic Proteomic Profiling of Extra-Embryonic Endoderm Differentiation in Mouse Embryonic Stem Cells. Stem Cells Dayt. Ohio 33, 2712–2725. 10.1002/stem.2067.26059426

[59] ArtusJ, DouvarasP, PiliszekA, IsernJ, BaronMH, and HadjantonakisA-K (2012). BMP4 signaling directs primitive endoderm-derived XEN cells to an extraembryonic visceral endoderm identity. Dev. Biol 361, 245–262. 10.1016/j.ydbio.2011.10.015.22051107 PMC3246571

[60] BrownK, LegrosS, ArtusJ, DossMX, KhaninR, HadjantonakisA-K, and FoleyA (2010). A comparative analysis of extra-embryonic endoderm cell lines. PloS One 5, e12016. 10.1371/journal.pone.0012016.PMC291904820711519

[61] Kruithof-de JulioM, AlvarezMJ, GalliA, ChuJ, PriceSM, CalifanoA, and ShenMM (2011). Regulation of extra-embryonic endoderm stem cell differentiation by Nodal and Cripto signaling. Dev. Camb. Engl 138, 3885–3895. 10.1242/dev.065656.PMC316008721862554

[62] AndersonKGV, HamiltonWB, RoskeFV, AzadA, KnudsenTE, CanhamMA, ForresterLM, and BrickmanJM (2017). Insulin fine-tunes self-renewal pathways governing naive pluripotency and extra-embryonic endoderm. Nat. Cell Biol 19, 1164–1177. 10.1038/ncb3617.28945231

[63] Linneberg-AgerholmM, WongYF, Romero HerreraJA, MonteiroRS, AndersonKGV, and BrickmanJM (2019). Naïve human pluripotent stem cells respond to Wnt, Nodal and LIF signalling to produce expandable naïve extra-embryonic endoderm. Dev. Camb. Engl 146. 10.1242/dev.180620.31740534

[64] OhinataY, EndoTA, SugishitaH, WatanabeT, IizukaY, KawamotoY, SarayaA, KumonM, KosekiY, KondoT, (2022). Establishment of mouse stem cells that can recapitulate the developmental potential of primitive endoderm. Science 375, 574–578. 10.1126/science.aay3325.35113719

[65] ZhongY, ChoiT, KimM, JungKH, ChaiYG, and BinasB (2018). Isolation of primitive mouse extraembryonic endoderm (pXEN) stem cell lines. Stem Cell Res. 30, 100–112. 10.1016/j.scr.2018.05.008.29843002

[66] De MotL, GonzeD, BessonnardS, ChazaudC, GoldbeterA, and DupontG (2016). Cell Fate Specification Based on Tristability in the Inner Cell Mass of Mouse Blastocysts. Biophys. J 110, 710–722. 10.1016/j.bpj.2015.12.020.26840735 PMC4744165

[67] SaizN, Mora-BitriaL, RahmanS, GeorgeH, HerderJP, Garcia-OjalvoJ, and HadjantonakisA-K (2020). Growth-factor-mediated coupling between lineage size and cell fate choice underlies robustness of mammalian development. eLife 9, 1042–1044. 10.7554/eLife.56079.PMC751382832720894

[68] PersadS, ChooZ-N, DienC, SohailN, MasilionisI, ChalignéR, NawyT, BrownCC, SharmaR, Pe’erI, (2023). SEACells infers transcriptional and epigenomic cellular states from single-cell genomics data. Nat. Biotechnol 41, 1746–1757. 10.1038/s41587-023-01716-9.36973557 PMC10713451

[69] SchepAN, WuB, BuenrostroJD, and GreenleafWJ (2017). chromVAR: inferring transcription-factor-associated accessibility from single-cell epigenomic data. Nat. Methods 14, 975–978. 10.1038/nmeth.4401.28825706 PMC5623146

[70] LevineJH, SimondsEF, BendallSC, DavisKL, AmirED, TadmorMD, LitvinO, FienbergHG, JagerA, ZunderER, (2015). Data-Driven Phenotypic Dissection of AML Reveals Progenitor-like Cells that Correlate with Prognosis. Cell 162, 184–197. 10.1016/j.cell.2015.05.047.26095251 PMC4508757

[71] SheffieldNC, and BockC (2016). LOLA: enrichment analysis for genomic region sets and regulatory elements in R and Bioconductor. Bioinforma. Oxf. Engl 32, 587–589. 10.1093/bioinformatics/btv612.PMC474362726508757

[72] EminliS, FoudiA, StadtfeldM, MaheraliN, AhfeldtT, MostoslavskyG, HockH, and HochedlingerK (2009). Differentiation stage determines potential of hematopoietic cells for reprogramming into induced pluripotent stem cells. Nat. Genet 41, 968–976. 10.1038/ng.428.19668214 PMC3987895

[73] TanKY, EminliS, HettmerS, HochedlingerK, and WagersAJ (2011). Efficient generation of iPS cells from skeletal muscle stem cells. PloS One 6, e26406. 10.1371/journal.pone.0026406.PMC319657422028872

[74] GrafT, and EnverT (2009). Forcing cells to change lineages. Nature 462, 587–594. 10.1038/nature08533.19956253

[75] VierbuchenT, and WernigM (2011). Direct lineage conversions: unnatural but useful? Nat. Biotechnol 29, 892–907. 10.1038/nbt.1946.21997635 PMC3222779

[76] ZhouQ, and MeltonDA (2008). Extreme makeover: converting one cell into another. Cell Stem Cell 3, 382–388. 10.1016/j.stem.2008.09.015.18940730

[77] LiX, LiuD, MaY, DuX, JingJ, WangL, XieB, SunD, SunS, JinX, (2017). Direct Reprogramming of Fibroblasts via a Chemically Induced XEN-like State. Cell Stem Cell, 1–10. 10.1016/j.stem.2017.05.019.28648365

[78] LiuyangS, WangG, WangY, HeH, LyuY, ChengL, YangZ, GuanJ, FuY, ZhuJ, (2023). Highly efficient and rapid generation of human pluripotent stem cells by chemical reprogramming. Cell Stem Cell 30, 450–459.e9. 10.1016/j.stem.2023.02.008.36944335

[79] GuoS, ZiX, SchulzVP, ChengJ, ZhongM, KoochakiSHJ, MegyolaCM, PanX, HeydariK, WeissmanSM, (2014). Nonstochastic reprogramming from a privileged somatic cell state. Cell 156, 649–662. 10.1016/j.cell.2014.01.020.24486105 PMC4318260

[80] HannaJ, SahaK, PandoB, van ZonJ, LengnerCJ, CreyghtonMP, van OudenaardenA, and JaenischR (2009). Direct cell reprogramming is a stochastic process amenable to acceleration. Nature 462, 595–601. 10.1038/nature08592.19898493 PMC2789972

[81] StadtfeldM, MaheraliN, BreaultDT, and HochedlingerK (2008). Defining molecular cornerstones during fibroblast to iPS cell reprogramming in mouse. Cell Stem Cell 2, 230–240. 10.1016/j.stem.2008.02.001.18371448 PMC3538379

[82] SridharanR, TchieuJ, MasonMJ, YachechkoR, KuoyE, HorvathS, ZhouQ, and PlathK (2009). Role of the murine reprogramming factors in the induction of pluripotency. Cell 136, 364–377. 10.1016/j.cell.2009.01.001.19167336 PMC3273494

[83] PoloJM, AnderssenE, WalshRM, SchwarzB. a., NefzgerCM, LimSM, BorkentM, ApostolouE, AlaeiS, CloutierJ, (2012). A molecular roadmap of reprogramming somatic cells into iPS cells. Cell 151, 1617–1632. 10.1016/j.cell.2012.11.039.23260147 PMC3608203

[84] BernsteinBE, MikkelsenTS, XieX, KamalM, HuebertDJ, CuffJ, FryB, MeissnerA, WernigM, PlathK, (2006). A bivalent chromatin structure marks key developmental genes in embryonic stem cells. Cell 125, 315–326. 10.1016/j.cell.2006.02.041.16630819

[85] TosenbergerA, GonzeD, BessonnardS, Cohen-TannoudjiM, ChazaudC, and DupontG (2017). A multiscale model of early cell lineage specification including cell division. NPJ Syst. Biol. Appl 3, 16. 10.1038/s41540-017-0017-0.28649443 PMC5466652

[86] ArtusJ, PiliszekA, and HadjantonakisA-K (2011). The primitive endoderm lineage of the mouse blastocyst: sequential transcription factor activation and regulation of differentiation by Sox17. Dev. Biol 350, 393–404. 10.1016/j.ydbio.2010.12.007.21146513 PMC3461954

[87] TakagiN, and SasakiM (1975). Preferential inactivation of the paternally derived X chromosome in the extraembryonic membranes of the mouse. Nature 256, 640–642. 10.1038/256640a0.1152998

[88] HudsonQJ, SeidlCIM, KulinskiTM, HuangR, WarczokKE, BittnerR, BartolomeiMS, and BarlowDP (2011). Extra-embryonic-specific imprinted expression is restricted to defined lineages in the post-implantation embryo. Dev. Biol 353, 420–431. 10.1016/j.ydbio.2011.02.017.21354127 PMC3081948

[89] IlgrenEB (1980). Polyploidization of extraembryonic tissues during mouse embryogenesis. J. Embryol. Exp. Morphol 59, 103–111.7217865

[90] TarkowskiAK, WitkowskaA, and OpasJ (1977). Development of cytochalasin in B-induced tetraploid and diploid/tetraploid mosaic mouse embryos. J. Embryol. Exp. Morphol 41, 47–64. 10.1242/dev.41.1.47.591878

[91] EakinGS, HadjantonakisA-K, PapaioannouVE, and BehringerRR (2005). Developmental potential and behavior of tetraploid cells in the mouse embryo. Dev. Biol 288, 150–159. 10.1016/j.ydbio.2005.09.028.16246322

[92] MurphyD, SalatajE, Di GiammartinoDC, Rodriguez-HernaezJ, KloetgenA, GargV, CharE, UyeharaCM, EeL-S, LeeU, (2024). 3D Enhancer-promoter networks provide predictive features for gene expression and coregulation in early embryonic lineages. Nat. Struct. Mol. Biol 31, 125–140. 10.1038/s41594-023-01130-4.38053013 PMC10897904

[93] RideoutWM, WakayamaT, WutzA, EgganK, Jackson-GrusbyL, DausmanJ, YanagimachiR, and JaenischR (2000). Generation of mice from wild-type and targeted ES cells by nuclear cloning. Nat. Genet 24, 109–110. 10.1038/72753.10655052

[94] SchindelinJ, Arganda-CarrerasI, FriseE, KaynigV, LongairM, PietzschT, PreibischS, RuedenC, SaalfeldS, SchmidB, (2012). Fiji: an open-source platform for biological-image analysis. Nat. Methods 9, 676–682. 10.1038/nmeth.2019.22743772 PMC3855844

[95] LiH, HandsakerB, WysokerA, FennellT, RuanJ, HomerN, MarthG, AbecasisG, DurbinR, and 1000 Genome Project Data Processing Subgroup (2009). The Sequence Alignment/Map format and SAMtools. Bioinforma. Oxf. Engl 25, 2078–2079. 10.1093/bioinformatics/btp352.PMC272300219505943

[96] AndersS, PylPT, and HuberW (2015). HTSeq--a Python framework to work with high-throughput sequencing data. Bioinforma. Oxf. Engl 31, 166–169. 10.1093/bioinformatics/btu638.PMC428795025260700

[97] AndersS, and HuberW (2010). Differential expression analysis for sequence count data. Genome Biol. 11, R106. 10.1186/gb-2010-11-10-r106.20979621 PMC3218662

[98] LoveMI, HuberW, and AndersS (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol. 15. 10.1186/s13059-014-0550-8.PMC430204925516281

[99] DobinA, DavisCA, SchlesingerF, DrenkowJ, ZaleskiC, JhaS, BatutP, ChaissonM, and GingerasTR (2013). STAR: Ultrafast universal RNA-seq aligner. Bioinformatics 29, 15–21. 10.1093/bioinformatics/bts635.23104886 PMC3530905

[100] LiaoY, SmythGK, and ShiW (2014). featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. Bioinforma. Oxf. Engl 30, 923–930. 10.1093/bioinformatics/btt656.24227677

[101] MeersMP, TenenbaumD, and HenikoffS (2019). Peak calling by Sparse Enrichment Analysis for CUT&RUN chromatin profiling. Epigenetics Chromatin 12, 42. 10.1186/s13072-019-0287-4.31300027 PMC6624997

[102] AziziE, CarrAJ, PlitasG, CornishAE, KonopackiC, PrabhakaranS, NainysJ, WuK, KiseliovasV, SettyM, (2018). Single-Cell Map of Diverse Immune Phenotypes in the Breast Tumor Microenvironment. Cell 174, 1293–1308.e36. 10.1016/j.cell.2018.05.060.29961579 PMC6348010

[103] WolfFA, AngererP, and TheisFJ (2018). SCANPY: Large-scale single-cell gene expression data analysis. Genome Biol. 19, 15. 10.1186/s13059-017-1382-0.29409532 PMC5802054

[104] HaghverdiL, LunATL, MorganMD, and MarioniJC (2018). Batch effects in single-cell RNA-sequencing data are corrected by matching mutual nearest neighbors. Nat. Biotechnol 36, 421–427. 10.1038/nbt.4091.29608177 PMC6152897

[105] van DijkD, SharmaR, NainysJ, YimK, KathailP, CarrAJ, BurdziakC, MoonKR, ChafferCL, PattabiramanD, (2018). Recovering Gene Interactions from Single-Cell Data Using Data Diffusion. Cell 174, 716–729.e27. 10.1016/j.cell.2018.05.061.29961576 PMC6771278

[106] LangmeadB, and SalzbergSL (2012). Fast gapped-read alignment with Bowtie 2. Nat. Methods 9, 357–359. 10.1038/nmeth.1923.22388286 PMC3322381

[107] QuinlanAR, and HallIM (2010). BEDTools: a flexible suite of utilities for comparing genomic features. Bioinforma. Oxf. Engl 26, 841–842. 10.1093/bioinformatics/btq033.PMC283282420110278

[108] ZhangY, LiuT, MeyerCA, EeckhouteJ, JohnsonDS, BernsteinBE, NusbaumC, MyersRM, BrownM, LiW, (2008). Model-based analysis of ChIP-Seq (MACS). Genome Biol. 9, R137. 10.1186/gb-2008-9-9-r137.18798982 PMC2592715

[109] SatpathyAT, GranjaJM, YostKE, QiY, MeschiF, McDermottGP, OlsenBN, MumbachMR, PierceSE, CorcesMR, (2019). Massively parallel single-cell chromatin landscapes of human immune cell development and intratumoral T cell exhaustion. Nat. Biotechnol 37, 925–936. 10.1038/s41587-019-0206-z.31375813 PMC7299161

[110] GranjaJM, CorcesMR, PierceSE, BagdatliST, ChoudhryH, ChangHY, and GreenleafWJ (2021). ArchR is a scalable software package for integrative single-cell chromatin accessibility analysis. Nat. Genet 53, 935. 10.1038/s41588-021-00850-x.PMC818714633790476

[111] NiakanKK, SchrodeN, ChoLTY, and HadjantonakisA-K (2013). Derivation of extraembryonic endoderm stem (XEN) cells from mouse embryos and embryonic stem cells. Nat. Protoc 8, 1028–1041. 10.1038/nprot.2013.049.23640167 PMC3927835

[112] CzechanskiA, ByersC, GreensteinI, SchrodeN, DonahueLR, HadjantonakisAK, and ReinholdtLG (2014). Derivation and characterization of mouse embryonic stem cells from permissive and nonpermissive strains. Nat. Protoc 9, 559–574. 10.1038/nprot.2014.030.24504480 PMC4112089

[113] NiwaH, YamamuraK, and MiyazakiJ (1991). Efficient selection for high-expression transfectants with a novel eukaryotic vector. Gene 108, 193–199. 10.1016/0378-1119(91)90434-D.1660837

[114] NowotschinS, EakinGS, and HadjantonakisA-K (2009). Dual transgene strategy for live visualization of chromatin and plasma membrane dynamics in murine embryonic stem cells and embryonic tissues. Genes. N. Y. N 2000 47, 330–336. 10.1002/dvg.20500.PMC287587719358158

[115] OkabeM, IkawaM, KominamiK, NakanishiT, and NishimuneY (1997). “Green mice” as a source of ubiquitous green cells. FEBS Lett. 407, 313–319. 10.1016/S0014-5793(97)00313-X.9175875

[116] RanFA, HsuPD, WrightJ, AgarwalaV, ScottDA, and ZhangF (2013). Genome engineering using the CRISPR-Cas9 system. Nat. Protoc 8, 2281–2308. 10.1038/nprot.2013.143.24157548 PMC3969860

[117] LabunK, MontagueTG, KrauseM, Torres CleurenYN, TjeldnesH, and ValenE (2019). CHOPCHOP v3: expanding the CRISPR web toolbox beyond genome editing. Nucleic Acids Res. 47, W171–W174. 10.1093/nar/gkz365.31106371 PMC6602426

[118] ZhengGXY, TerryJM, BelgraderP, RyvkinP, BentZW, WilsonR, ZiraldoSB, WheelerTD, McDermottGP, ZhuJ, (2017). Massively parallel digital transcriptional profiling of single cells. Nat. Commun 8, 14049. 10.1038/ncomms14049.28091601 PMC5241818

[119] HaghverdiL, BuettnerF, and TheisFJ (2015). Diffusion maps for high-dimensional single-cell analysis of differentiation data. Bioinforma. Oxf. Engl 31, 2989–2998. 10.1093/bioinformatics/btv325.26002886

[120] SettyM, TadmorMD, Reich-ZeligerS, AngelO, SalameTM, KathailP, ChoiK, BendallS, FriedmanN, and Pe’erD (2016). Wishbone identifies bifurcating developmental trajectories from single-cell data. Nat. Biotechnol 34, 637–645. 10.1038/nbt.3569.27136076 PMC4900897

[121] CoifmanRR, and LafonS (2006). Diffusion maps. Appl. Comput. Harmon. Anal 21, 5–30. 10.1016/j.acha.2006.04.006.

[122] HastieTJ, and TibshiraniRJ (1990). Generalized Additive Models (CRC press).10.1177/0962280295004003028548102

[123] GranjaJM, KlemmS, McGinnisLM, KathiriaAS, MezgerA, CorcesMR, ParksB, GarsE, LiedtkeM, ZhengGXY, (2019). Single-cell multiomic analysis identifies regulatory programs in mixed-phenotype acute leukemia. Nat. Biotechnol 37, 1458–1465. 10.1038/s41587-019-0332-7.31792411 PMC7258684

[124] CusanovichDA, DazaR, AdeyA, PlinerHA, ChristiansenL, GundersonKL, SteemersFJ, TrapnellC, and ShendureJ (2015). Multiplex single cell profiling of chromatin accessibility by combinatorial cellular indexing. Science 348, 910–914. 10.1126/science.aab1601.25953818 PMC4836442

[125] HaoY, HaoS, Andersen-NissenE, MauckWM, ZhengS, ButlerA, LeeMJ, WilkAJ, DarbyC, ZagerM, (2021). Integrated analysis of multimodal single-cell data. Cell 184, 3573–3587.e29. 10.1016/j.cell.2021.04.048.34062119 PMC8238499

[126] CorcesMR, TrevinoAE, HamiltonEG, GreensidePG, Sinnott-ArmstrongNA, VesunaS, SatpathyAT, RubinAJ, MontineKS, WuB, (2017). An improved ATAC-seq protocol reduces background and enables interrogation of frozen tissues. Nat. Methods 14, 959–962. 10.1038/nmeth.4396.28846090 PMC5623106

[127] JolliffeIT, and CadimaJ (2016). Principal component analysis: a review and recent developments. Philos. Transact. A Math. Phys. Eng. Sci 374, 20150202. 10.1098/rsta.2015.0202.PMC479240926953178

[128] SkenePJ, HenikoffJG, and HenikoffS (2018). Targeted in situ genome-wide profiling with high efficiency for low cell numbers. Nat. Protoc 13, 1006–1019. 10.1038/nprot.2018.015.29651053

[129] BuenrostroJD, WuB, ChangHY, and GreenleafWJ (2015). ATAC-seq: A Method for Assaying Chromatin Accessibility Genome-Wide. Curr. Protoc. Mol. Biol 109, 21.29.1–21.29.9. 10.1002/0471142727.mb2129s109.PMC437498625559105

# Supplementary material for: Single-cell analysis of bidirectional reprogramming between early embryonic states identify mechanisms of differential lineage plasticities in mice
**Source:** Dev Cell. Author manuscript; Available in PMC 2025 Apr 15.
**Supplement:** 1

## **Supplemental Information**

### **Single-cell analysis of bidirectional reprogramming between early embryonic states identify mechanisms of differential lineage plasticities in mice**

Vidur Garg, Yang Yang, Sonja Nowotschin, Manu Setty, Eralda Salataj, Ying-Yi Kuo, Dylan Murphy, Roshan Sharma, Amy Jang, Alexander Polyzos, Dana Pe'er, Effie Apostolou, Anna-Katerina Hadjantonakis

Garg et al., Supplementary Figure 1

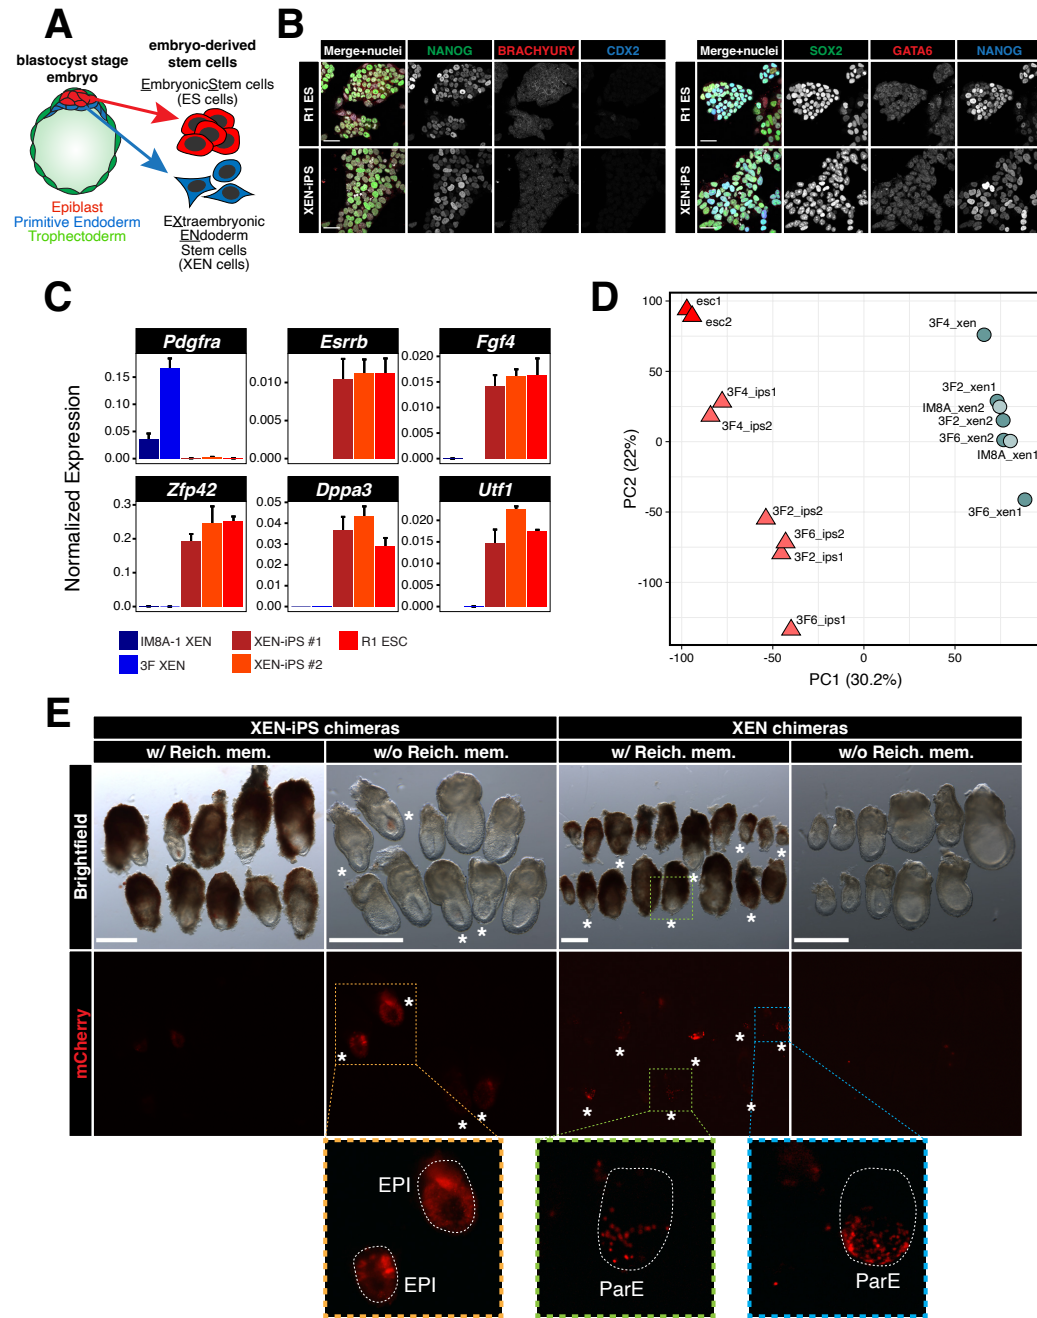

**Figure S1. XEN-iPS cells display comparable characteristics and differentiation potential to wild-type ES cells, Related to Figure 1.**

- (A)** Schematic illustrating the embryo lineage of origin for embryonic stem (ES) cells and extraembryonic endoderm stem (XEN) cells.
- (B)** Immunofluorescence staining of wild-type ES and XEN-iPS cells with markers of naïve pluripotency, primitive streak, mesoderm and endoderm. Scale bars represent 50µm.
- (C)** RT-qPCR gene expression data for several XEN and ES cell markers in wild-type XEN (IM8A-1), 3F XEN, two XEN-iPS lines (#1 and #2), and wild-type ES cells (R1). Individual bars show mean expression of three technical replicates normalized to mean expression of two reference genes: *Actb* and *Gapdh*; error bars represent standard deviation.
- (D)** Principle component analysis (PCA) of bulk RNA-seq data from XEN-iPS, wild-type ES, and XEN cells. Data was projected onto the top two PCs explaining 30.2% and 22% of the variance, respectively.
- (E)** Wholmount brightfield and epifluorescence images of XEN-iPS chimeric embryos with and without Reichardt's membrane demonstrating lack of contribution of XEN-iPS cells to parietal endoderm (ParE)- and visceral endoderm (VE)-derived lineages (*left*), and specific contribution of XEN cells to the ParE lineages (*right*). Scale bars represent 500µm.

Garg et al., Supplementary Figure 2

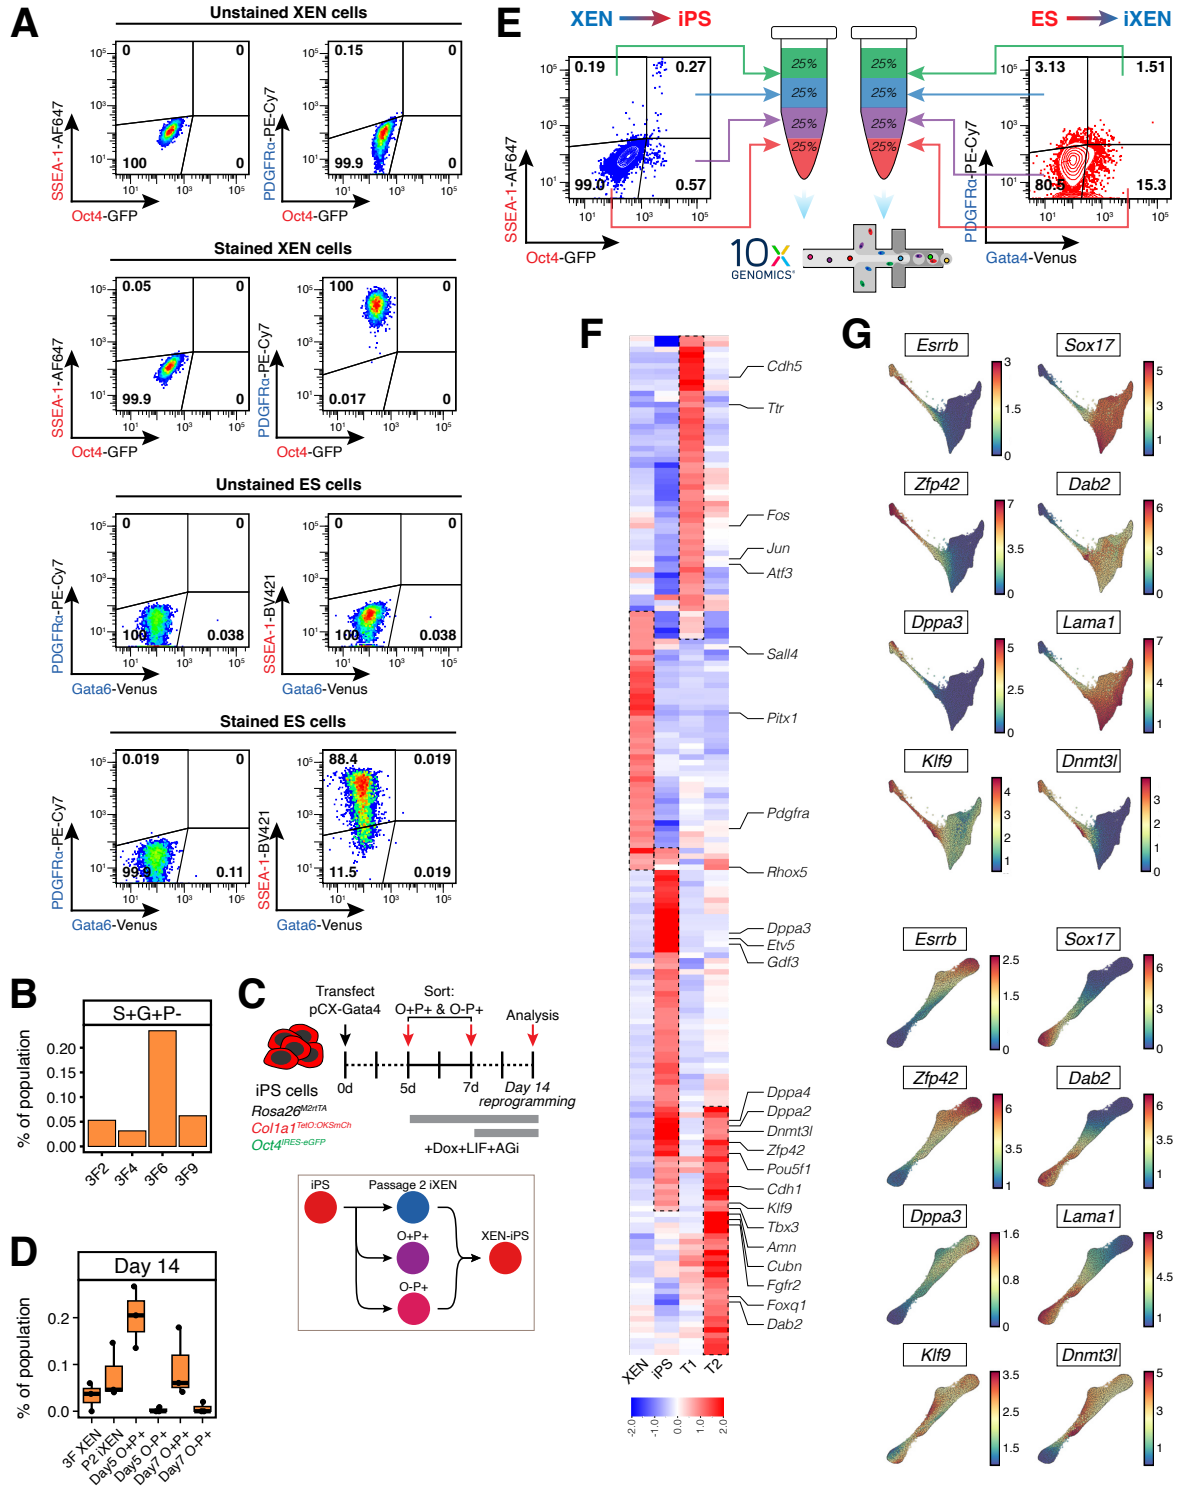

**Figure S2. Reciprocal lineage conversions of XEN and ES cells have drastically different kinetics and efficiencies of conversion, Related to Figures 2 & 3.**

- (A) Gating logic to assess marker expression in live, singlet cells/events. Unstained versus stained XEN or ES cells were used to determine positive and negative gates for each marker.
- (B) Bar chart showing reprogramming efficiency of four different 3F XEN lines. Efficiency was calculated as percentage of total reprogramming cells that are SSEA-1+/Oct4-GFP+/PDGFR $\alpha$ - following 28 days of reprogramming.
- (C) Tracking reprogramming potential of O+P+ and O-P+ subpopulations sorted at days 5 and 7 following transfection with a Gata4-E2-Crimson expression vector for ES/iPS-to-iXEN conversion. Sorted cells and passage 2 (i.e. nascent) iXEN cells were re-plated for reprogramming for 14 days; percentage of iPS-like cells was determined using flow cytometry in (D).
- (D) Box plots showing proportion of the entire population that were S+O+P- at day 14 of reprogramming. Middle line marks the median; lower and upper hinges mark first and third quartiles; whiskers extend to 1.5\*interquartile range (IQR) from the hinge. N = 3.
- (E) Fluorescence-activated cell sorting strategy used prior to encapsulation of Day 7, Day 14 and Day 28 samples of XEN-to-iPS conversion, and 9h sample of ES-to-iXEN conversion. Indicated cell populations were reconstituted to ~25% each in final pool of cells assayed for scRNA-seq.
- (F) Heatmap of pseudo-bulk differential gene expression between XEN, XEN-iPS, T1 and T2 states. Scale indicates average z-score.
- (G) Gene expression of XEN and pluripotency-associated markers. Each cell is colored by its MAGIC imputed expression level.

**Garg et al., Supplementary Figure 3**

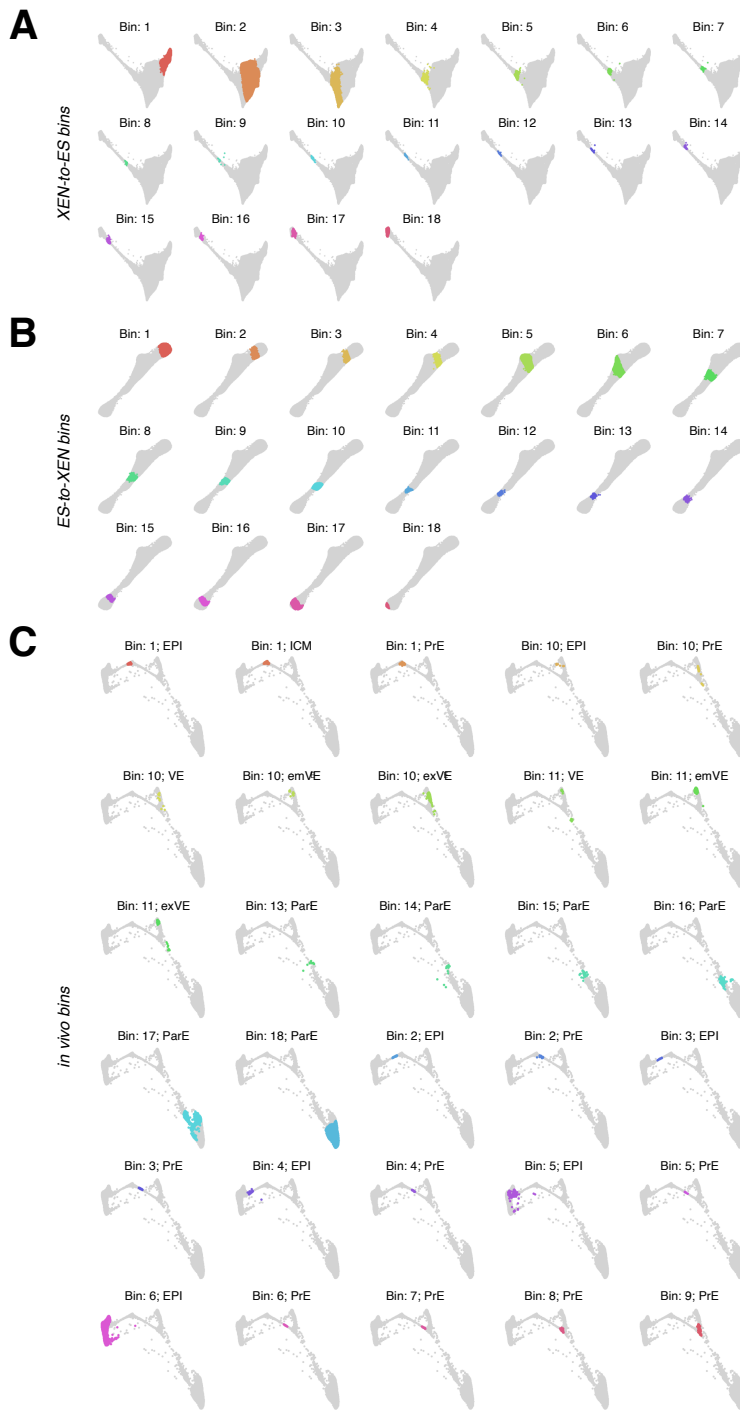

**Figure S3. XEN-to-iPS and ES-to-iXEN conversions follow similar trajectories that approximate *in vivo* cell states, Related to Figure 4.**

- (A)** Force-directed layout of the XEN-to-iPS trajectory, with individual bins used for trajectory comparisons.
- (B)** Force-directed layout of the ES-to-iXEN trajectory, with individual bins used for trajectory comparisons.
- (C)** Force-directed layout of the *in vivo* trajectory, with individual bins used for trajectory comparisons.

Garg et al., Supplementary Figure 4

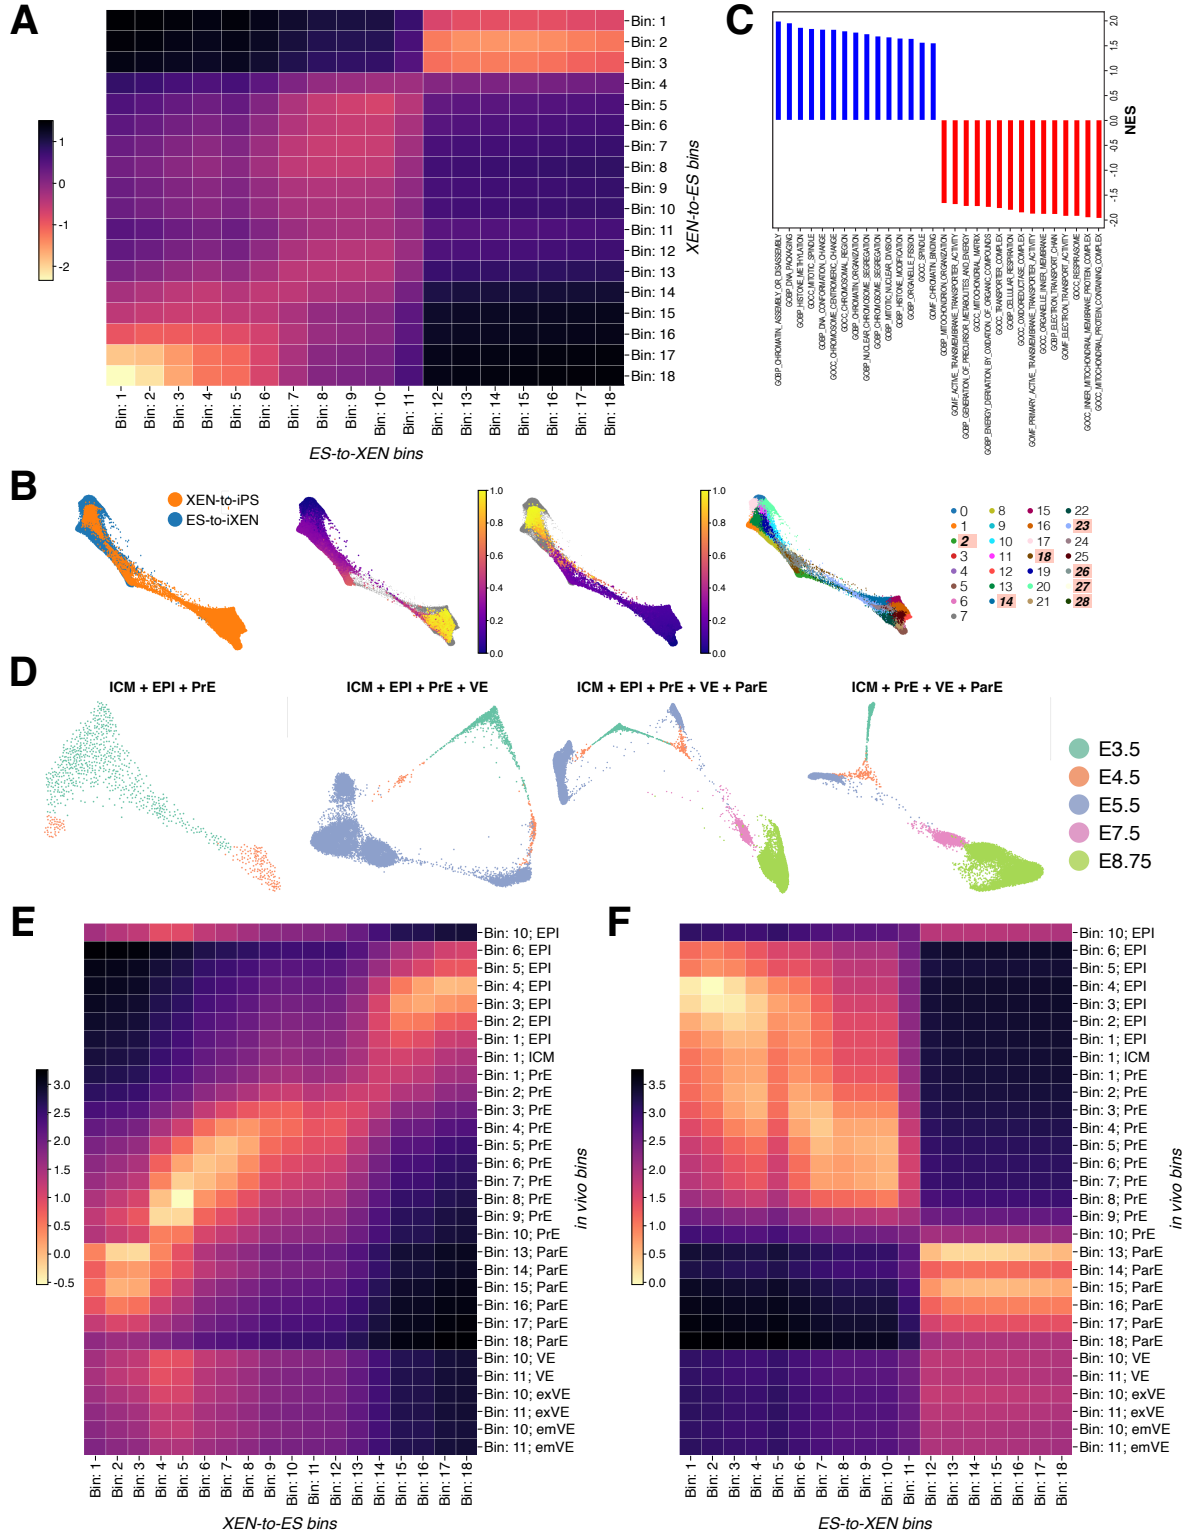

**Figure S4. XEN-to-iPS and ES-to-iXEN conversions follow similar trajectories that approximate *in vivo* cell states, Related to Figure 4.**

- (A)** Heatmap of the relative similarity of different XEN-to-iPS bins to ES-to-iXEN bins. Scale represents relative distance in phenotypic space (lower distance corresponds to increased similarity).
- (B)** Force-directed layout of combined XEN-to-iPS and ES-to-iXEN trajectories based on Harmony integration<sup>1</sup>, colored by (from left to right) trajectory, XEN-to-iPS pseudotime, ES-to-iXEN pseudotime, and PhenoGraph clusters. Intermediate state clusters used to calculate differential gene expression in (C) are highlighted.
- (C)** Normalized enrichment scores (NES) of gene ontology pathways calculated for genes upregulated in the ES-to-iXEN trajectory (blue) among intermediate state clusters in (B), or in the XEN-to-iPS trajectory (red).
- (D)** Force-directed layouts of combined *in vivo* stages and lineages as labeled above and color-coded as indicated by stage.
- (E)** Heatmap of the distance between XEN-to-iPS bins to *in vivo* bins. Each entry is the log scaled average diffusion distance between every pair of cells in the two bins being compared.
- (F)** Heatmap representation of the distance between ES-to-iXEN bins to *in vivo* bins. Each entry is the log scaled average diffusion distance between every pair of cells in the two bins being compared.

Garg et al., Supplementary Figure 5

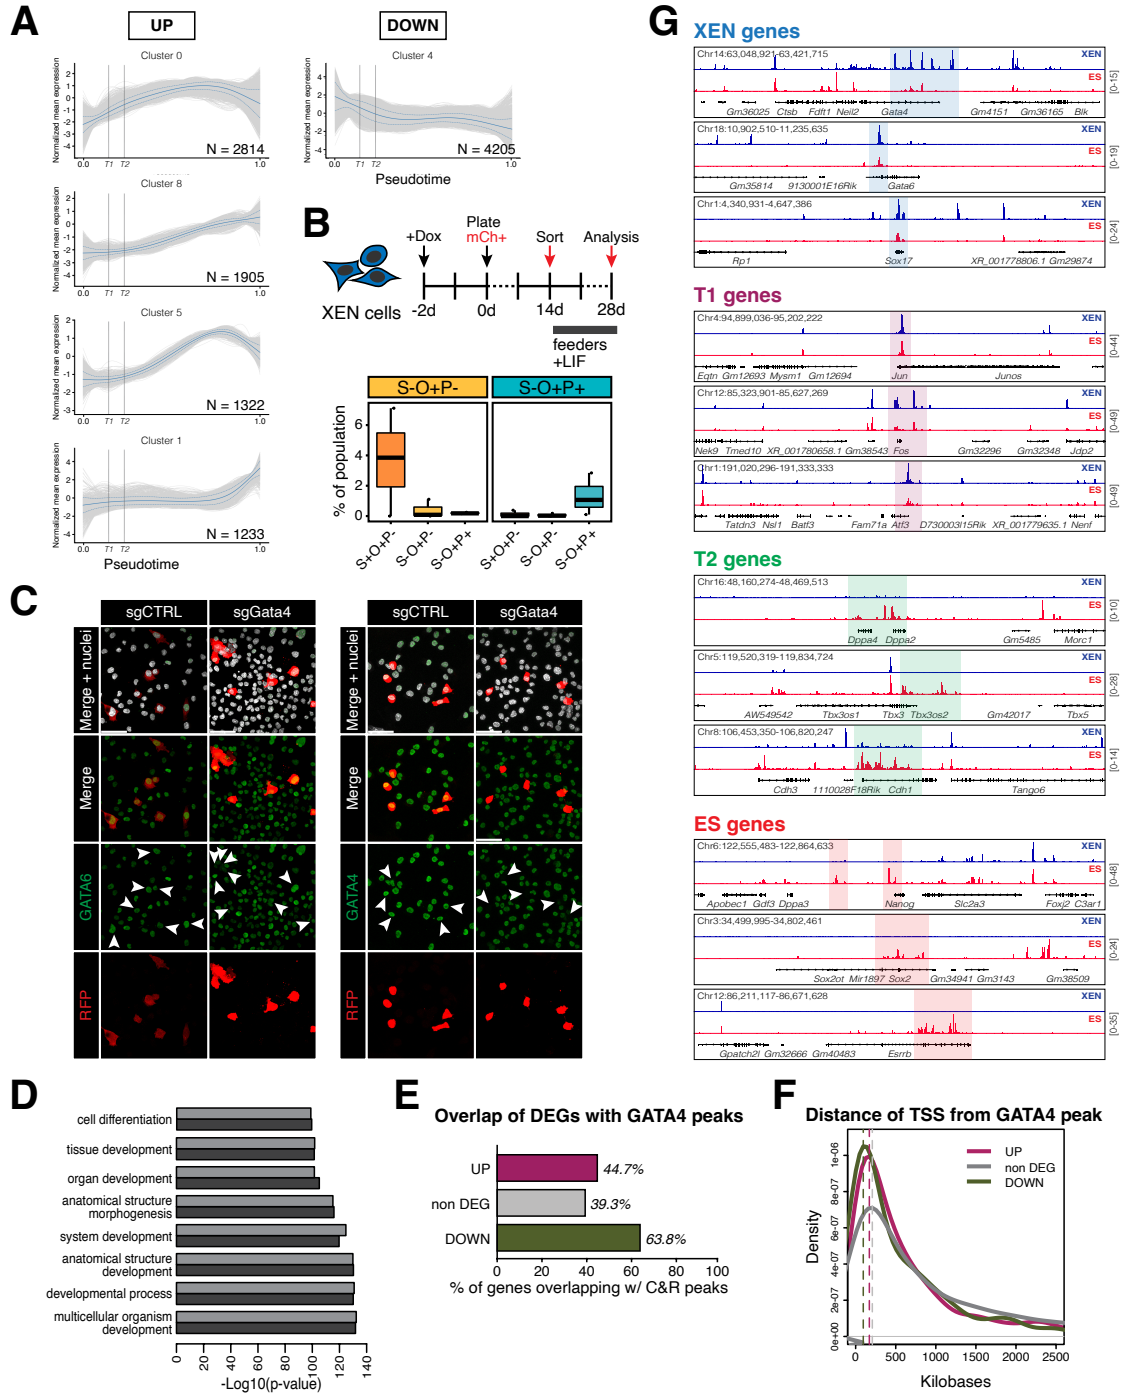

**Figure S5. XEN transcriptional network presents a roadblock for XEN-to-iPS reprogramming, Related to Figure 5.**

- (A) Gene expression waves over pseudotime of XEN-to-iPS reprogramming. Plots show expression trend of individual genes within each cluster (grey lines). Solid blue line represents mean expression of all genes in the respective cluster. Dotted blue lines represent  $\pm 1$  s.d. Vertical dotted lines indicate T1 and T2 terminal states along the pseudotime axis.
- (B) (*Top*) Tracking the reprogramming potential of *Oct4*-GFP expressing subpopulations in the absence of continued transgene expression. S-O+P- and S-O+P+ subpopulations sorted on day 14 of reprogramming were re-plated in the absence of doxycycline and AGi. Percentage of iPS-like cells was determined after an additional 14 days using flow cytometry. (*Bottom*) Box plots depicting the proportion of the entire population represented by each displayed subpopulation at day 28. N = 3.
- (C) Immunofluorescence staining of XEN cells transfected with Cas9/sgRNA expression vectors targeting *Gata4* or empty vector control. White arrowheads indicate transfected cells counterstained with anti-RFP antibody. Scale bars represent 50 $\mu$ m.
- (D) Gene ontology analysis of DEGs following *Gata4* knockout, as shown in Figure 5F. Different shades represent data from 2 different sgRNAs tested.
- (E) Bar chart showing the percentage of DEGs overlapping with GATA4 CUT&RUN peaks.
- (F) GATA4 peak distribution relative to TSS of DEGs or non DEGs following *Gata4* KO.
- (G) Example IGV tracks showing ATAC-seq peaks at specific genomic loci surrounding genes representing XEN, ES, T1 and T2 terminal states. Signal values are indicated to the right.

Garg et al., Supplementary Figure 6

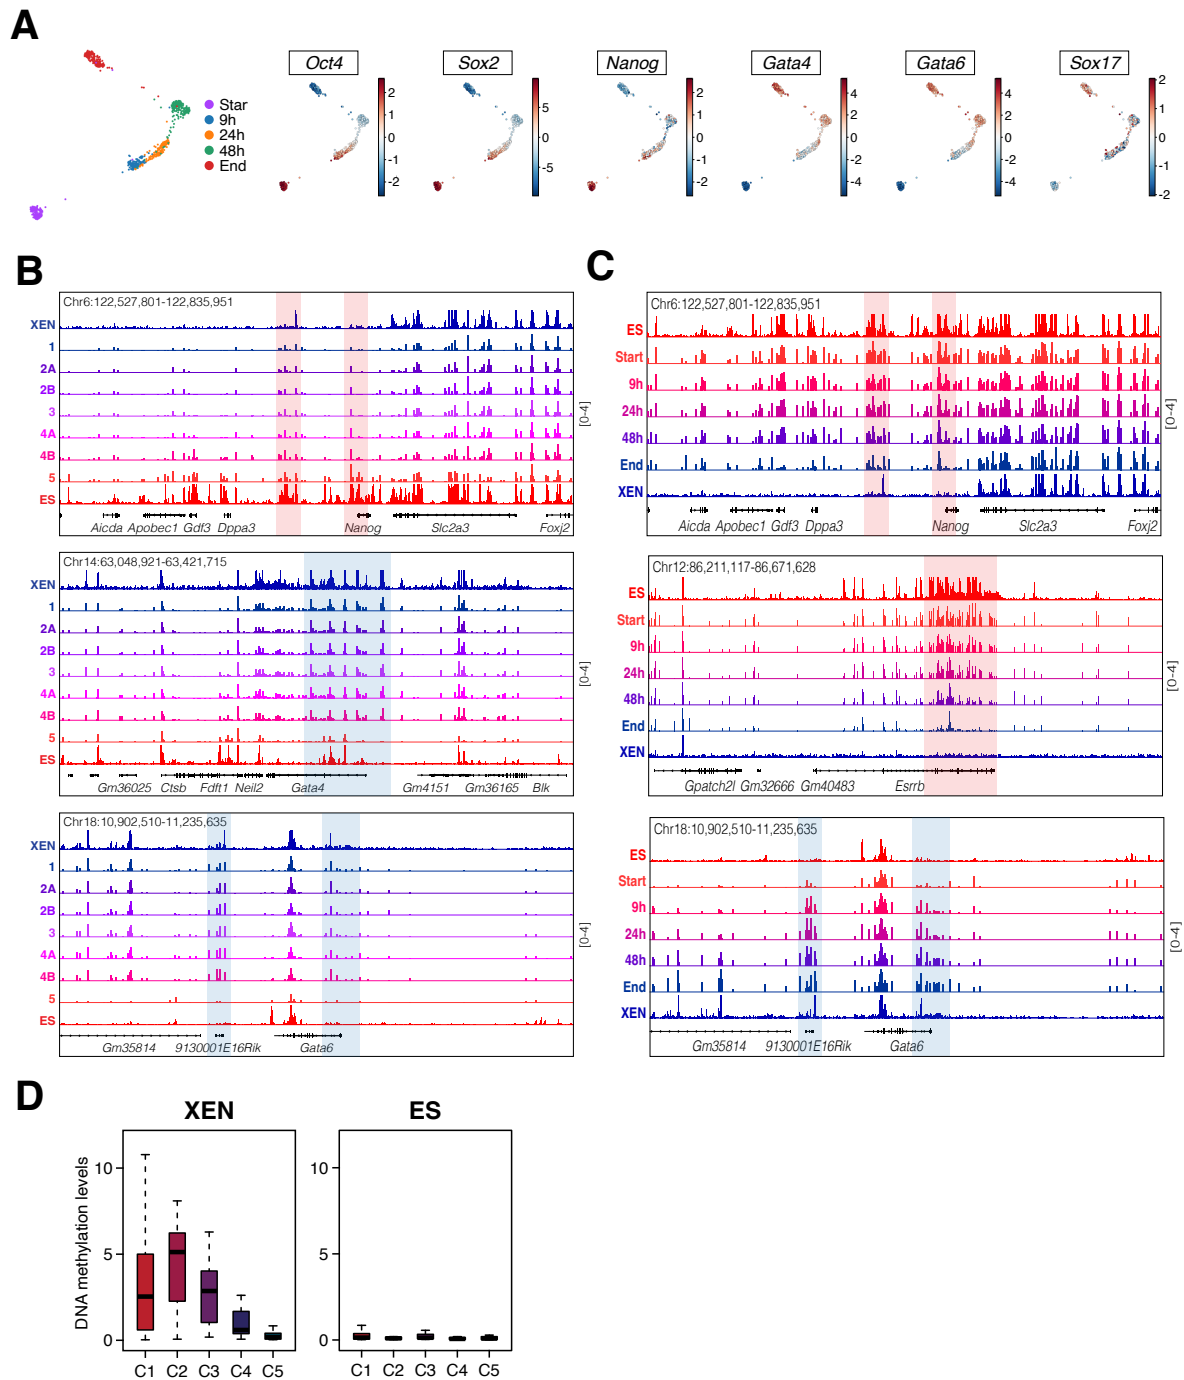

**Figure S6. Establishing an EPI-like chromatin state underlies the inefficient XEN-to-iPS conversion, Related to Figure 6.**

- (A)** Force-directed layouts showing the combined scATAC-seq metacell data for ES-to-iXEN conversion and highlighting the individual timepoints (*left*), or ChromVAR scores for ES- and XEN-specific TFs (*right*). Number of metacells = 567.
- (B)** Example IGV tracks showing accessibility peaks of pseudo-bulk scATAC-seq data of XEN-to-iPS conversion. Highlighted are relative accessibility in metacell groups at specific genomic loci surrounding XEN- and ES-specific genes. Signal values are indicated to the right.
- (C)** Example IGV tracks showing accessibility peaks of pseudo-bulk scATAC-seq data of ES-to-iXEN conversion. Highlighted are relative accessibility at individual timepoints and at specific genomic loci surrounding ES- and XEN-specific genes. Signal values are indicated to the right.
- (D)** Boxplots showing DNA methylation levels in XEN and ES cells of the highly variable loci depicted in Figure 6C.

## SUPPLEMENTAL TABLES

**Table S1.** List of differentially expressed genes in terminal states during XEN-to-iPS reprogramming, Related to Figure 3.

**Table S2.** List of GO annotations for differentially expressed genes between intermediate states of XEN-to-iPS and ES-to-iXEN conversion trajectories, Related to Figure 4.

**Table S3.** List of expression trend clusters of genes along XEN-to-iPS conversion pseudotime, and differentially expressed genes between empty vector and sgGata4 transfected XEN cells, Related to Figure 5.

**Table S4.** Highly variable peak loci in scATAC-seq datasets of XEN-to-iPS and ES-to-iXEN conversions, Related to Figure 6.

**Table S5.** Peak loci identified as 'late open', 'gradual open', 'late close', and 'transient open' from scATAC-seq data fo XEN-to-iPS reprogramming, Related to Figure 6.

**Table S6.** List of oligonucleotides and cell plating numbers for reprogramming, Related to STAR Methods.

## Supplemental References

1. Korsunsky, I., Millard, N., Fan, J., Slowikowski, K., Zhang, F., Wei, K., Baglaenko, Y., Brenner, M., Loh, P.-R., and Raychaudhuri, S. (2019). Fast, sensitive and accurate integration of single-cell data with Harmony. *Nat. Methods* 16, 1289–1296.  
<https://doi.org/10.1038/s41592-019-0619-0>.

How the deposited data were processed for this re-analysis (not part of the article)

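Single-cell RNA-seq counts of 20 libraries were used, 2 technical duplicates for each of the 5 conditions of XEN-to-iPS and the 5 of ES-to-iXEN conversion. The other assays of the paper, whose data the authors deposited separately, were not among the files used and were not analysed. The authors made the libraries with the 10x Genomics 3' v2 kit and processed the reads with SEQC against GRCm38, which gave whole UMI counts per gene and cell without normalization. SEQC had already removed cells with more than 20% mitochondrial molecules. Gene symbols were placed with GENCODE vM21.

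Cells with fewer than 500 genes were left out. For each conversion, cells were scaled to the median total, log2-transformed with a pseudocount of 0.1, reduced to the components that hold 85% of the variance of 1500 (XEN-to-iPS) or 2500 (ES-to-iXEN) highly variable genes, joined to 30 nearest neighbours and clustered with Leiden at resolution 1 (scanpy 1.11.5, leidenalg 0.10.2). Clusters were named by fixed marker lists, and fibroblast-like and 2-cell-like clusters of XEN-to-iPS and the differentiating-like cluster of ES were removed. Clusters with fibroblast markers that could not be named were removed as well.

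UMIs were summed per library over the kept cells. Conditions were compared with edgeR 4.0.16 (TMM, filterByExpr and the quasi-likelihood test with Benjamini-Hochberg adjustment) in R 4.3.3, with 10 residual degrees of freedom. Cells, which are not replicates, were never the unit of a test. Gene sets were tested with camera and fry of limma 3.58.1. Positions between XEN and ES, the order of genes along them, duplicates, sex-linked RNA and AP-1 sums were computed with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 in python 3.11.15, and figures drawn with matplotlib 3.10.9. Palantir and the merging of datasets were not rerun.

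Genes were named by a rule: every gene that the paper names for these data, and for each reported comparison the 3 highest and 3 lowest called genes with at least 50 CPM. This rule, the comparisons between conditions with their test, the marker lists and the alternatives were set before the data were examined, apart from ordering genes on log2(CPM + 1) and within the day 28 libraries alone. The removal of clusters that could not be named, the order over all changed genes and most tests of explanations in the closing parts were set later. Alternatives included DESeq2 1.42.0, RLE normalization, no filter on low counts, blocks for replicate or run, other axis genes, limits, depths and bins, doublets left out, removed clusters kept, at least 1000 genes per cell, and each library left out.

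The procedures were tested on simulated data. Of 200 genes changed in simulated sums, between 83.0% and 84.5% were recovered, with 3 to 9 false calls. For intermediate cells and for cells with Pou5f1, 99.0% and 98.5% were recovered, with 17 and 7 false calls. Counting intervals cover counting error only. Duplicates are described as technical, so no error is taken to cover the variation between cultures. For XEN-iPS, day 7, day 14 and day 28 a common culture is not settled. The runs are those of the sequencing project numbers.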

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

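Each test in this part was chosen after the result was seen. The paper does not discuss RNA of the sex chromosomes or of the genes below, and these signals stood out from the levels in the other libraries of the same line or condition.

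Y-linked RNA was 51.75 CPM in XEN-iPS replicate 2 and 0.2789 CPM in replicate 1, although both are described as duplicates. RNA of fibroblast-like feeder cells is argued against, because kept cells held 68.7% of the Y-linked level of the fibroblast-like cells of that library but only 1.86% of their Col1a1. A large share of cells without a Y chromosome is argued against too, since 41.1% of cells thinned to 10000 UMIs had a Y-linked UMI (561 cells with fewer UMIs left out) and 42.5% would if all cells were alike. A small share is not excluded, because at this depth most cells would lack a Y-linked UMI even if all were alike. The library is the only 1 of its run, so the run cannot be told apart from the library. Mid1 was 14.48 CPM in its cells with a Y-linked UMI and 0.2097 CPM in replicate 1. Another XEN line, another clone or a wrong label may each account for this and stay open, and no biological explanation was tested.

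Xist RNA was 24.13 and 22.41 CPM in the day 28 duplicates and 0.5048 and 0.2082 CPM in XEN. By position it was 40.53 and 48.49 CPM in intermediate and 1.087 and 2.260 CPM in pluripotent-side cells. RNA of feeder cells is argued against, because kept cells of replicate 1 held 53.1% of the Xist level of fibroblast-like cells and 0.229% of their Col1a1. Cells that are all alike are argued against, as 16.5% of cells of replicate 1 thinned to 10000 UMIs had an Xist UMI (1017 cells with fewer UMIs left out) and 23.6% would if alike. The sequencing run is argued against, because XEN libraries of the same run reached at most 0.5048 CPM. A mixture of cells that differ in sex chromosomes may account for it, and so may a change of X-linked expression over time. Neither was tested. Y-linked RNA was 36.38 and 29.19 CPM in XEN and 4.416 and 15.34 CPM at day 7. It was 7.670 and 1.695 CPM at day 14 and 2.063 and 0.1130 CPM at day 28. Comparisons against XEN cannot separate this difference in sex-chromosome RNA from conversion.

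Gm5218, a processed pseudogene, was at least 350.3 CPM in each library of runs 3 and 4 and at most 25.40 CPM in runs 1 and 2, a ratio of 13.8 between these values. It is 1 of 7 genes that separate the runs by 4-fold, and of 100 splits of the libraries only the real one gave as many. Since 24h and 48h duplicates part by run, a difference between sequencing runs may account for these genes. No biological explanation was tested.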

How the results depend on the processing

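The scale on which genes were ordered, and ordering them within the day 28 libraries alone, were the only alternatives chosen after the result was seen; the others were set earlier. 307 results were recomputed under 3021 alternatives, 1 choice at a time. Of 311 alternatives for results that answer a comparison, 202 left the result in place, 108 moved it and 1 turned its direction. With 1 library left out, 158 of 204 left it in place and 46 moved it, where a lone library was assumed to vary like the other groups. For log2 fold changes of single genes, 1297 of 1354 kept direction and side of the threshold, 30 lost the call, 18 gained it and 9 turned, and with 1 library left out these were 689 of 776, 72, 3 and 12. The remaining alternatives were for shares of cells, halfway bins of single genes and numbers of kept cells.

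With only the 4 compared libraries in the model, the number of genes called was 2472 for 9h against ES, 559 for XEN-iPS against ES and 565 for 48h against 24h, and the sign turned for Sox2, XEN-iPS against ES (0.03). With the removed clusters kept, the number of genes called was 1205 for 24h against ES and 970 for 48h against 24h, and the library position (%) was 16.9 for day 7, 74.2 for XEN-iPS, 95.7 for 9h and 79.4 for 24h, and the SD of log2 ratios of duplicates was 0.475 for day 7, 0.888 for XEN-iPS and 0.296 for ES, and the X to autosome ratio was 0.979 for XEN, 0.639 for ES, 0.697 for 9h, 0.692 for 24h and 0.765 for 48h, and Xist CPM was 4.37 for XEN-iPS, and Y-linked CPM was 6.33 for iXEN, and AP-1 CPM was 250.0 for XEN-iPS and 579.1 for iXEN, and the sign turned for Esrrb, XEN-iPS against ES (-0.08) and Pdgfra, iXEN against XEN (-0.01). With DESeq2, the sign turned for Sox2, XEN-iPS against ES (0.10). With RLE normalization, the sign turned for Sox2, XEN-iPS against ES (0.10). With replicate as a block, the sign turned for Sox2, XEN-iPS against ES (0.02). With no filter on low counts, the sign turned for Pdgfra, iXEN against XEN (0.00). With the axis from XEN-iPS against iXEN, the library position (%) was 18.2 for day 7, 16.4 for day 14, 44.4 for day 28, 99.7 for XEN-iPS, 92.5 for 9h, 74.5 for 24h and 0 for iXEN, and the percent of intermediate cells was 26.4 for XEN, 56.7 for day 7, 39.6 for day 14, 42.0 for day 28, 1.27 for XEN-iPS, 0.0977 for 9h, 19.3 for 24h and 9.60 for iXEN, and the mean halfway bin was 8.70 for pluripotent list and 5.70 for endoderm list. With 50 axis genes per side, the library position (%) was 16.2 for day 14, 40.4 for day 28, 86.1 for XEN-iPS, 95.3 for 9h, 82.8 for 24h and 61.2 for 48h, and the percent of intermediate cells was 0.382 for XEN, 19.3 for day 7, 13.7 for day 14, 23.3 for day 28, 1.24 for XEN-iPS, 0.118 for 9h, 6.57 for 24h, 70.4 for 48h and 11.0 for iXEN. On log2(CPM + 10), the library position (%) was 91.6 for 9h. Thinned to 1000 UMIs, the percent of intermediate cells was 2.29 for XEN, 30.8 for day 7, 4.65 for XEN-iPS, 0.507 for 9h and 18.7 for 24h. With limits of 0.3 and 0.7, the percent of intermediate cells was 0.153 for XEN, 8.98 for day 7, 8.96 for day 14, 16.6 for day 28, 1.39 for XEN-iPS, 0.0356 for 9h, 2.10 for 24h, 77.3 for 48h and 8.92 for iXEN. By the number of axis genes with a UMI, the percent of intermediate cells was 2.90 for XEN, 37.0 for day 7, 37.1 for day 28, 4.87 for XEN-iPS, 0.644 for 9h, 30.8 for 24h and 40.7 for iXEN. With doublets left out, the percent of intermediate cells was 2.54 for XEN-iPS, and the mean halfway bin was 5.10 for endoderm list. With 5 bins, the mean halfway bin was 9.10 for pluripotent list, 6.90 for endoderm list and 2.20 for pluripotent list minus endoderm list. On log2(CPM + 1), chosen after seeing the data, the mean halfway bin was 5.20 for pluripotent list, 8.75 for endoderm list and -3.55 for pluripotent list minus endoderm list. With the day 28 libraries alone, chosen after seeing the data, the mean halfway bin was 7.15 for pluripotent list, 6.40 for endoderm list and 0.75 for pluripotent list minus endoderm list. With at least 2 Pou5f1 UMIs, the number of genes called was 0 for endoderm-side cells with and without Pou5f1, and the sign turned for Dppa5a, endoderm-side cells with and without Pou5f1 (-0.45). At positions under 0.1, the number of genes called was 3 for endoderm-side cells with and without Pou5f1. Within run 2 alone, the sign turned for Fos, intermediate cells of the 2 conversions (-0.03). With genes of at least 200 CPM, the SD of log2 ratios of duplicates was 0.458 for XEN, 0.488 for day 7, 0.329 for day 28, 0.773 for XEN-iPS, 0.268 for ES, 0.0857 for 9h, 0.539 for 48h and 0.486 for iXEN. At Leiden resolution 2, the percent of differentiating-like cells was 2.19 for ES. With 50 components, the percent of differentiating-like cells was 7.29 for ES and 17.8 for iXEN. With genes of at least 50 CPM, the X to autosome ratio was 1.01 for XEN, 1.03 for day 7, 1.08 for day 14, 0.994 for day 28, 0.977 for XEN-iPS, 0.833 for ES, 0.837 for 9h, 0.921 for 24h, 0.908 for 48h and 0.885 for iXEN.

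With 1 library left out, values ran over these ranges. The number of genes called was 1680 to 2831 for day 7 against XEN, 1793 to 2497 for day 14 against XEN, 143 to 292 for 9h against ES, 848 to 1419 for 24h against ES, 1001 to 2910 for XEN-iPS against ES, 1886 to 2976 for iXEN against XEN, 390 to 1589 for 48h against 24h, 19 to 46 for endoderm-side cells with and without Pou5f1 and 1749 to 2900 for intermediate cells of the 2 conversions. The library position (%) was 13.4 to 18.0 for day 7, 13.7 to 17.3 for day 14, 35.0 to 39.0 for day 28, 91.3 to 92.8 for 9h and 74.8 to 77.5 for 24h. The percent of intermediate cells was 26.5 to 38.7 for day 7, 17.3 to 27.8 for day 14, 26.8 to 36.5 for day 28, 2.18 to 3.44 for XEN-iPS, 0.0575 to 0.0776 for 9h, 7.81 to 16.1 for 24h and 25.3 to 36.8 for iXEN. Log2 fold changes whose sign turned were -2.61 to 1.99 for Dnmt3l, day 7 against XEN, -0.58 to 0.36 for Atf3, day 28 against XEN, -0.24 to 0.62 for Pou5f1, 9h against ES, -0.25 to 0.22 for Sox2, XEN-iPS against ES, -0.54 to 0.96 for Esrrb, XEN-iPS against ES, -0.34 to 0.76 for Gata4, iXEN against XEN, -0.58 to 1.37 for Sox17, iXEN against XEN, -0.34 to 0.45 for Pdgfra, iXEN against XEN and -5.59 to 2.78 for Gm5218, intermediate cells of the 2 conversions.

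Except where an axis sets a value by construction or fewer libraries are in the model, the cause was not tested. Depth limits which cells show a gene: Pou5f1 was found in 30.5% of pluripotent-side cells of day 28 replicate 1 after thinning to 2000 UMIs, and in 93.7% before.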

Differences from the paper's values

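For XEN-iPS, 6706 cells were kept, and the paper's value is about 3200 in Figure 3B, read by eye. None of the alternatives set before the data were examined came within 1.5 times of it: 11084 with the removed clusters kept, 6341 with doublets left out, 6308 with at least 1000 genes, 6614 at Leiden resolution 2 and 6618 with 50 components. The other counts of cells were within 1.5 times of the paper's: for XEN 13097 were kept, against about 8900 in Figure 3B, read by eye, and 107270 in all, against the paper's 91447 in the legend of Figure 4A, which no alternative reached (99784 with at least 1000 genes was nearest).

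The paper tested cells with MAST, and libraries were tested here. The paper names Fos among the AP-1 genes raised in transition states of XEN-to-iPS; over libraries its log2 fold change was 1.36 (adjusted p = 0.261), and it was called without 48h replicate 1 (5.35, adjusted p = 0.00453; adjusted p over the libraries left out 0.00453 to 0.703). The paper names Atf3 as raised in the T1 state; over whole day 28 libraries it was -0.21 (adjusted p = 0.781), and in endoderm-side cells 224.9 and 251.2 CPM against 105.0 and 192.9 CPM in XEN, 72.81 and 79.33 CPM at day 7 and 54.04 and 124.8 CPM at day 14.

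The paper places Zfp42 (Rex1) and Fgf4 with the early genes and Nanog and Esrrb with the late ones. Along the position used here Zfp42 passed halfway at bin 9.00 and Fgf4 at bin 8.00, with Nanog at 8.50 and Esrrb at 8.00, and neither was apart from these by more than the spread between replicates. On log2(CPM + 1), chosen after seeing the values, Zfp42 passed at 5.00 and Nanog at 6.00 in both replicates, while Zfp42 was not apart from Esrrb (5.50), nor Fgf4 (6.50) from Nanog or Esrrb, by more than that spread. Within the day 28 libraries alone, likewise chosen later, Zfp42 (8.50) passed after Esrrb (7.00 in both replicates), and Fgf4 (7.50) was not apart from Esrrb or from Nanog (8.00) by more than that spread. Mybl2 passed at 6.50 on both scales and at 6.00 within day 28.

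The paper reports batch effects in ES-to-iXEN and none in XEN-to-iPS. The SD of log2 ratios of duplicates was 0.747 in XEN-iPS, above the 0.525 of iXEN, the highest ES-to-iXEN value, and it was 0.773 with genes of at least 200 CPM and 0.888 with the removed clusters kept.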

Other observations

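The tests of iXEN cells with Y-linked RNA and of pluripotent-side cells at day 7 and day 14 were written down first; every other test in this part was chosen after the result was seen.

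Some iXEN cells carried Y-linked RNA (5.559 and 6.009 CPM), which ES lacked (0.2221 and 0.1948 CPM). Cells of the XEN line in these libraries are argued against, because Rpl29 was 1149 CPM in iXEN cells with a Y-linked UMI in the lower replicate, and at most 285.8 CPM in any XEN-to-iPS library. The origin of this RNA stays open.

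Pluripotent-side cells were present at day 7 (0.323%) and day 14 (0.608%). Cells of the ES line are argued against, because Rpl29 was at most 67.17 CPM in them, and 2249 and 2260 CPM in ES. Early conversion of a few cells may account for them and was not tested.

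XEN cells differed in Y-linked RNA: 21.4% of the cells of replicate 1 thinned to 10000 UMIs (1270 cells with fewer UMIs left out) had a Y-linked UMI, where 31.1% would if all were alike, which argues against counting error. Silencing of the Y-linked genes alone is argued against, because Erdr1 was higher in cells with a Y-linked UMI by a ratio of at least 4.02 in the 2 libraries. Mid1 was higher by a ratio of at least 7.28, which is consistent with loss of the Y chromosome in part of the cells, and a mixture of XEN lines stays open.

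Intermediate cells at day 28 were 33.8% of the cells of replicate 1. Doublets of an endoderm-side and a pluripotent-side cell are argued against as their main source, because the expected share was 0.654% of cells.

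AP-1 RNA was higher at day 28 than in XEN. Cell sorting is argued against, since the sorted day 7 cells had 484.9 CPM, and a response of every cell of the suspension to dissociation stays open, since pluripotent-side cells of day 28 replicate 1 had 295.3 CPM, less than endoderm-side cells but more than the 174.8 CPM of pluripotent-side XEN-iPS cells of replicate 1. A response that differs between cell types stays open too, as does a change during conversion.

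Rpl29 was lower in each XEN-to-iPS library than in each ES-to-iXEN library. The endoderm or pluripotent state is argued against, because the lowest iXEN value was 994.0 CPM. A difference between the lines, such as a variant against the reference, stays open.

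The large difference between the XEN-iPS duplicates is not that of feeder RNA: 12.9% of the genes higher in replicate 2 were 2-fold higher in fibroblast-like cells, against 15.1% of the lower genes and 10.2% of all genes. Run, line and label stay open.

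Between endoderm-side cells with and without Pou5f1, 35 genes differed. Of 100 splits of the 12 sums, 2 gave as many genes, the real one included. These splits ignore the pairing within libraries that the test used. With labels exchanged within libraries, 1 of 32 splits gave as many, the smallest share this exchange can give. Both argue against a random labelling of the sums as the whole of that count. Neither separates Pou5f1 from depth, since sums with Pou5f1 held 2 to 69 cells and sums without it 964 to 4168.

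The median X-linked over the median autosomal level was 0.963 and 0.957 in XEN, 0.637 and 0.631 in ES, 0.895 and 0.844 in XEN-iPS and 0.847 and 0.819 in iXEN.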
